# HOXA5 inhibits the proliferation of extrahepatic cholangiocarcinoma cells by enhancing MXD1 expression and activating the p53 pathway

**DOI:** 10.1038/s41419-022-05279-6

**Published:** 2022-09-27

**Authors:** Fei Xiong, Wenzheng Liu, Xin Wang, Guanhua Wu, Qi Wang, Tong Guo, Wenhua Huang, Bing Wang, Yongjun Chen

**Keywords:** Cancer, Diseases

## Abstract

Homeobox A5 (HOXA5) is a transcription factor in mammalian and can regulate cell differentiation, proliferation, and apoptosis as well as tumorigenesis. However, little is known on whether and how HOXA5 can regulate the malignant behaviors of cholangiocarcinoma. The methylation levels of HOXA5 were evaluated by methylation microarray and bisulfite sequencing PCR. HOXA5 expression in tissue samples was examined by immunohistochemistry and Western blot. The proliferation of tumor cells was assessed by CCK-8, EdU, and nude mouse tumorigenicity assays. The invasion, apoptosis and cell cycling of tumor cells were evaluated by Wound healing assay and flow cytometry. The interaction between HOXA5 and the MXD1 promoter was examined by CUT & Tag assay, luciferase reporter assay and chromatin immunoprecipitation. Hypermethylation in the HOXA5 promoter down-regulated HOXA5 expression in extrahepatic cholangiocarcinoma (ECCA) tissues, which was correlated with worse overall survival. HOXA5 overexpression significantly inhibited the proliferation and tumor growth. HOXA5 overexpression enhanced MXD1 expression by directly binding to the MXD1 promoter in ECCA cells. MXD1 overexpression inhibited the proliferation and tumor growth while MXD1 silencing abrogated the HOXA5-mediated proliferation inhibition. HOXA5 overexpression increased p53 protein expression in an MXD1-dependent manner. HOXA5 and MXD1 acted as tumor suppressors to inhibit the mitosis of ECCA cells by enhancing the p53 signaling. Our findings may uncover molecular mechanisms by which the HOXA5/MXD1 axis regulates the progression of ECCA, suggesting that the HOXA5/MXD1 may be therapeutic targets for ECCA.

## Introduction

Cholangiocarcinoma is a malignant tumor that originates from biliary epithelial cells and is characterized by a high degree of malignancy and concealment of disease with atypical early symptoms. In recent years, the incidence rate of cholangiocarcinoma is increasing yearly [1]. Because of its low rate of resection and insensitive to traditional radiotherapy and chemotherapy, the prognosis of cholangiocarcinoma is very poor [2]. Therefore, it is of great significance to understand the pathogenesis of cholangiocarcinoma and which factors regulate the growth of cholangiocarcinoma for the development of personalized targeted therapies.

Homeobox A5 (HOXA5) is a transcription factor in mammalian and can regulate cell differentiation, proliferation, and apoptosis as well as tumorigenesis [3]. HOXA5 can attenuate the growth and progression of cervical cancer and colorectal cancer by inhibiting the Wnt/β-catenin signaling [4, 5]. Furthermore, HOXA5 acts as a tumor suppressor to inhibit the angiogenesis of hepatocellular carcinoma and induces the apoptosis of lung cancer cells [6, 7]. However, little is known on whether and how HOXA5 can regulate the malignant behaviors of cholangiocarcinoma.

MAX dimerization protein 1 (MXD1, also known as Mad1) is a basic helix-loop helix-leucine-zipper (bHLH/LZip) protein in the MYC/MXD/MAX family and can functionally compete with MYC for MAX binding to form a transcription repressor to down-regulate cell transformation, differentiation, proliferation and apoptosis [8]. Down-regulated MXD1 expression supports the survival, invasion, and metastasis of pancreatic, breast and gastric cancer cells [9–11]. Up-regulated MXD1 expression inhibits the proliferation of tumor cells stimulated by many factors, such as exogenous Vitamin D3 and Mps1 inhibitors [12, 13]. However, there is no information on whether HOXA5 can regulate MXD1 expression and its downstream signaling in cholangiocarcinoma.

The current study explored the methylation status of the HOXA5 promoter in extrahepatic cholangiocarcinoma (ECCA) and examined how HOXA5 overexpression modulated the malignant behaviors of ECCA cells. Subsequently, we explored the potential targets of HOXA5 and how their changes in expression levels affected the malignant behaviors of ECCA cells. We found that hypermethylation in the HOXA5 promoter led to down-regulated HOXA5 expression in ECCA. HOXA5 overexpression inhibited the proliferation of ECCA cells by up-regulating MXD1 and downstream p53 expression. Furthermore, HOXA5 was directly bound to the MXD1 promoter and enhanced the downstream luciferase expression in luciferase reporter assays. Our novel data indicated that HOXA5 acted as a tumor suppressor to inhibit the proliferation of ECCA cells by enhancing the MXD1/p53 signaling. Therefore, our findings may uncover new molecular mechanisms underlying the pathogenesis of ECCA and shed light on therapeutic targets for development of new therapies for ECCA.

## Materials and methods

### Special antibodies

Antibodies included anti-HOXA5 (HPA029319), anti-MXD1 (HPA001599, Atlas Antibodies, Stockholm, Sweden); anti-Ki67 (9027 S), anti-MYC (9402 S) and anti-Flag (14793 S, Cell Signaling Technology, Leiden, the Netherlands); anti-α-Tubulin (11224-1-AP), anti-MXD1 (17888-1-AP), anti-NASP (11323-1-AP), anti-BCL-2 (12789-1-AP), anti-E-Cadherin (20874-1-AP), anti-N-Cadherin (22018-1-AP), anti-p53 (10442-1-AP) and anti-Vimentin (60330-1-Ig, Proteintech, Chicago, USA); anti-CDK2 (BM3926), anti-CDK4 (BM1572), anti-MCM6 (M02755), anti-PCNA (BM0104), anti-AIFM1 (M01571-1, BOSTER, Wuhan, China); and normal rabbit IgG (A7016, Beyotime, Shanghai, China).

### Bioinformatics

The levels of gene mRNA transcripts from the microarrays of cancerous and para-cancerous tissues (GSE3189, GSE13898, GSE32863, GSE9348, GSE13507, GSE3744, GSE25099, GSE13519, GSE9750 and GSE6338) and methylation microarrays (GSE49656 and GSE38860) (Table S1) were obtained from Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) and analyzed in the Oncomine database (https://www.oncomine.org/). The data were normalized and statistically analyzed. The expression of Homeobox (HOX) genes was retrieved from GEPIA database (http://gepia.cancer-pku.cn/) [14].

The nucleotide sequences of the MXD1 and HOXA5 promoters were obtained from Gene database (https://www.ncbi.nlm.nih.gov/gene/) for analyzing the methylation level and predicting the potential binding sites. The matrix profile MA0158.2 of HOXA5 was downloaded and the potential binding sites in the MXD1 promoter were predicted using JASPAR (https://jaspar.genereg.net/) [15]. The fold-change value was obtained from the logarithm (logFC) analysis. The differentially expressed genes (DEGs) were defined when adjusted *P* < 0.05 and |logFC | ≥1. The potentially biological functions and pathways of DEGs were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.abcc.ncifcrf.gov/), including Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) and UCSC Transcription Factor Binding Site (UCSC TFBS) [16, 17]. The results were displayed by R package “GOplot” in R 3.6.3 [18].

### Tissue samples

Twelve surgical ECCA, twelve surgical intrahepatic cholangiocarcinoma (ICCA) and their para-carcinoma non-tumor tissues were collected in the Department of Biliary-Pancreatic Surgery, Tongji Hospital of Huazhong University of Science and Technology, Wuhan, China. The experimental protocols were approved by the Ethical Committee of Tongji Hospital of Huazhong University of Science and Technology. Individual patients signed informed consent.

### Tissue microarray and immunohistochemistry (IHC)

The levels of HOXA5 protein expression in different cholangiocarcinoma and control tissues were examined by IHC. Briefly, the paraffin-embedded tissue microarray samples were obtained from Outdo Biotech, Shanghai, China, and included 17 ECCA, 11 extrahepatic bile duct, 91 ICCA and 31 intrahepatic bile duct samples. The tissue samples were deparaffinized, rehydrated and subjected to antigen retrieval. After being blocked with 5% bovine serum albumin, the tissue sections were probed with primary antibodies overnight at 4 °C and incubated with horseradish peroxidase (HRP)-labeled secondary antibodies, followed by visualizing with DAB staining. The intensity of antibody staining (0: negative, 1: weak, 2: moderate and 3: strong) and percentage of positive cells (0: negative, 1: 1–25%, 2: 26–50%, 3: 51–75% and 4: 76–100%) were scored in a blinded manner. The product of intensity score and percentage of positive cell score served as an IHC score. Similarly, xenograft tumor tissue sections (4 µm) were analyzed by IHC.

### Cell culture and treatment

Human ECCA TFK-1 and EGI-1 cells and human embryonic kidney HEK-293T cells were authenticated, maintained, and kept free of contamination in our laboratory. TFK-1, EGI-1 cells and HEK-293T cells were cultured in RPMI 1640 and DMEM supplemented with 10% fetal bovine serum, 100 U/mL penicillin and 100 μg/mL streptomycin (complete medium) at 37 °C in a humidified incubator of 5% CO_2_, respectively. Some cells were treated with 25 μM decitabine (DCA) (#S1200, Selleck Chemicals, Shanghai, China) for 3 days with daily change in complete medium.

### Lentivirus transduction

Lentiviruses for Flag-HOXA5 overexpression (LV-HOXA5, NM_019102), Flag-HOXA5 mutant overexpression (LV-HOXA5 Mut) and Flag-MXD1 overexpression (LV-MXD1, NM_001202513), MXD1 silencing (LV-shMXD1-1, GCACCAGCATCAAGAGAATAA and LV-shMXD1-2, GCCAAATTGCACATAAAGAAA) and their corresponding negative controls were constructed and produced by Genechem, Shanghai, China. TFK-1 and EGI-1 cells were transduced with specific lentiviruses at a multiplicity of infection (MOI) of 20 in the presence of HistransG (Genechem) for 24 h. The cells were cultured in complete medium for two days and treated with 1 μg/ml of puromycin for the establishment of stable cell lines.

### RNA extraction, quantitative real-time PCR (RT-qPCR) and microarray

Total RNA was extracted from individual cell samples using RNA Extraction Reagent (Vazyme, Nanjing, China) and reversely transcribed into cDNA using the HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme), according to the manufacturer’s instructions. The RT-qPCR reactions were performed in triplicate with the ChamQ Universal SYBR qPCR Master Mix (Vazyme) and specific primers (Table S2) in the iQ5™ quantitative PCR detection system (Bio-Rad, Richmond, CA, USA). The data were analyzed using 2^−ΔΔCt^ method.

Total RNA was also used for analysis of Human OneArray Gene Expression Profiling (Phalanx Biotech, Hsinchu City, China Taiwan) using log2 |FC | ≥ 1 and adjusted *P* < 0.05 to identify DEGs. After hybridization, the arrays were washed, scanned and the gene expression results were extracted by DNA Microarray Scanner G2565B (Agilent, California, USA), according to the manufacturer’s instructions. Raw fluorescence intensity values were normalized and log-transformed using GeneSpring GX 10 software (Agilent).

### Western blot

The relative levels of protein expression in tissue and cell samples were quantified by Western blot. Briefly, freshly tissue samples were homogenized and cell samples were lyzed in RIPA buffer containing the Protease Inhibitor Cocktail (Roche, Basel, Switzerland). After being centrifuged, the concentrations of total proteins were determined. Individual lysate samples (30 µg/lane) were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto nitrocellulose membranes (Millipore, Bedford, USA). After being blocked in 5% skimmed dry milk in TBST, the membranes were incubated with diluted primary antibodies overnight at 4 °C. The bound antibodies were reacted with HRP-conjugated anti-rabbit and anti-mouse IgG (BOSTER) and visualized by the ECL (Thermo Fisher Scientific, Waltham, USA). The data were analyzed by Image Lab software (Bio-Rad). The result was uploaded as supplemental material.

### CUT & Tag, library construction and DNA sequencing

The binding pattern of HOXA5 in the genome of TFK-1 cells was examined by CUT & Tag assay using the Hyperactive Universal CUT&Tag Assay Kit (Vazyme), according to the manufacture’s instruction. Briefly, 1 × 10^6^ TFK-1 cells were harvested and their nuclei were extracted. The extracted nuclei were immobilized with activated concanavalin A‐coated magnetic beads and reacted with anti-Flag antibodies (1:50) in 100 μL DIG buffer overnight at 4 °C. After being washed, the bound antibodies were reacted with secondary antibodies (1:50) for 1 h at room temperature and incubated with 100 μl Hyperactive pA/G-Transposon adapter complex (0.04 μM) for 1 h at room temperature. The precipitated immunocomplex was diluted in Trueprep Tagment Buffer L and after proteinase K digestion, the DNA fragments were extracted and stored at −80 °C. Subsequently, a DNA library was constructed using the TruePrep Index Kit V2 (Vazyme). The DNA fragments were amplified by PCR at 72 °C for 3 min, 95 °C for 3 min, and subsequent 10 cycles of 98 °C for 10 s and 60 °C for 5 s, 72 °C for 1 min and hold at 4 °C. The library was extracted by VAHTS DNA Clean Beads (Vazyme). The specific gene sequences were analyzed with DNA sequencing in an Illumina PE150 platform (Illumina) by HaploX, Shangrao, China.

### Luciferase reporter assay

The luciferase reporter vector carrying whole length of the promoter of MXD1 (Promoter-MXD1), plasmid for the expression of HOXA5 (TFs-HOXA5) and the negative control vector (Promoter-NC and TFs-NC) were constructed by Genechem. The vectors carrying four mutated points respectively were constructed by Genechem. HEK293T cells (10^5^ cells/well) were cultured in 24-well plates and transfected with luciferase reporter vector, TFs-HOXA5 or controls using X-tremegene HP (Roche) for 48 h. The luciferase activities in different groups of cells were determined in the Dual-Luciferase Assay system (Promega, Wisconsin, USA), according to the manufacturer’s instructions.

### Chromatin immunoprecipitation (ChIP)

The different groups of cells (10^7^ cells/sample) were fixed with 1% formaldehyde and treated with 10% glycine. Subsequently, the sonicated chromatin was immunoprecipitated with primary antibodies and the formed immunocomplex was precipitated with protein A + G Agarose beads (Med Chem Express, Shanghai, China). The contents of DNA in the immunocomplex samples were amplified by PCR using the primers (Table S2).

### Proliferation assay

The proliferation of different groups of cells was quantified by CCK-8 assay. Briefly, each group of cells (1.5 × 10^3^ cells/well) was grown in 96-well plates for 0, 24, 48, 72, or 96 h. Each well was added with 10 μL of CCK8 in Cell Counting Kit (Yeasen, Shanghai, China) and incubated for another two hours. The absorbance at 450 nm in individual wells of cells was measured using a MULTISKAN FC microplate reader (Bio-Rad).

Similarly, the proliferation of each group of cells was also quantified by EdU assay using Cell-Light EdU Apollo567 In Vitro Kit (100 T) and Cell-Light EdU Apollo488 In Vitro Kit (100 T) (Ribobio, Guangzhou, China), according to the manufacturer’s instruction. Briefly, each group of cells (5 × 10^4^ cells/well) was cultured in 24-well plates for 3 days. The EdU incorporation in individual cell samples was observed and photographed under a confocal laser scanning microscope (Leica Biosystems, CA, USA).

### Wound healing assay

The different groups of ECCA cells were cultured in 6-well plates until reaching almost 100% of confluency. The monolayer of cells was wounded using a pipette tip of 20 μL and cultured in serum-free RPMI 1640 for 24 h. The wound healing was observed and photographed under an inverted microscope. The wound healing of ECCA cells was evaluated as Cell wound healing rate = (Scratched area (0 h)–the remaining area at 24 h)/Scratched area (0 h)).

### Flow cytometry

The percentages of apoptotic cells and the cells in different phases of cell cycling in individual groups were examined by flow cytometry using the Annexin V-APC/7-AAD apoptosis and cell cycle staining kits (Multi Science, Hangzhou, China), respectively. Briefly, individual groups of cells (1 × 10^6^ per sample) were stained with Annexin V-APC/7-AAD or DNA staining solution. After being washed, the percentages of cells in different groups were quantified by flow cytometry in the Becton-Dickinson FACScan System (Franklin Lakes, NJ, USA).

### Methylation microarray

TFK-1 and non-tumor bile duct epithelial samples were lysed and homogenized, respectively. Their genomic DNA was extracted using the DNeasy Blood & Tissue Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instruction. Individual DNA samples (11 µg each) were sonicated for 10 cycles of sonication for 30 s and rested for another 30 s. The methylated DNA was enriched by immunoprecipitation, as described previously [19]. The precipitated and reference DNA were extracted with phenol-chloroform. The DNA samples (1–2 μg each) were combined and hybridized to NimbleGen HG18CpG promoter (Roche, Basel, Switzerland), according to the manufacturer’s instruction. The microarrays were scanned with NimbleScanTM2.2 microarray scanner and differential methylation peaks between two groups of samples were analyzed using the SignalMap software v1.9.

### Bisulfite sequencing PCR (BSP)

The bisulfate modified DNA was amplified with forward and reverse primers for target genes. The PCR products (1 µl each) were cloned into pCR-TOPO using the TOPO TA cloning kit (Invitrogen, California, USA), according to the manufacturer’s instructions. After being transformed into One Shot TOP 10 chemically competent cells, the plasmids in 10 grown colonies were extracted and sequenced using T7 or M13 forward and reverse primers.

### Xenograft models

Forty-five female Balb/c nude mice (4–6 weeks old) were obtained from Charlies River, Beijing, China. The mice were randomized into each group (*n* = 5 per group), based on our preliminary sample size analysis. Individual mice that failed to develop tumors subcutaneously were excluded from analysis. No blinding was done. Individual mice were injected subcutaneously with 2 × 10^6^ each group of TFK-1 cells into their axillary cavity. Two weeks after the injection, the mice were euthanized. Their subcutaneous tumors were excised, measured and used for IHC. The tumor volumes were calculated with the following equation: tumor volume (mm^3^) = 0.5 × length × width^2^. All the experiments were performed, according to the protocol approved by the Ethical Committee of Tongji Hospital of Huazhong University of Science and Technology.

### Statistical analysis

All the data are representative images of each group or presented by means ± standard error of mean (SEM) from three separate experiments. The distribution, variation and variance of data from different groups were estimated by GraphPad Prism 8.0 (GraphPad). The difference between groups was compared by Student’s *t* test and the difference among groups was analyzed by ANOVA and post hoc Bonferroni multiple comparisons test. The survival of each group of subjects was estimated by Kaplan–Meier method and analyzed by log-rank test. The relationship between variants was analyzed by Pearson correlation coefficient (Pearson r). A two-tailed *P*-value of <0.05 was considered statistically significant.

## Results

### Hypermethylation in the HOXA5 promoter exists in ECCA

Abnormal DNA methylation in the promoter of tumor suppressor genes contributes to the development of malignant tumors [20]. Accordingly, we explored the methylation profile of human ECCA by a methylation microarray in TFK-1 and non-tumor bile duct epithelial samples. We found that 1082 CpG islands of known genes were hypomethylated and 1697 were hypermethylated in cholangiocarcinoma cells, related to non-tumor bile duct epithelial samples. Interestingly, most genes in the HOX gene family, including HOXA5, but not HOXA1, were hypermethylated (Fig. 1A). To further narrow down the potential key HOX genes, we retrieved the data about the expression of these HOX genes in GEPIA database and found that only seven HOX genes could be detected in bile duct tissues (Fig. 1A, Fig. S1A). To explore the relation between methylation and gene expression, we treated TFK-1 and EGI-1 cells with decitabine (DCA, 25 μM) for 72 h. We found that decitabine treatment increased the relative levels of HOXA5 mRNA transcripts and protein expression in both cell lines (Fig. 1B, C), but up-regulated HOXA2 and HOXB4 only in TFK-1 cells, not in EGI cells (Fig. S1B). Accordingly, we chose HOXA5 for subsequent experiments. Given that HOXA9 and HOXB13 expression can be regulated by DNA methylation [21, 22], and HOXA5 encodes a transcription factor to regulate the proliferation, differentiation and survival of cells [4, 5], we analyzed the levels of HOXA5 methylation in GSE49656 and GSE38860. The levels of HOXA5 promoter methylation in cholangiocarcinoma tissues were significantly higher than those in non-tumor tissues (Fig. 1D, E). KEGG analysis revealed that the hypermethylated genes were enriched in some terms involved in regulating cell proliferation (e.g., “MAPK signaling pathway”, “Ras signaling pathway” and “Hippo signaling pathway”) (Fig. 1F, Table S3). Actually, BSP indicated that the levels of HOXA5 promoter methylation in TFK-1 cells increased, compared with that in the control cells (Fig. 1G). Hence, hypermethylation in the HOXA5 promoter down-regulated its expression in ECCA, probably contributing to the pathogenesis of ECCA.

**Fig. 1:**
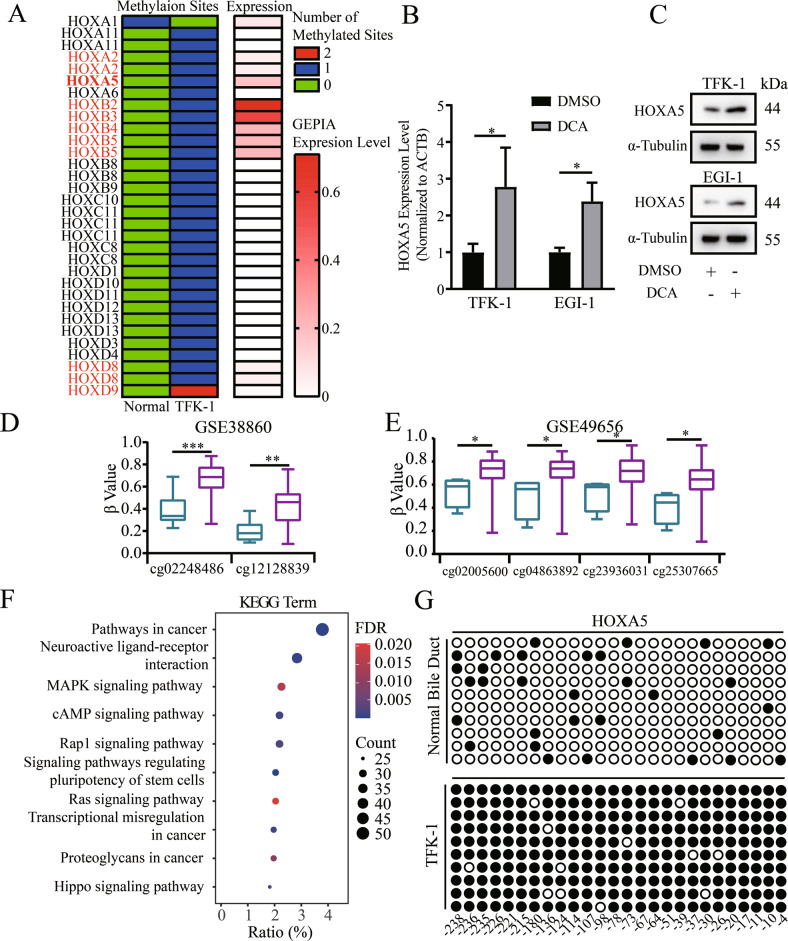
The methylation profile of the HOXA5 gene in ECCA. **A** Heatmap analysis of the methylation and expression level of the HOX genes. The gradual changes from red to white represent changes in gene expression from high to low. Green, no CpG island. Blue, 1 CpG island. Red, 2 CpG islands. **B**, **C** RT-qPCR and Western blot analyses of HOXA5 expression in ECCA cells following treatment with, or without, DCA. **D**, **E** Analysis of the methylation profile of the HOXA5 gene in GSE49656 and GSE38860 of GEO database. The purple box represents the cancer samples and the blue box represents the non-tumor samples. **F** Bubbles plotted the KEGG analysis of the methylation levels of differential genes. The gradual changes from red to blue represent the changes in high to low FDR. The sizes of bubbles represent the numbers of genes enriched in certain terms. **G** The methylation profile of the HOXA5 gene from the BSP results. The black solid represents methylated sites and the hollow points represent unmethylated sites. *P < 0.05. **P < 0.01. ***P < 0.001.

### Down-regulated HOXA5 expression is associated with worse overall survival (OS) of patients with ECCA

HOXA5, a tumor suppressor, is down-regulated in breast cancer, cervical carcinoma, and hepatocellular carcinoma [4, 7, 23]. To understand the expression pattern of HOXA5 in cholangiocarcinoma, we characterized the expression of HOXA5 in cholangiocarcinoma and controlled tissue arrays by IHC. The results revealed that HOXA5 was mainly expressed in the nucleus of cells (Fig. 2A). The levels of HOXA5 expression in non-cancerous tissues were significantly higher than that in ECCA tissues (Fig. 2A). The levels of HOXA5 expression were associated with the differentiation levels of ECCA (Fig. 2B). However, there was no significant difference in the levels of HOXA5 expression between the ICCA and non-cancerous tissues (Fig. S2A). Western blot and RT-qPCR analyses further validated that the levels of HOXA5 expression were down-regulated in ECCA tissues, related to the matched adjacent tissues, which was not observed in ICCA (Fig. 2C, D, Fig. S2B), suggesting that HOXA5 might be crucial for the pathogenesis of ECCA. Indeed, we found that lower levels of HOXA5 expression were associated with poor pathological differentiation and higher TNM stages of ECCA in this population (Table S4). More importantly, stratification indicated that lower levels of HOXA5 expression were associated significantly with a worse OS of ECCA patients (Fig. 2E). However, the levels of HOXA5 expression were not significantly correlated with the survival of ICCA patients (Fig. S2C).

**Fig. 2:**
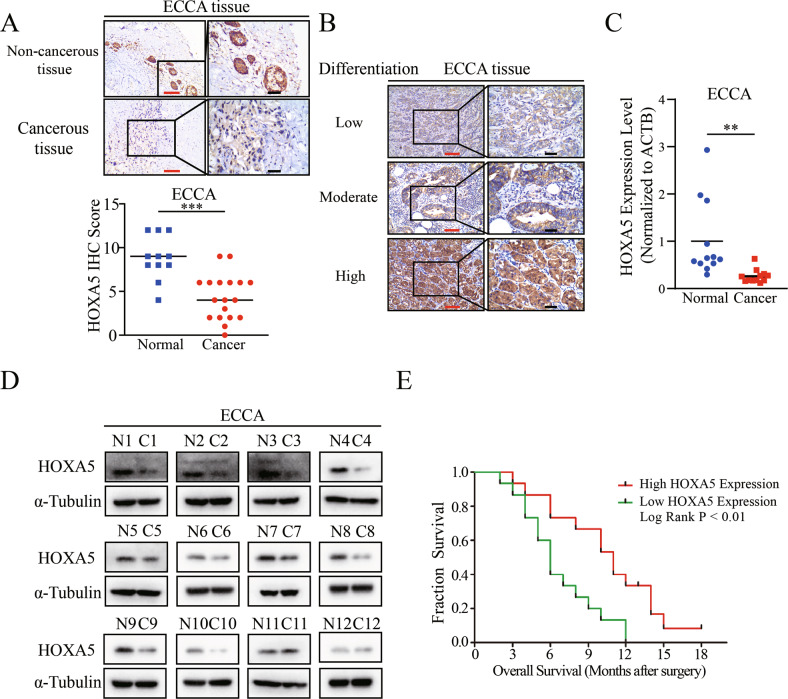
HOXA5 expression in ECCA tissues. **A** Immunohistochemistry analysis of HOXA5 expression in ECCA and non-tumor tissues. **B** Immunohistochemistry analysis of HOXA5 expression in different differentiation levels of ECCA from patients. **C**, **D** RT-qPCR and Western blot analyses of HOXA5 expression in ECCA and paired non-tumor tissues. *N* Non-tumor samples, *C* ECCA samples. **E** Lower levels of HOXA5 expression were associated with a worse OS of ECCA in this population. ***P < 0.001. **P < 0.01. Red bar, 100 μm. Black bar, 40 μm.

To look paralleling evidence for the role of HOXA5 in the pathogenesis of ECCA, we retrieved the levels of HOXA5 mRNA transcripts in Oncomine database. Among 47 studies, 11 studies reported up-regulated HOXA5 mRNA transcripts and 36 with down-regulated HOXA5 mRNA transcripts in cancer tissues, related to the controls (Fig. S3A). The levels of HOXA5 transcripts ranked the lowest in breast cancer (15 studies), lung cancer (10 studies), colorectal cancer (6 studies), and melanoma (2 studies) and representative figures are shown in Fig. S3B–G, suggesting that HOXA5 may act as a tumor suppressor of cancer development, which is conserved in ECCA rather than ICCA.

### HOXA5 attenuates the malignant behaviors of ECCA cells by inducing cell cycle arrest and apoptosis

Next, we evaluated the function of HOXA5 in TFK-1 and EGI-1 cells. First, very low levels of HOXA5 expression were detected in TFK-1 and EGI-1 cells (Fig. 3A, B). Comparison with the control cells, HOXA5 overexpression significantly reduced CDK2, CDK4, MCM6, NASP, and PCNA expression levels in TFK-1 and EGI-1 cells (Fig. 3B) and decreased the proliferation ability of TFK-1 and EGI-1 cells (Fig. 3C–E). Consistently, HOXA5 overexpression induced cell cycling arrest in G0/G1 phase in both cell lines (Fig. 3C). While HOXA5 overexpression did not significantly alter the wound healing of ECCA cells (Fig. S4A), it did significantly increase the frequency of apoptotic TFK-1 and EGI-1 cells (Fig. S4B). Consistently, HOXA5 overexpression increased AIFM1, but decreased BCL-2 expression levels in TFK-1 and EGI-1 cells (Fig. 3B). However, HOXA5 overexpression did not significantly change E-cadherin, N-cadherin and Vimentin expression levels in TFK-1 and EGI-1 cells (Fig. 3B). HOXA5 overexpression significantly decreased the volumes of implanted TFK-1 tumors and their Ki67 expression in vivo (Fig. 3F, G). Collectively, HOXA5 overexpression attenuated the malignant behaviors of ECCA cells in vitro and in vivo.

**Fig. 3:**
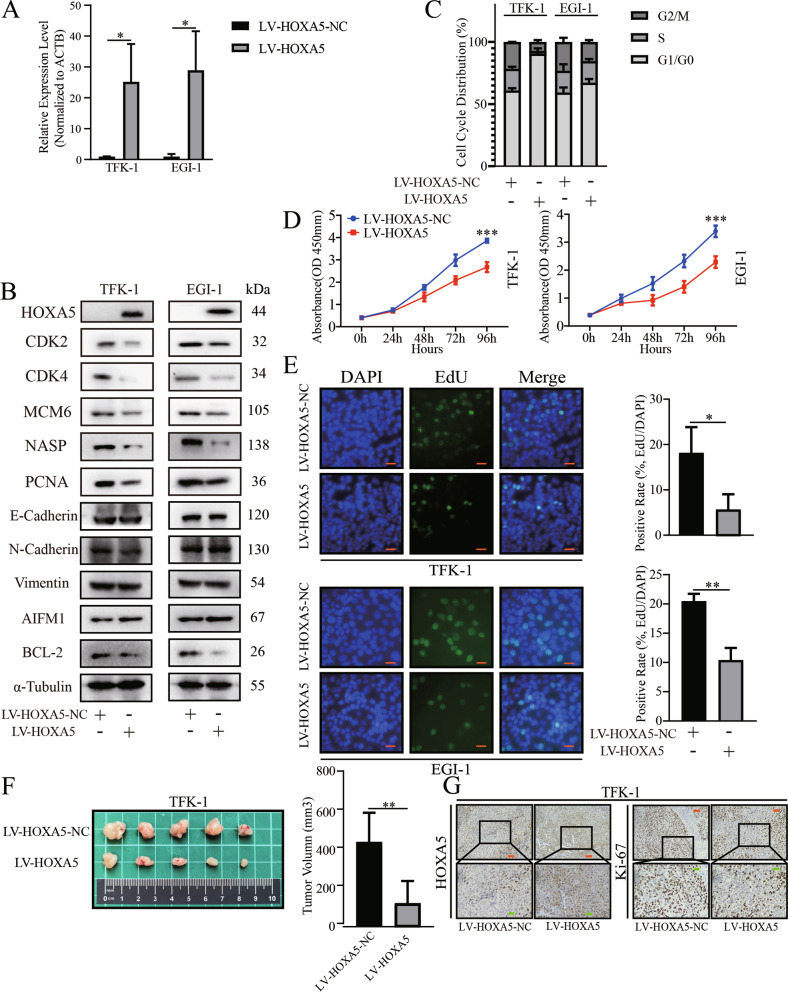
HOXA5 overexpression attenuates the malignant behaviors of ECCA cells. **A**, **B** RT-qPCR and Western blot analyses validated HOXA5 overexpression, which reduced the mitosis-related gene expression in ECCA cells. HOXA5 overexpression did not alter the EMT-related gene expression, but increased AIFM1, and decreased BCL-2 expression in ECCA cells. **C** HOXA5 overexpression induced cell cycle arrest in G1/G0 phase. **D**, **E** HOXA5 overexpression inhibited the proliferation of ECCA cells. **F** HOXA5 overexpression decreased the tumor volumes in mice. **G** Immunohistochemistry analysis of HOXA5 and Ki67 expression in xenograft tumors from nude mice. Data are representative images from three separate experiments. *P < 0.05. **P < 0.01. ***P < 0.001. Orange bar, 50 μm. Green bar, 20 μm.

### HOXA5 enhances the expression of MXD1 in ECCA cells

Next, we explored the potential targets of HOXA5 by RNA-seq analysis of LV-HOXA5 and LV-HOXA5-NC TFK-1 cells. Compared with the control cells, 1008 genes were up-regulated and 741 genes were down-regulated in LV-HOXA5 cells. Some DEGs are displayed in Fig. 4A. KEGG analysis indicated that the DEGs were enriched in the first three pathways of the “Cell cycle”, “DNA replication” and “FoxO signaling pathway” (Fig. 4B, Table S5), which regulated cell mitosis.

**Fig. 4:**
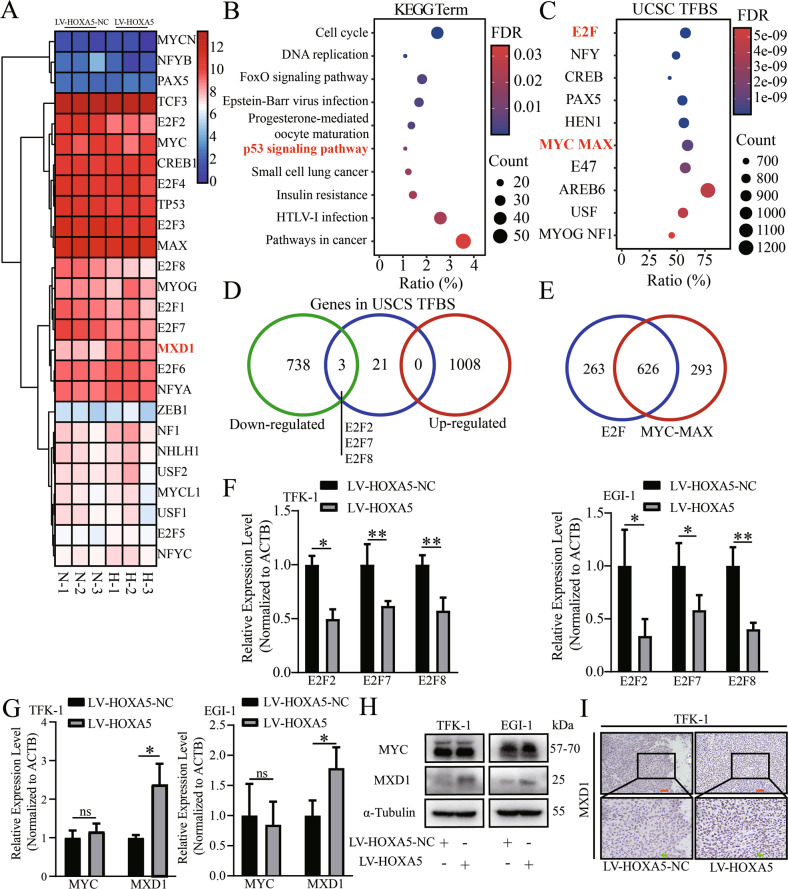
Identification of MXD1 as the potential target of HOXA5. **A** Heatmap analysis of the top DEGs from RNA-seq analysis of HOXA5 overexpression in ECCA cells. The gradual changes from blue to red indicate the expression levels from low to high. **B**, **C** Bubble plotted for the DEGs and TFBS enriched in the different pathways. The gradual changes from red to blue indicate in FDR from high to low. The sizes of bubbles represent the numbers of genes enriched in certain terms. **D** Venn diagram displayed the intersection between terms of TFBS and the DEGs. **E** Venn diagram exhibited the intersection between the predicted target gene of MYC-MAX and E2F terms. **F** Validation of E2F2, E2F7 and E2F8 expression levels by RT-qPCR in HOXA5 overexpressed cells. **G**, **H** Validation of MYC and MXD1 expression levels by RT-qPCR and Western blot in HOXA5 overexpressed cells. **I** Immunohistochemistry analysis of MXD1 expression in the tumors from nude mice. *P < 0.05. **P < 0.01. Orange bar, 50 μm. Green bar, 20 μm.

Due to the important role of HOXA5 in transcriptional regulation, we hypothesized that the downstream target of HOXA5 might be also a transcriptional regulator. Accordingly, we classified the DEGs, based on transcription factor binding site (TFBS). The first six TFs were “E2F”, “NFY”, “CREB”, “PAX5”, “HEN1” and “MYC MAX” (Fig. 4C, Table S6). We noticed the MYC-MAX transcription complex and its relevant first ten DEGs contained three genes in the E2F family (E2F2, E2F7, E2F8) (Fig. 4A, D), all of which are the downstream targets of MYC [24]. The E2F was predicted to target 889 genes while the MYC-MAX complex targeted 919 genes, which overlapped by nearly 70% of genes (Fig. 4E). Subsequently, RT-qPCR indicated that HOXA5 overexpression down-regulated E2F2, E2F7, and E2F8 mRNA transcripts in ECCA cells (Fig. 4F). Apparently, HOXA5 might regulate the transcription regulation ability of the MYC-MAX complex in ECCA cells.

MYC is one of the well-known oncogenes, contributing to the development and progression of cancer and functions through interaction with MAX [25]. We tested how HOXA5 could regulate the function of the MYC-MAX complex in ECCA cells. First, we found that HOXA5 overexpression failed significantly to alter the levels of MYC expression in ECCA cells (Fig. 4A, G, H). Intriguingly, HOXA5 overexpression significantly up-regulated the expression of MXD1, a tumor suppressor that can antagonize the formation of MYC-MAX complex [26], in ECCA cells (Fig. 4A, G, H). Further IHC confirmed an increase in MXD1 expression in HOXA5 over-expressed ECCA tumors from nude mice (Fig. 4I). These suggest that the MXD1 may be the downstream target of HOXA5 in ECCA cells.

### MXD1 acts as a tumor suppressor of cholangiocarcinoma

MXD1 is a tumor suppressor and functions to compete with MYC for interacting with MAX to form a transcription repressor of the MXD1-MAX [27]. Currently, little is known about the role of MXD1 in ECCA. To address it, we retrieved the expression profiles of MXD1 in Oncomine database. Among 37 results, 3 studies reported MXD1 up-regulation and 34 studies reported MXD1 down-regulation in cancerous tissues (Fig. S3H). The levels of MXD1 mRNA transcripts ranked the lowest in colorectal cancer (13 studies), leukemia (8 studies), esophageal cancer (5 studies) and head and neck cancer (4 studies) (Fig. S3I–N). Interestingly, the levels of HOXA5 mRNA transcripts were negatively correlated with MXD1 transcripts in GSE9348 (Fig. S3O), but positively with MXD1 in GSE13898 (Fig. S3P). To seek more evidence, we performed RT-qPCR to analyze the expression of MXD1 in human tissues. We found that MXD1 expression was down-regulated in ECCA tissues, compared with non-cancerous tissue, but there was no significant difference in the levels of MXD1 expression between ICCA and corresponding non tumor tissues (Fig. S5A, C). A similar pattern of positive correlation of HOXA5 and MXD1 transcripts was detected in ECCA tissues, but not in ICCA tissues (Fig. S5B, D). Accordingly, HOXA5 may regulate MXD1 expression in a tumor origination-dependent manner.

Next, we evaluated the function of MXD1 in ECCA cells. We found that MXD1 overexpression obviously reduced the relative levels of CDK2, CDK4, MCM6, NASP and PCNA expression in ECCA cells (Fig. 5A, B). However, MXD1 overexpression did not significantly later the levels of HOXA5 expression in ECCA cells, indicating that there may not have a feedback loop between HOXA5 and MXD1 in transcription level (Fig. S5E, F). Functionally, MXD1 overexpression significantly attenuated the proliferation of ECCA cells, but failed to significantly alter the migration and spontaneous apoptosis in these cells (Fig. 5B–E, S6A, S6B). MXD1 overexpression induced cell cycling arrest in G0/G1 phase in both cell lines, similar to that of HOXA5 overexpression (Figs. 3C and 5C). MXD1 overexpression also inhibited the growth of implanted TFK-1 tumors by reducing their volumes and Ki67 expression (Fig. 5F, G). Collectively, these data imply that MXD1 may also be a tumor suppressor to inhibit the proliferation of ECCA cells.

**Fig. 5:**
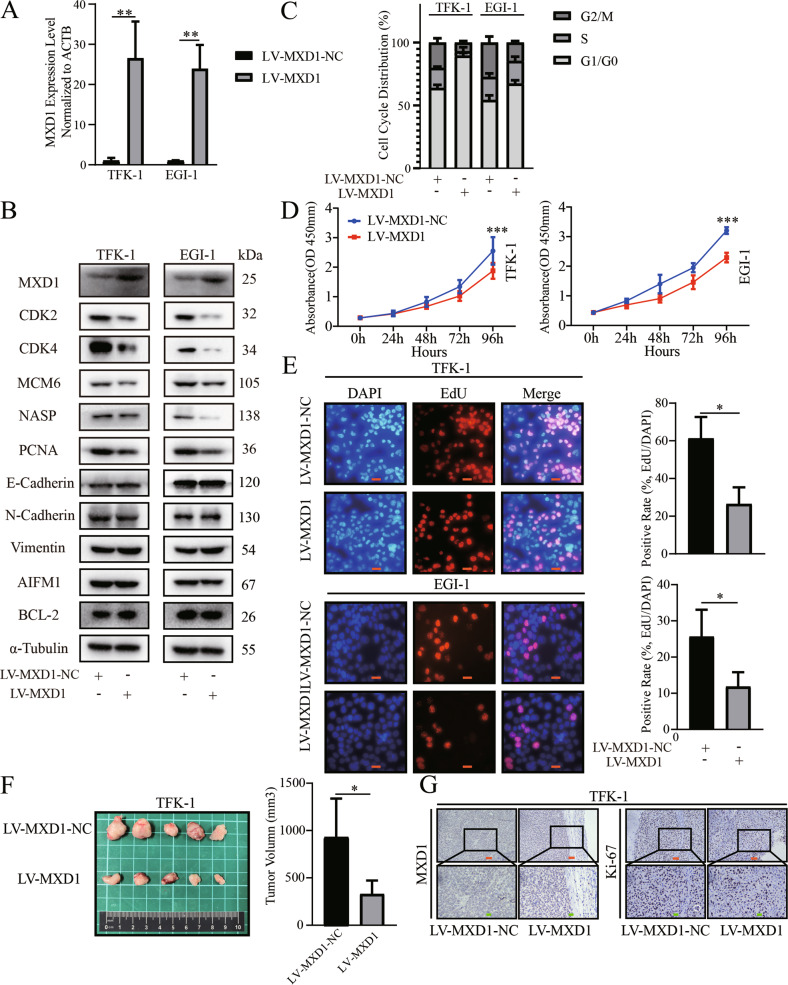
MXD1 overexpression reduces the malignant behaviors of ECCA cells. **A**, **B** RT-qPCR and Western blot validated MXD1 overexpression in ECCA cells. **B** Western blot analysis of the expression of mitosis-related genes in ECCA cells. MXD1 overexpression failed to modulate not only the EMT-related gene expression, but also the expression of AIFM1 and BCL-2 in ECCA cells. **C**–**E** MXD1 overexpression attenuated the cell cycle **C**, proliferation **D**, **E** of ECCA cells. **F** MXD1 overexpression decreased the tumor volumes in mice. **G** Immunohistochemistry analysis of MXD1 and Ki67 expression in the xenograft tumors from nude mice. Data are representative images of each group from three separate experiments. *P < 0.05. **P < 0.01. ***P < 0.001. Orange bar, 50 μm. Green bar, 20 μm.

### HOXA5 inhibits the proliferation of ECCA cells, dependent on up-regulating MXD1 expression

To further explore whether HOXA5 inhibited the proliferation of ECCA cells, dependent on MXD1 up-regulation, we tested whether MXD1 silencing could mitigate and abrogate the reduced ECCA cell proliferation by HOXA5 overexpression. To address it, we transduced with lentivirus for the expression of MXD1-specific shRNAs in the HOXA5 over-expressed TFK-1 and EGI-1 cells (Fig. 6A, B). Functionally, we found that MXD1 silencing abrogated the reduced proliferation in the HOXA5 over-expressed TFK-1 and EGI-1 cells (Fig. 6B–E). Similarly, MXD1 silencing also partially or completely restored the levels of CDK2, CDK4, PCNA, NASP and MCM6 expression in the HOXA5 over-expressed TFK-1 and EGI-1 cells (Fig. 6B). In both cell lines, HOXA5 overexpression induced cell cycling arrest in G0/G1 phase, which were partially inhibited by MXD1 silencing (Fig. 6C). In addition, MXD1 silencing also restored the growth of implanted TFK-1 tumors and partially increased their levels of Ki67 expression in vivo, relative to that of HOXA5 over-expressing tumors (Fig. 6F, G). These data indicated that HOXA5 overexpression inhibited the proliferation of ECCA cells in a MXD1-dependent manner.

**Fig. 6:**
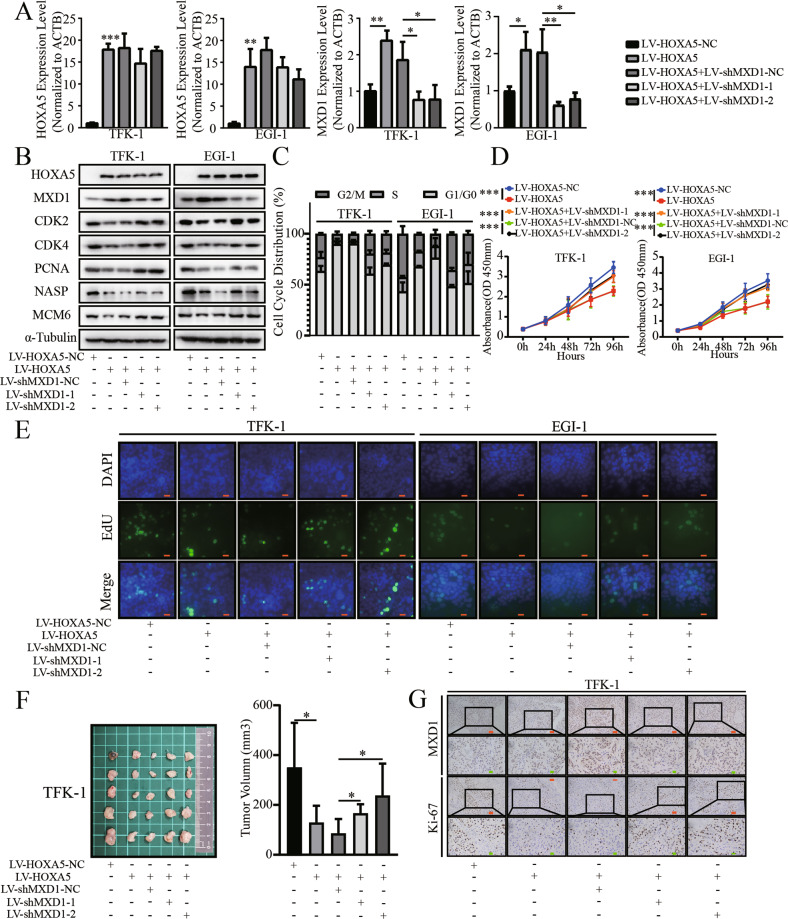
MXD1 silencing mitigates the inhibition of HOXA5 overexpression on the proliferation of ECCA cells. **A**, **B** MXD1 silencing did reduce MXD1, but not HOXA5 expression, and partially rescued the expression of mitosis-related genes in ECCA cells. **C**–**E** MXD1 silencing abrogated the inhibition of HOXA5 overexpression on the cell cycle and proliferation of ECCA cells. **F** MXD1 silencing partially rescued the tumor volumes in the HOXA5 over-expressing ECCA tumors from nude mice. **G** Immunohistochemistry analysis of MXD1 and Ki67 expression in xenograft tumors from nude mice. *P < 0.05. **P < 0.01. ***P < 0.001. Orange bar, 50 μm. Green bar, 20 μm.

### HOXA5 directly induces the MXD1 transcription by binding to the MXD1 promoter

Finally, we tested whether HOXA5 could directly up-regulate MXD1 expression in ECCA cells. Actually, HOXA5 directly induces the expression of p53 in cervical cancer, breast cancer and MYC‑amplified medulloblastoma [4, 28, 29]. Intriguingly, we noticed that “the p53 signaling pathway” was enriched by HOXA5 overexpression in Fig. 4B and Table S5. Therefore, HOXA5 might interfere with the proliferation of cholangiocarcinoma cells by regulating the expression of p53, the hinge of p53 signaling pathway. We found that HOXA5 or MXD1 overexpression up-regulated p53 protein expression, but not mRNA transcripts in TFK-1 and EGI-1 cells (Fig. 7A, B, Fig. S7A). Furthermore, the enhanced p53 expression by HOXA5 overexpression was obviously abrogated by MXD1 silencing in TFK-1 and EGI-1 cells (Fig. 7C), indicating that HOXA5 up-regulated p53 expression, dependent on up-regulating MXD1 expression in ECCA cells.

**Fig. 7:**
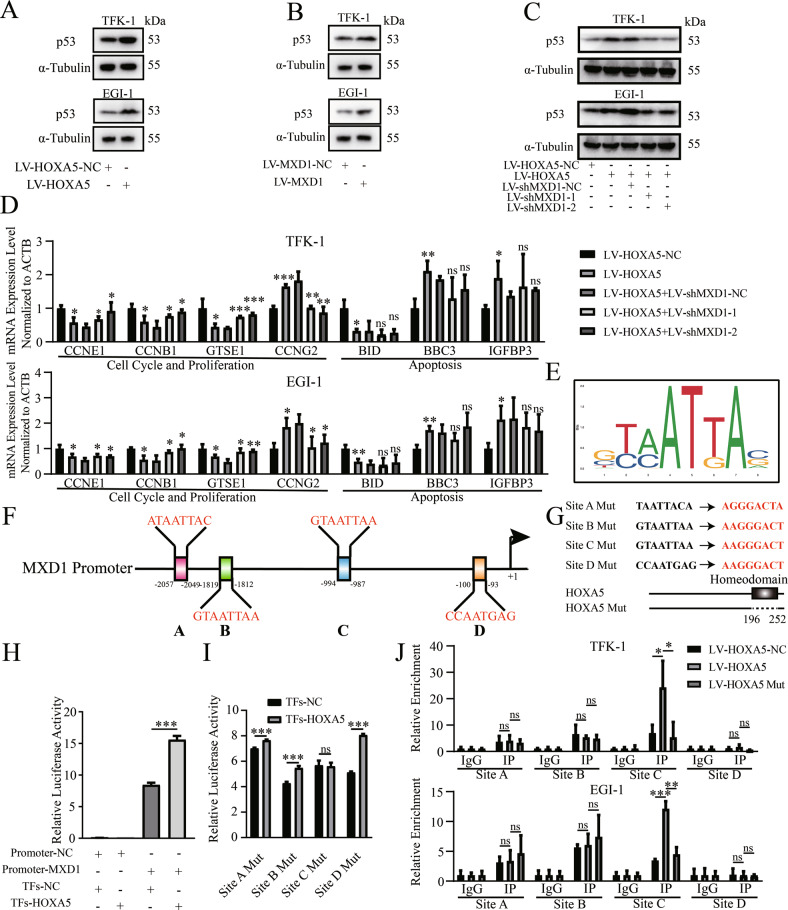
The HOXA5/MXD1 axis enhances p53 expression and HOXA5 directly induces MXD1 transcription in ECCA cells. **A**–**C** HOXA5 or MXD1 overexpression increased p53 protein expression, and the enhanced effect of HOXA5 overexpression on p53 protein expression was mitigated by MXD1 silencing in ECCA cells. **D** Validation of the target genes involved in the p53 pathway. **E** The predicted binding sequences of HOXA5 in the MXD1 promoter from the JASPAR database. **F** The predicted binding sites in the MXD1 promoter from the JASPAR database. **G** The sequences of four sites and the scheme of the mutations in this study. **H**, **I** Luciferase reporter assays indicated that HOXA5 expression enhanced the MXD1 promoter-controlled luciferase expression, which was abrogated by the site C mutation in the MXD1 promoter in HEK293T cells. **J** ChIP validated that HOXA5 expression increased its binding to the MXD1 promoter at the predicted site, which was inhibited by the mutation in the DNA binding domain of HOXA5. *P < 0.05. **P < 0.01. ***P < 0.001.

To look for additional evidence, we analyzed 17 genes enriched in the “the p53 signaling pathway”. We found that 47.1% of them were involved in the regulation of cell cycle while 17.6% of them were associated with cell apoptosis (Fig. S7B). The expression of these genes is shown in Fig. S7C. We found that cell-cycle promoting factors, such as Cyclins and CDKs, were down-regulated while the cell cycling inhibitors, GADD45A and GADD45G, were up-regulated. Among the apoptosis-associated genes, some pro-apoptotic factors, such as BID, were not up-regulated, though HOXA5 overexpression could enhance spontaneous apoptosis (Fig. S4B). Further RT-qPCR revealed that three cell-cycle promoting factors (CCNE1, CCNB1 and GTSE1) were down-regulated in the HOXA5 overexpressed cell, which were rescued by MXD1 silencing (Fig. 7D). In contrast, pro-apoptotic factors were up-regulated in the HOXA5 over-expressed cells, except for BID. However, their gene transcripts were not significantly altered by MXD1 silencing, consistent with the finding described above (Fig. 7D, Fig. S6B). Besides, the expression of CCNG2, a cell cycling inhibitor involved in negative feedback of p53, was up-regulated, which could be regarded as a compensatory reaction to p53 activation (Fig. 7D).

To learn the binding pattern of HOXA5 in the genome, we performed CUT & Tag analysis. 

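CUT & Tag locates a protein on DNA by using an antibody to bring a transposase to it, which cuts the nearby DNA and adds sequencing adapters to the fragments. TFK-1 is a human cell line of extrahepatic cholangiocarcinoma. An anti-Flag library was made from 1000000 LV-HOXA5 cells and another from 1000000 LV-HOXA5-NC control cells, so that each condition had 1 library and no difference between the conditions has a replicate check. After removal of duplicates by the authors, the LV-HOXA5 library held 15778555 fragments and the LV-HOXA5-NC library 1948734 fragments, which is 12.4% of the former. The authors called peaks in each library separately with MACS 2.2.7.1 on paired-end fragments at a q-value of 0.05, without using the control library as background. For each peak, their tables give the position, the pileup (the number of fragments over the summit), the fold enrichment over the local background of the same library and the −log10 of the p-value and q-value. Because the pileup a region needs to be called depends on depth, a region can be listed in LV-HOXA5 and missed in LV-HOXA5-NC at the same density of fragments. A peak also had to be at least as long as the fragment length, 246 bp in LV-HOXA5 and 283 bp in LV-HOXA5-NC. The paper's text and the tables' headers do not name the genome build. The peaks were placed on the genes of GRCh38.p14, a match that was settled from the peaks, since they gathered at the ends of those genes and did so far less when moved along the chromosome. The gene table was used without strand or exons. Distances are therefore from the nearest edge of a peak to the nearest end of a gene, where transcription may start or stop, and no exon or intron is given. Intervals are exact 95% binomial intervals (Clopper-Pearson) and cover counting error only.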

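The authors' peak list of the LV-HOXA5 cells held 8043 peaks with a median length of 383 bp and a median pileup of 17 fragments. The list of the LV-HOXA5-NC cells held 635 peaks with a median length of 375 bp and a median pileup of 16 fragments. Relative to depth, this was 509.7 peaks per 1000000 fragments in LV-HOXA5 and 326 in LV-HOXA5-NC. The number of peaks called need not grow in proportion to depth, so these rates do not correct for the difference in depth. Among the LV-HOXA5 peaks, 444 (5.52%, interval 5.03% to 6.04%) shared at least 1 bp with an LV-HOXA5-NC peak. Conversely, 449 of the LV-HOXA5-NC peaks (70.7%, interval 67.0% to 74.2%) shared at least 1 bp with an LV-HOXA5 peak, whereas 27 and 26 did so when they were moved by 50 kb to either side. The LV-HOXA5 peaks lay nearest to 5782 different genes, and to 4581 genes when only protein-coding genes were counted. The setting that moved the numbers of peaks and genes most kept the peaks with a fold enrichment at or above the median, which left 4022 LV-HOXA5 peaks nearest to 2941 genes. The share of LV-HOXA5-NC peaks that overlapped an LV-HOXA5 peak moved most with a q-value of 0.001 or less, to 82.2%.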

A total of 7073 peaks, involved in different binding sites of 4579 genes, were found in Flag-HOXA5 over-expressed TFK-1 cells. The distribution of these peaks is shown in Fig. S8A, B. Most peaks were situated in the promoter region (37.78%) and distal intergenic regions (34.71%). 

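In the LV-HOXA5 list, 3366 of the 8043 peaks (41.9%, interval 40.8% to 42.9%) lay within 3 kb of a gene end. Another 2640 peaks (32.8%, interval 31.8% to 33.9%) lay outside genes and over 3 kb from every gene end, and 2037 peaks (25.3%, interval 24.4% to 26.3%) lay inside a gene and over 3 kb from every gene end. The first share counts both ends of a gene and is not a share of promoters. When every LV-HOXA5 peak was moved up or down by 50 kb, 20.7% and 21.3% lay within 3 kb of a gene end, and 38.7% and 38.5% lay outside genes beyond that distance. The LV-HOXA5-NC peaks had 19.8% (interval 16.8% to 23.2%) within 3 kb of a gene end and 62.2% (interval 58.3% to 66.0%) outside genes beyond it. Neither interval overlapped that of LV-HOXA5. After moves by 50 kb up and down, 13.5% and 12.4% of the LV-HOXA5-NC peaks lay within 3 kb of a gene end. Outside genes beyond that distance lay 64.3% and 66.9% of them. The higher share of LV-HOXA5-NC peaks outside genes was thus present after the moves too. When only protein-coding genes were counted, the largest change among the settings tried, 29.5% of the LV-HOXA5 peaks lay within 3 kb of a gene end and 47.2% outside genes beyond it.

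**Figure D1:**
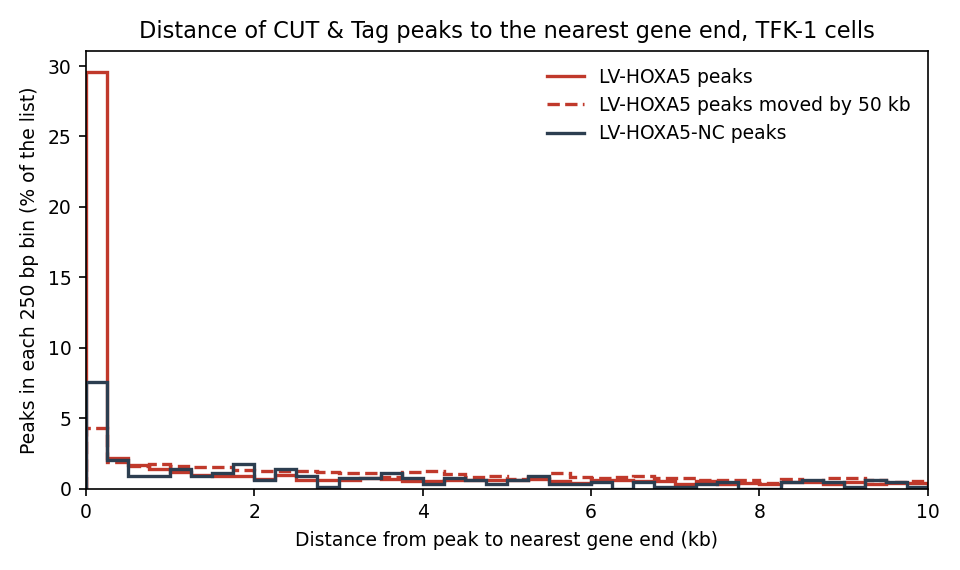
Distance from each CUT & Tag peak to the nearest gene end (x axis, in kb, shown up to 10 kb) and the percent of each peak list in every 250 bp bin (y axis), for the LV-HOXA5 peaks (solid red), the same peaks moved up by 50 kb (dashed red) and the LV-HOXA5-NC peaks (solid dark). The first bin holds 29.6% of the LV-HOXA5 peaks, 4.33% of the moved peaks and 7.56% of the LV-HOXA5-NC peaks.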

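By distance, 2808 LV-HOXA5 peaks (34.9%, interval 33.9% to 36.0%) lay within 1 kb of a gene end, 321 (3.99%, interval 3.57% to 4.44%) between 1 and 2 kb, and 237 (2.95%, interval 2.59% to 3.34%) between 2 and 3 kb. The peaks within 1 kb made up 83.4% of those within 3 kb, and 1637 peaks covered a gene end. With every peak moved up or down by 50 kb, 9.56% and 9.46% lay within 1 kb, 6.07% and 6.18% between 1 and 2 kb, and 5.04% and 5.68% between 2 and 3 kb. Among these classes, only that within 1 kb exceeded its share after the moves, and both outer classes fell below theirs. As each peak has 1 class, the rise within 1 kb leaves less for the outer classes. Their fall therefore does not by itself show avoidance of these distances. In the LV-HOXA5-NC list, 73 of 635 peaks (11.5%, interval 9.12% to 14.2%) lay within 1 kb, against 5.83% and 6.61% after the same moves.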

In the promoter region, most binding sites (33.11% sites in the region within 1000 bps, 2.51% sites between 1000 and 2000 bps, 2.16% sites between 2000 and 3000 bps) were located within 1000 bps from the transcription initiation site (TSS) (Fig. S8C). Analysis of the RNA-seq and CUT & Tag data together revealed that 353 DEGs were likely regulated by HOXA5 directly (Fig. S8D). 

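Table S5 lists 157 different genes in the pathways enriched among the DEGs. Of these, 38 (24.2%) were the nearest gene of an LV-HOXA5 peak, against 2827 (14.2%) of the 19899 other protein-coding genes (odds ratio 1.93, two-sided Fisher's exact test, p = 0.000820). With every gene that had an end within 3 kb of a peak counted in place of the nearest gene, 35 of the 157 genes (22.3%) and 14.9% of the others had a peak (two-sided Fisher's exact test, p = 0.0133). The other genes were taken regardless of their expression in TFK-1 cells and of any pathway, and neighbouring genes are not independent. Of 27 genes that the paper names for effects of HOXA5 or MXD1, 10 had an LV-HOXA5 peak within 1 kb of an end, namely HOXA5, MXD1, MYC, E2F8, CDK2, NASP, PCNA, AIFM1, VIM and CCNG2. As either end of a gene counts, such a peak need not lie at its promoter. The CDK2 peak, 803 bp from an end, went to another gene when each peak was given to the nearest protein-coding gene. The closest peak of PCNA covered an end of the gene (chromosome 20, 5126583 to 5126989) with a pileup of 42 fragments and a 7.38-fold enrichment. That of CCNG2 (chromosome 4, 77156732 to 77157078) lay 129 bp from an end, with a pileup of 13 fragments and a 5.36-fold enrichment. The peak at HOXA5 itself (chromosome 7, 27143075 to 27143674) had a pileup of 44 fragments, in which fragments of the lentiviral HOXA5 copy were not told apart from those of the gene. CDK4 had a peak within 3 kb of an end, which by the nearest protein-coding gene also went to another gene. CDH1 had a peak inside the gene. The other 15 genes had no peak inside them or within 3 kb of an end: MAX, E2F2, E2F7, MCM6, BCL2, CDH2, MKI67, CCNE1, CCNB1, GTSE1, BID, BBC3, IGFBP3, GADD45A and GADD45G.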

The GO analysis indicated that some DEGs were involved in cell proliferation, such as “DNA replication” and “Regulation of cell cycle”, paralleling with the findings that HOXA5 inhibited the proliferation of ECCA cells (Fig. 3B–E and Fig. S8E, Table S7). 

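Table S7 lists 111 different genes in 11 terms, all of which were found in the gene table by symbol or synonym. The paper drew these genes from the DEGs that had at least 1 peak, so their share with a peak checks how peaks are given to genes and is not comparable with that of genes chosen without regard to peaks. With each peak given to the gene whose end was nearest, 76 of them (68.5%, interval 59.0% to 77.0%) had an LV-HOXA5 peak, among them 10 of the 15 genes of “DNA replication” and 12 of the 15 genes of “Regulation of cell cycle”. With only protein-coding genes counted, 94 genes (84.7%) had a peak, with 12 and 15 genes of these terms. With gene ends within 3 kb of a peak, 73 genes did. By at least 1 of these 3 assignments, 96 genes had a peak and 15 had none. The lists of Table S7 and Table S5 shared 28 genes. Among the listed genes that the paper also names elsewhere, E2F8 had a peak 473 bp from an end (chromosome 11, 19240831 to 19241182), with a pileup of 13 fragments and a 4.56-fold enrichment. CCNE1 was the nearest protein-coding gene of 1 peak, which lay 20172 bp away (chromosome 19, 29844484 to 29844961) with a 3.23-fold enrichment.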

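The LV-HOXA5 list held 1 peak within 3 kb upstream of the start of MXD1, on chromosome 2 from 69914528 to 69914988 (461 bp), with its summit at 69914631. The peak lay outside the gene and ended 120 bp before its start in GRCh38.p14. It had a pileup of 32 fragments (exact 95% Poisson interval 21.9 to 45.2), a 7.36-fold enrichment over the local background and a −log10 q-value of 16.3. Its fold enrichment was above that of 90.8% of the LV-HOXA5 peaks, and 738 peaks had a higher one. The local background recovered from the pileup and the fold enrichment was 3.48 fragments, which is 2.42 times the genome-wide level of this library. No LV-HOXA5-NC peak overlapped it. Scaled to the depth of the LV-HOXA5-NC library, its pileup corresponds to 3.95 fragments, while 5 fragments would be needed there to reach the lowest −log10 p-value of the LV-HOXA5-NC list. With the library totals as the scale, a region of the same density would be called in LV-HOXA5-NC with a probability of 36.2%. Whether this scale is fair at such a gene end was not tested, and the probability changes with it. The lack of a control peak therefore does not show a difference from LV-HOXA5 at this peak.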

Interestingly, 1 peak in the MXD1 promoter region was further analyzed (Fig. S8F).

Subsequently, we tested whether HOXA5 could directly up-regulate MXD1 expression in ECCA cells. First, we selected the matrix profile MA0158.2 for further analysis (Fig. 7E). According to the JASPAR database, we predicted the binding sites of HOXA5 in the MXD1 promoter and selected the first four positive strand sequences, based on their scores (Fig. 7F). The sequences of these four sites are shown in Fig. 7G. Luciferase reporter assays revealed that co-transfection with plasmids for HOXA5 expression and the MXD1 promoter-controlled luciferase expression significantly enhanced the MXD1 promoter-controlled luciferase expression in HEK293T cells (Fig. 7H). Further luciferase reporter assays displayed that co-transfection with the plasmids for HOXA5 expression and a site-specific mutant at the MXD1 promoter Site C, but not the sites of A, B, and D, abrogated the HOXA5-enhanced luciferase activity in HEK293T cells, as compared with that of transfection with wild-type of promoter in our experimental condition (Fig. 7I). Interestingly, the site C was close to the peak we found in the MXD1 promoter region. 

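Distances between the peak and the predicted sites of Fig. 7F were computed with +1 of the figure taken as the start of MXD1 in GRCh38.p14, because the sites were not located by sequence. On this scale, site C lay 405 bp upstream of the nearest edge of the LV-HOXA5 peak and 509 bp from its summit. Site D lay 20 bp downstream of the peak and 378 bp from its summit. Sites B and A lay 1230 and 1467 bp upstream of the peak. No site lay inside the peak. Site C would begin to overlap it, by its nearest base, only if +1 of the figure were at least 406 bp downstream of the gene start used here. From the nearness of site C to the peak and the loss of HOXA5-enhanced luciferase activity with the site C mutation, the paper proposes that HOXA5 may bind to the MXD1 promoter at site C.

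**Figure D2:**
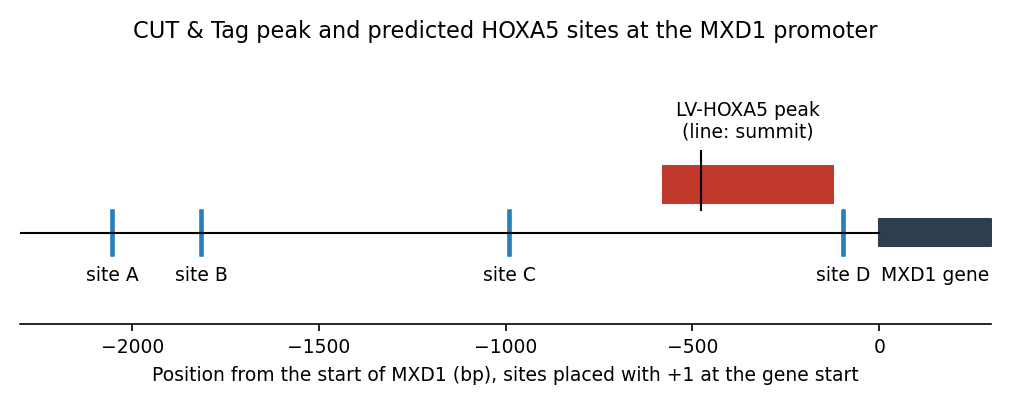
Map of the MXD1 promoter to scale, with the position from the start of MXD1 in bp on the x axis. The red box is the LV-HOXA5 peak with its summit as a line, the blue bars are the predicted sites A to D and the dark box is the beginning of the gene; the peak lies between site C, at a gap of 405 bp, and site D, at a gap of 20 bp.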

The scheme for the site-directed mutation of four sites is shown in Fig. 7G. These suggest that HOXA5 may bind to the MXD1 promoter at Site C to induce MXD1 expression. Finally, ChIP assays exhibited that anti-Flag antibody significantly precipitated the MXD1 promoter region containing the site C, but not other three sites tested, in both TFK-1 and EGI-1 cells compared with the IgG control (Fig. 7J). The binding could be inhibited by deletion of Homeodomain, the DNA binding domain of HOXA5 (Fig. 7G, J). Therefore, HOXA5 is directly bound to the MXD1 promoter at the site of -994 to -987 to induce MXD1 expression, activating the p53 pathway to inhibit the proliferation of ECCA cells (Fig. 8).

**Fig. 8:**
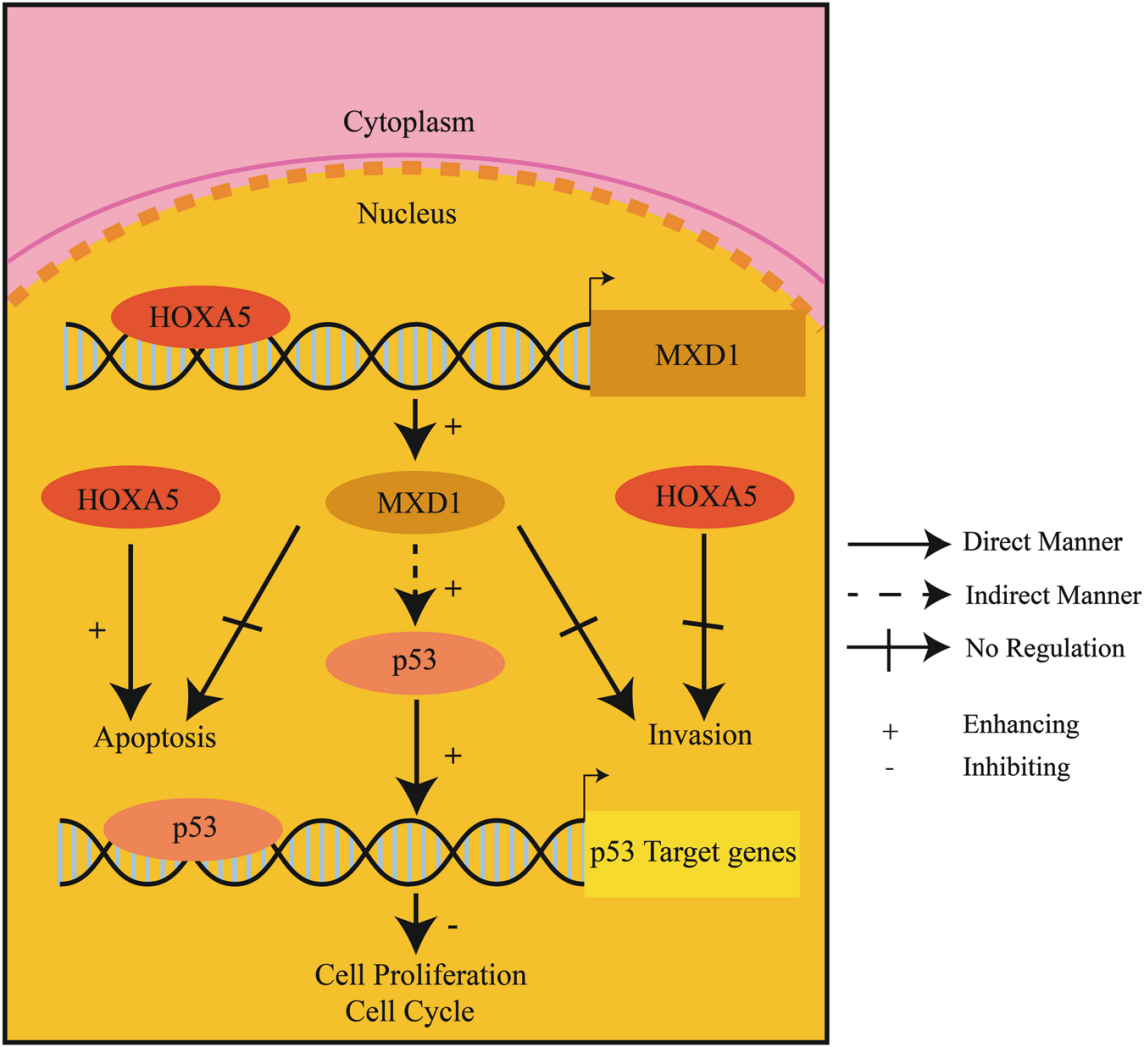
A diagram illustrates the roles of HOXA5 and MXD1 in the pathogenesis of ECCA. HOXA_5_ directly induced the expression of MXD_1_ by binding to the MXD_1_ promoter region. The up-regulated MXD1 expression indirectly enhanced the p53 signaling to inhibit the proliferation of ECCA cells. HOXA5 could induce the apoptosis of cholangiocarcinoma cells, but have no significant effect on their invasion ability.

## Discussion

The gene methylation is critical for its expression and can regulate the development and progression of malignant tumors [20]. In the present study, we found hypermethylation in the promoters of many HOX genes, particularly for *HOXA5*, associated with down-regulated HOXA5 expression in cholangiocarcinoma and ECCA cells. The down-regulated HOXA5 expression was restored by DCA treatment in ECCA cells and associated significantly with worse OS of ECCA, but not ICCA, patients. Apparently, the down-regulated HOXA5 expression contributed to the development and progression of ECCA.

Next, we investigated the function of HOXA5 in the malignant behaviors of ECCA cells. We found that HOXA5 overexpression inhibited the proliferation of ECCA cells by enhancing their apoptosis, but did not significantly modulate their migration. HOXA5 overexpression also inhibited the growth of implanted ECCA tumors in vivo and down-regulated the mitosis and survival-related, but not the EMT-related gene expression in ECCA cells. These data extended previous observations in other types of cancers [4, 7, 30] and support the notion that HOXA5 acts as a tumor suppressor to inhibit the progression of ECCA.

Given that HOXA5 is a transcription factor we explored the potential targets of HOXA5 in ECCA cells by RNA-seq and CUT & Tag. We found that HOXA5 overexpression modulated many gene expressions, including up-regulated MXD1 expression in ECCA cells. The DEGs were enriched in several pathways that regulated the progression of cancer. The MYC-MXD1 signaling is crucial for tumorigenesis and cancer progression [13, 25]. We found that HOXA5 did not significantly change MYC expression levels, but significantly up-regulated MXD1 expression and down-regulated E2F2/7/8 expression in ECCA cells. Functionally, MXD1 overexpression also inhibited the proliferation and tumor growth of ECCA cells, but did not significantly alter their migration and apoptosis. The result of apoptosis analysis upon MXD1 overexpression was found conflicting with the anti-tumor effects of HOXA5. The reason might be that HOXA5 induced the apoptosis by activating other pathways, independent of the function of MXD1 because MXD1 silencing failed to significantly alter the expression levels of apoptosis-related genes in ECCA cells. More importantly, MXD1 silencing abrogated the HOXA5-decreased proliferation and tumor growth of ECCA cells. HOXA5 is directly bound to the MXD1 promoter to enhance the MXD1-controlled luciferase expression in HEK-293T cells. Such novel data indicated that HOXA5 directly induced MXD1 expression, and inhibited the mitosis of ECCA cells in a MXD1-dependent manner.

Constitutive activation of the p53 signaling inhibits cancer growth [31]. HOXA5 directly induces p53 expression in cervical cancer, breast cancer, and MYC‑amplified medulloblastoma [4, 28, 29]. In this study, we found that not only HOXA5, but also MXD1 overexpression increased p53 protein, but did not significantly alter the p53 mRNA transcripts in ECCA cells. Furthermore, the enhanced p53 protein by HOXA5 overexpression was abrogated by MXD1 silencing in ECCA cells. Hence, HOXA5 increased p53 in a MXD1-dependent manner. Given that HOXA5 or MXD1 overexpression did not alter p53 mRNA transcripts our data suggest that the increased p53 protein by HOXA5 or MXD1 overexpression may be regulated by their related signaling to enhance p53 protein translation or inhibit p53 protein degradation. These data also suggest that regulation of the p53 signaling by HOXA5 and MXD1 may vary in different types of cancers. We are interested in further investigating how the HOXA5/MXD1 signaling regulates p53 expression during the process of ECCA. Nevertheless, our findings indicated that HOXA5 acted as a tumor suppressor to up-regulate MXD1 expression, enhancing the p53 signaling to inhibit the proliferation of ECCA cells. Thus, the HOXA5/MXD1 axis may be a potential therapeutic target for ECCA.

We recognized that our study had limitations. First, the sample size was relatively small due to low incidence and surgical rates of ECCA. Second, we have no data about how the HOXA5/MXD1 axis regulates p53 expression in ECCA because HOXA5 increased p53 protein in ECCA cells in a MXD1-dependent manner. Given that MXD1 interaction with MAX to form a transcription repressor to inhibit the activity of their regulated transcription factors and HOXA5 did not up-regulate p53 transcription the HOXA5/MXD1 may enhance p53 translation and/or attenuate its degradation in ECCA cells. These should be attributed to complex regulation and need to be investigated in the future.

## Conclusions

In summary, our data indicated that hypermethylation in the HOXA5 promoter down-regulated its expression in ECCA and was associated with worse OS in ECCA patients. Functionally, HOXA5 overexpression inhibited the proliferation and growth of ECCA in a MXD1-dependent manner and HOXA5 was directly bound to the MXD1 promoter to induce its expression. Furthermore, HOXA5 overexpression increased p53 protein in ECCA cells, dependent on up-regulating MXD1 expression. Our novel data indicated that HOXA5 acted as a tumor suppressor to inhibit the growth of ECCA by up-regulating MXD1 and p53 expression and HOXA5/MXD1 may be new therapeutic targets for intervention of ECCA. Hence, our findings may uncover molecular mechanisms by which the HOXA5/MXD1 signaling regulates the malignant behaviors of ECCA.

## Availability of data and materials

The datasets downloaded from GEO database and analyzed during the present study are available from the corresponding author upon reasonable request. The microarray and high throughput sequencing data were uploaded to GEO database (GSE211907, GSE211911, and GSE212058).

## Supplementary information

Supplementary Figures_Sep16

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Western_Aug23

aj-checklist

# Supplementary material for: HOXA5 inhibits the proliferation of extrahepatic cholangiocarcinoma cells by enhancing MXD1 expression and activating the p53 pathway
**Source:** Cell Death Dis. 2022 Sep 27;13(9):829. doi: 10.1038/s41419-022-05279-6

**Figure S1.** Analysis of the expression of hypermethylated HOX genes mentioned in Figure 1. A. Heatmap analysis of the expression levels of the HOX genes in bile duct, pancreas and liver tissues, based on GEPIA database. The gradual changes from black to white represent changes in expression levels from high to low. B. RT-qPCR analysis of the expression levels of these HOX genes following DCA treatments in ECCA cells.

**
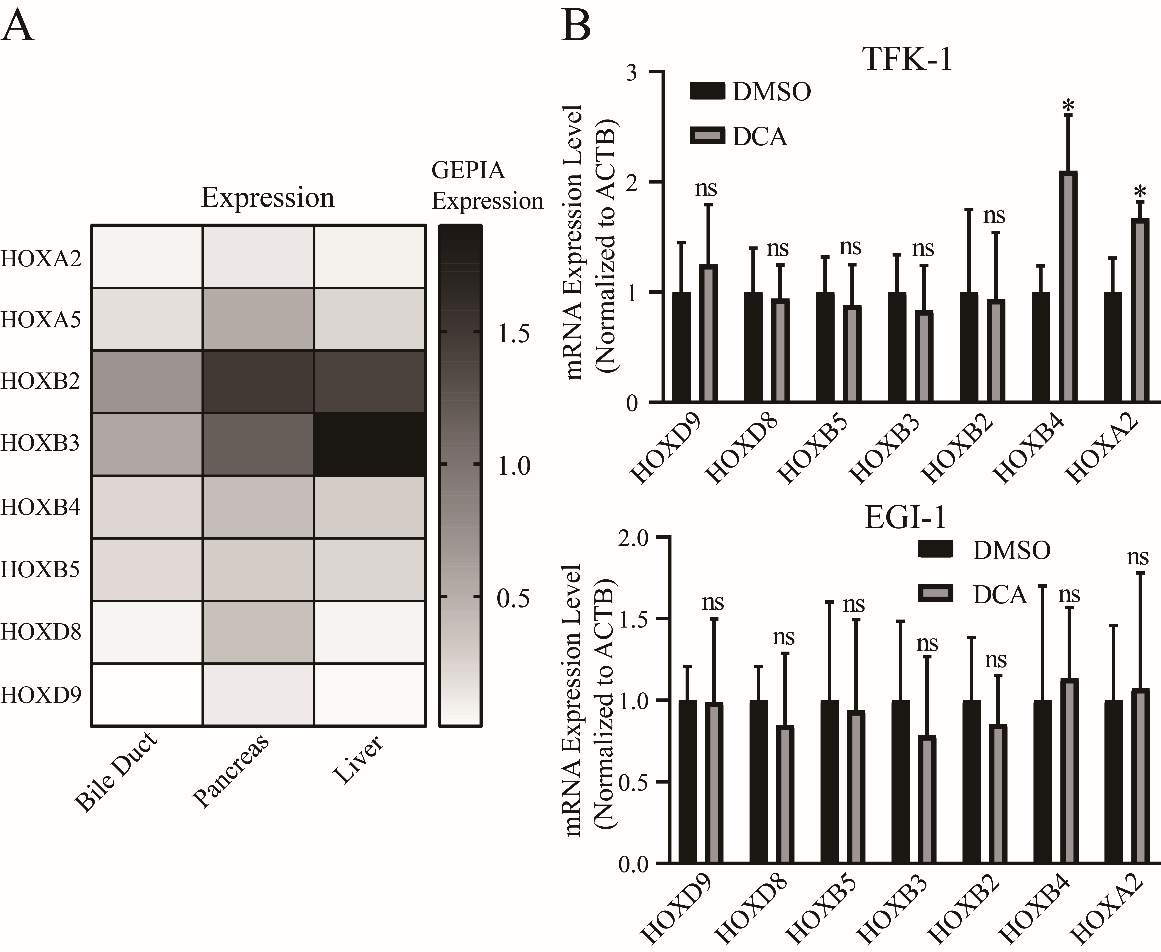
**

**Figure S2.** HOXA5 expression in ICCA tissues. A. Immunohistochemistry analysis of HOXA5 expression in ICCA and non-tumor tissues. B. RT-qPCR analysis of HOXA5 expression in ICCA and paired non-tumor tissues. C. The association between HOXA5 expression and the survival of ICCA patients. HOXA5 was not associated significantly with the survival of ICCA patients. Red bar, 100 μm. Black bar, 40 μm.

**
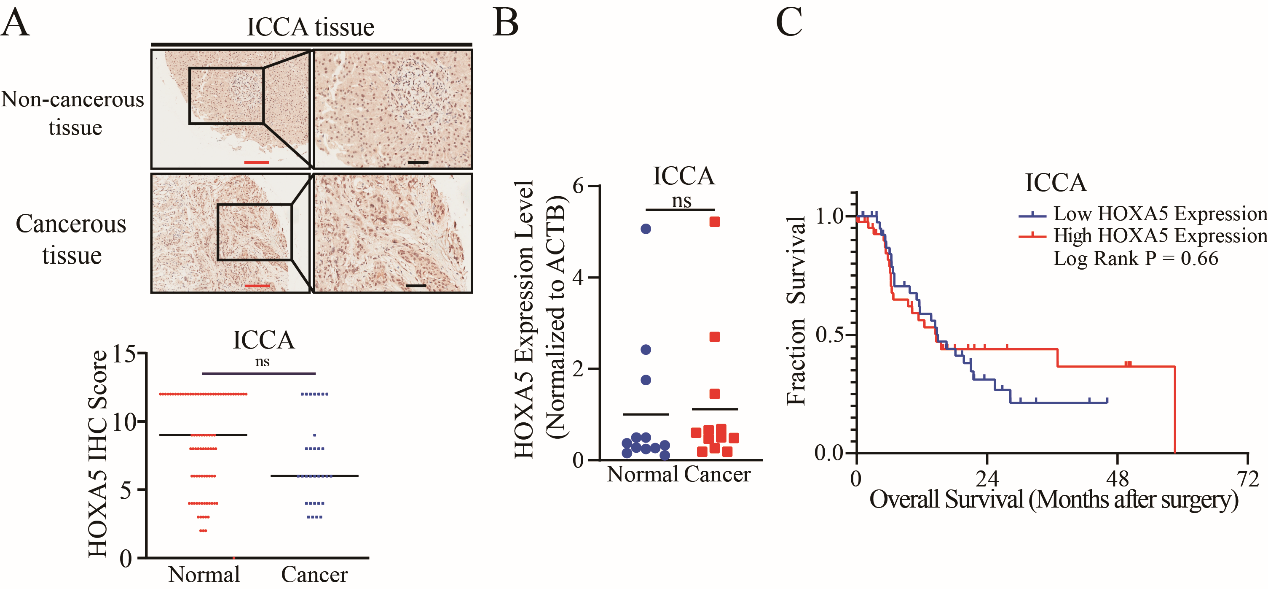
**

**Figure S3.** The HOXA5 and MXD1 transcripts between cancerous and para-tumor tissues in Oncomine and GEO database. A, H. The number of datasets with up-regulated HOXA5 and MXD1 mRNA transcripts (red) or downregulated transcripts (blue) in Oncomine database. The threshold was designed with the following parameters: P value of 1E^−4^ and fold change of 2. B-G. The expression profiles of HOXA5 in GEO database. I-N. The expression profiles of MXD1 in GEO database. O, P. Analysis of the correlation between HOXA5 and MXD1 expression in GSE9348 and GSE13898 datasets. **P*<0.05. ****P*<0.001.

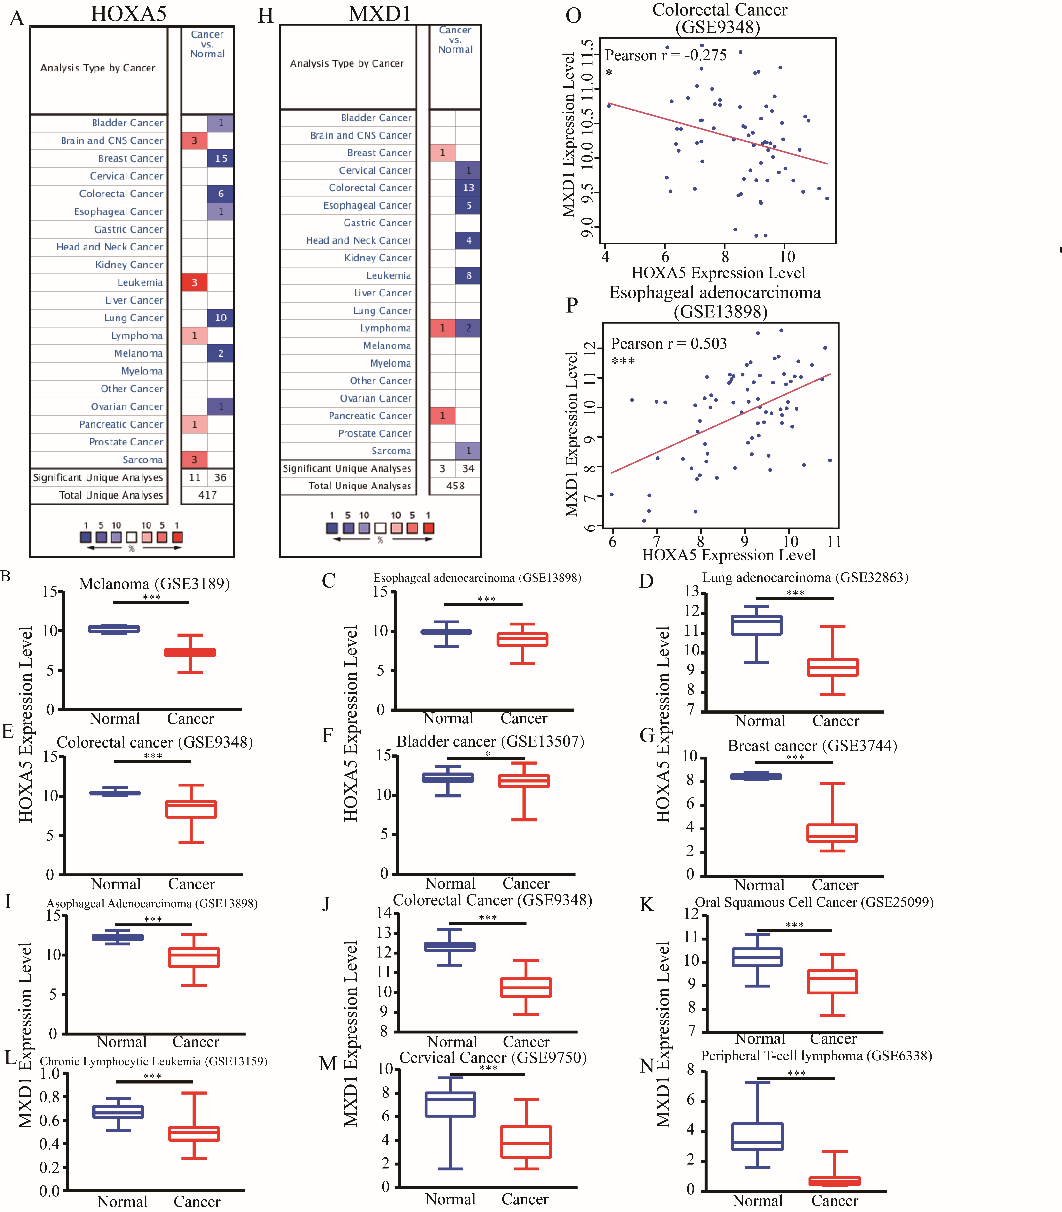

**Figure S4.** Measurement of the invasion ability and apoptosis of cholangiocarcinoma cells after inducing HOXA5 over-expression. A. HOXA5 over-expression did not alter the wound healing of ECCA cells. B. HOXA5 over-expression increased the frequency of apoptotic cells. **P*<0.05. ***P*<0.01.

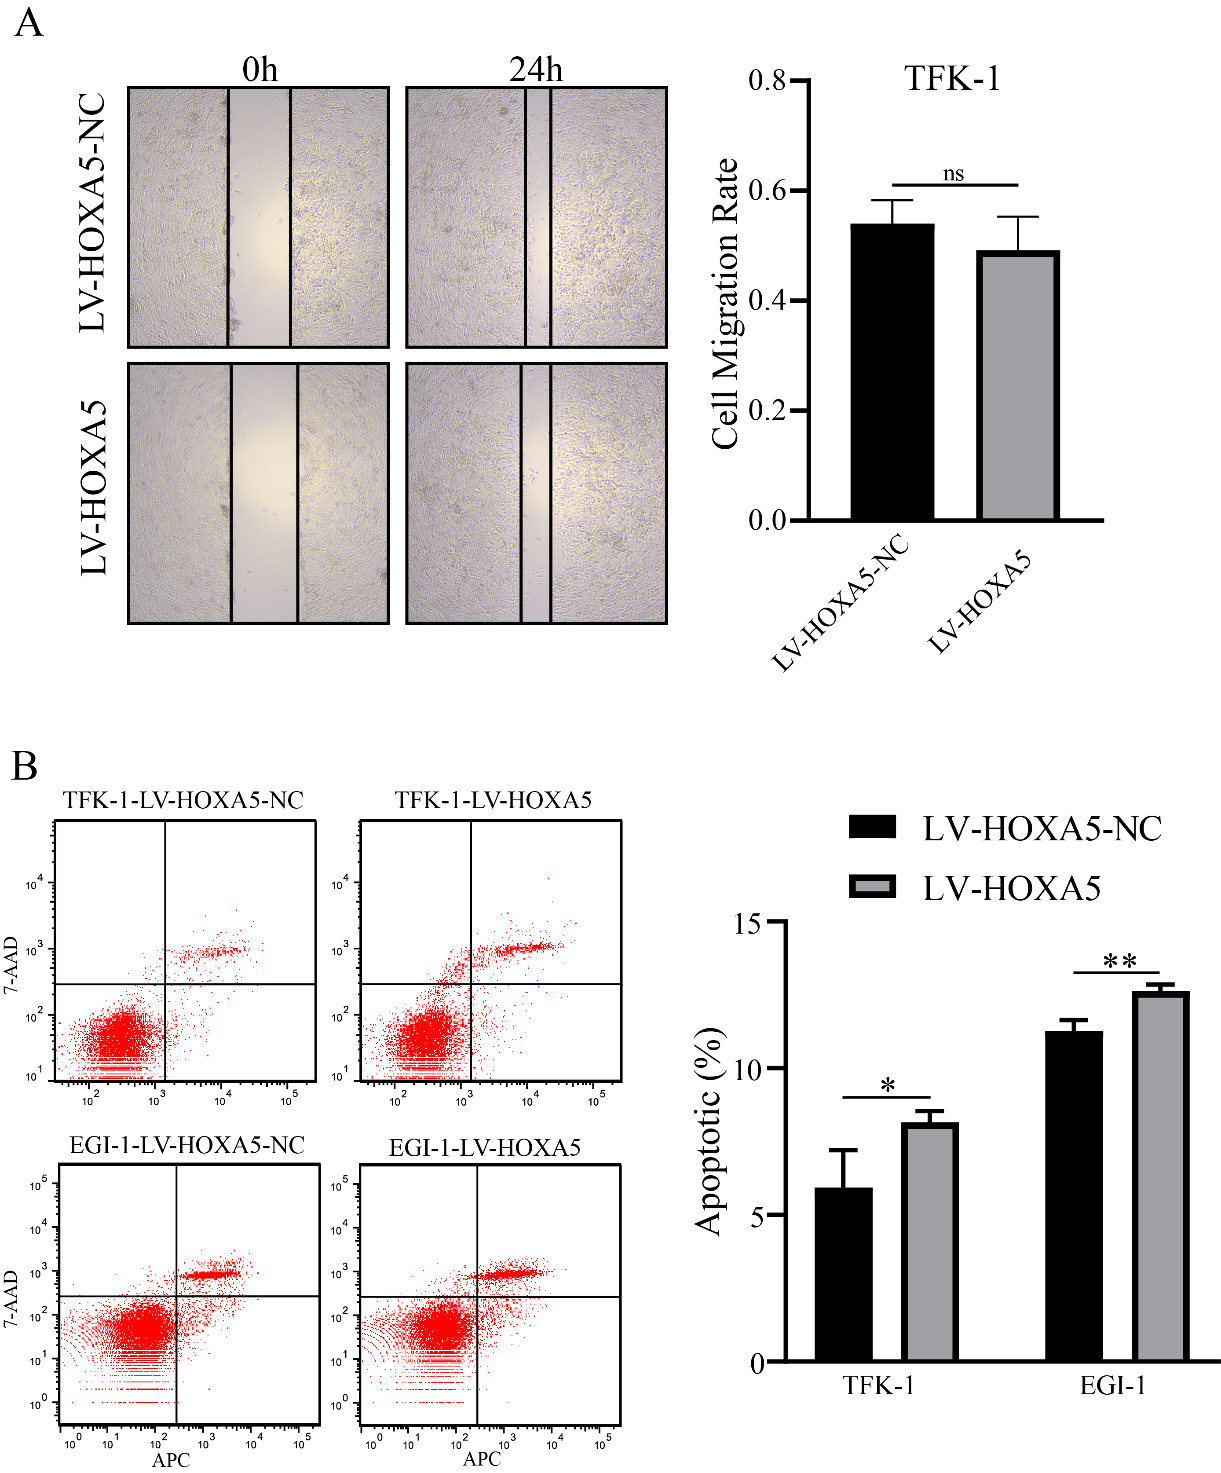

**Figure S5.** Evaluation of the MXD1 expression in human tissues and the effect of MXD1 over-expression on HOXA5 expression. A, B. MXD1 was up-regulated in ECCA tissues compared with paired non-cancerous tissues. The expression of MXD1 was positively-correlated with that of HOXA5 in ECCA tissues. C, D. There was no significant difference in the levels of MXD1 expression between ICCA and paired non-cancerous tissues. There was no significant correlation between HOXA5 and MXD1 expression. E, F. RT-qPCR and Western blot revealed that MXD1 over-expression did not significantly alter the levels of HOXA5 expression in ECCA cells. **P*<0.05.

**
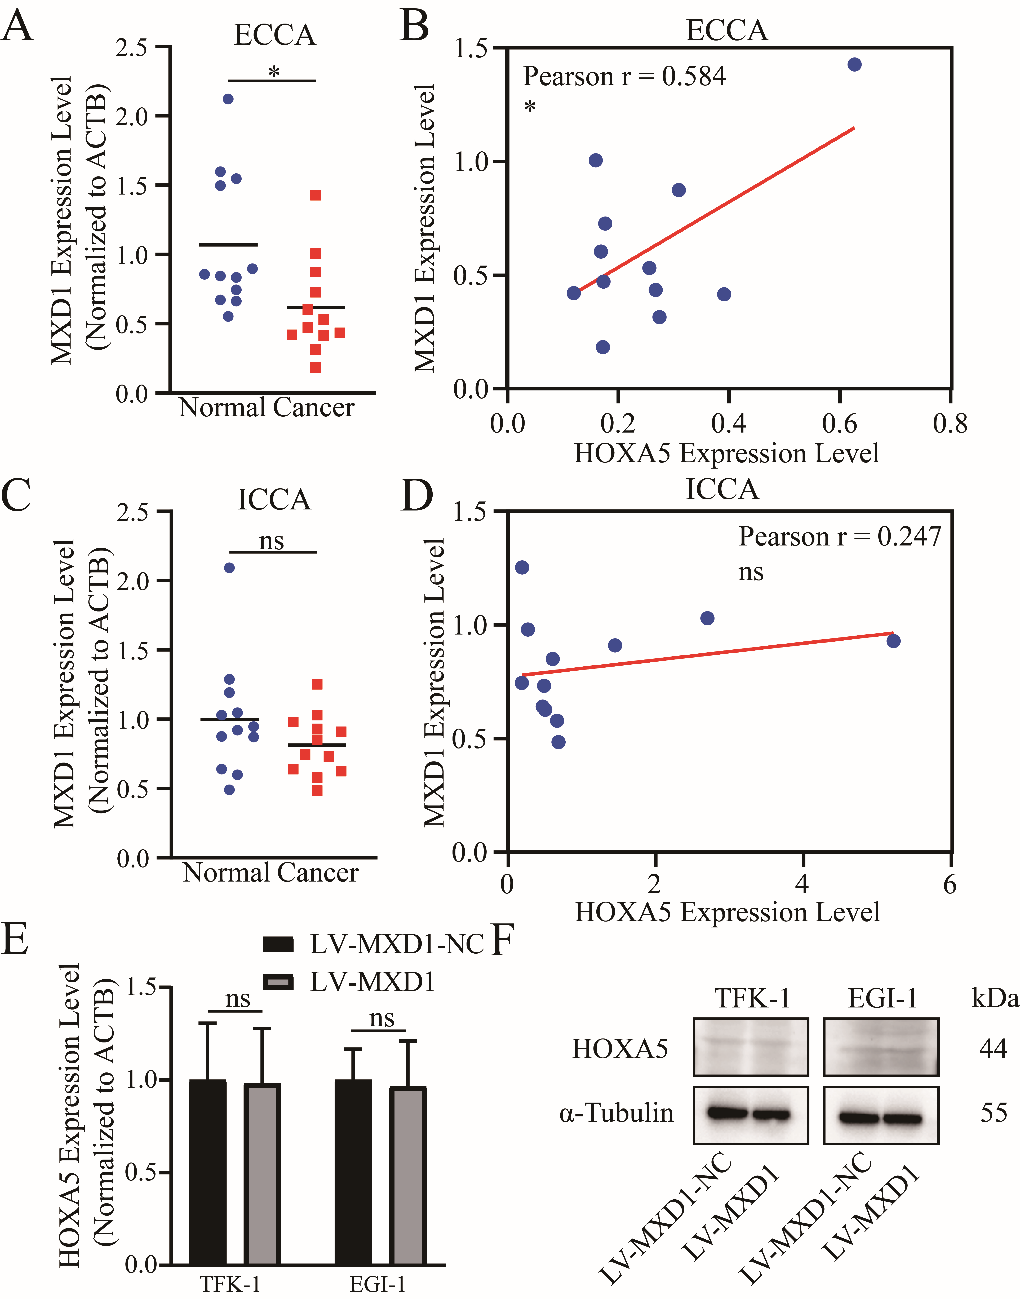
**

**Figure S6.** Measurement of the migration ability and apoptosis of cholangiocarcinoma cells upon HOXA5 over-expression. A. MXD1 over-expression did not alter the wound healing of ECCA cells. B. Flow cytometry analysis of the frequency of apoptotic cells.

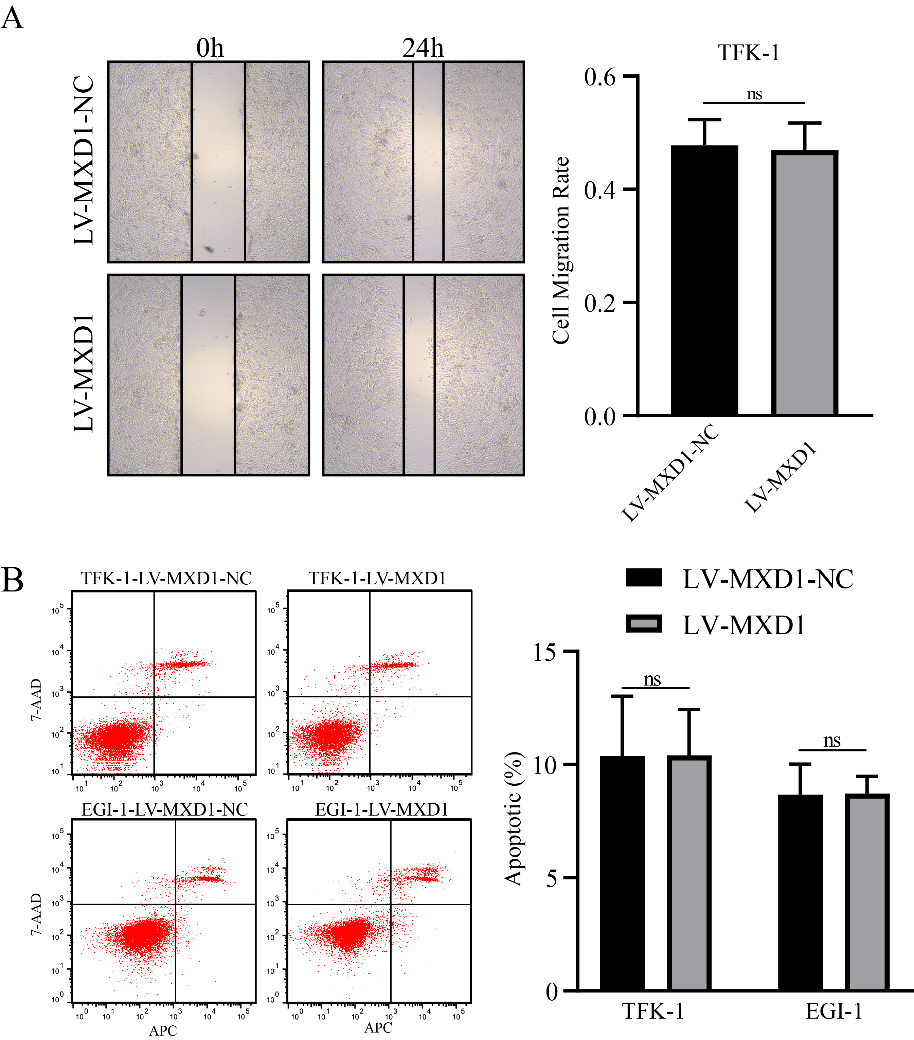

**Figure S7.** A summary of the genes involved in the p53 pathway. A. HOXA5 or MXD1 over-expression did not significantly change the relative levels of p53 mRNA transcripts in ECCA cells. B. The function of these genes and the proportion of each term. C. The genes in the signal flow diagram downloaded from KEGG. Red boxes represent up-regulated genes. Blue boxes represent down-regulated genes.

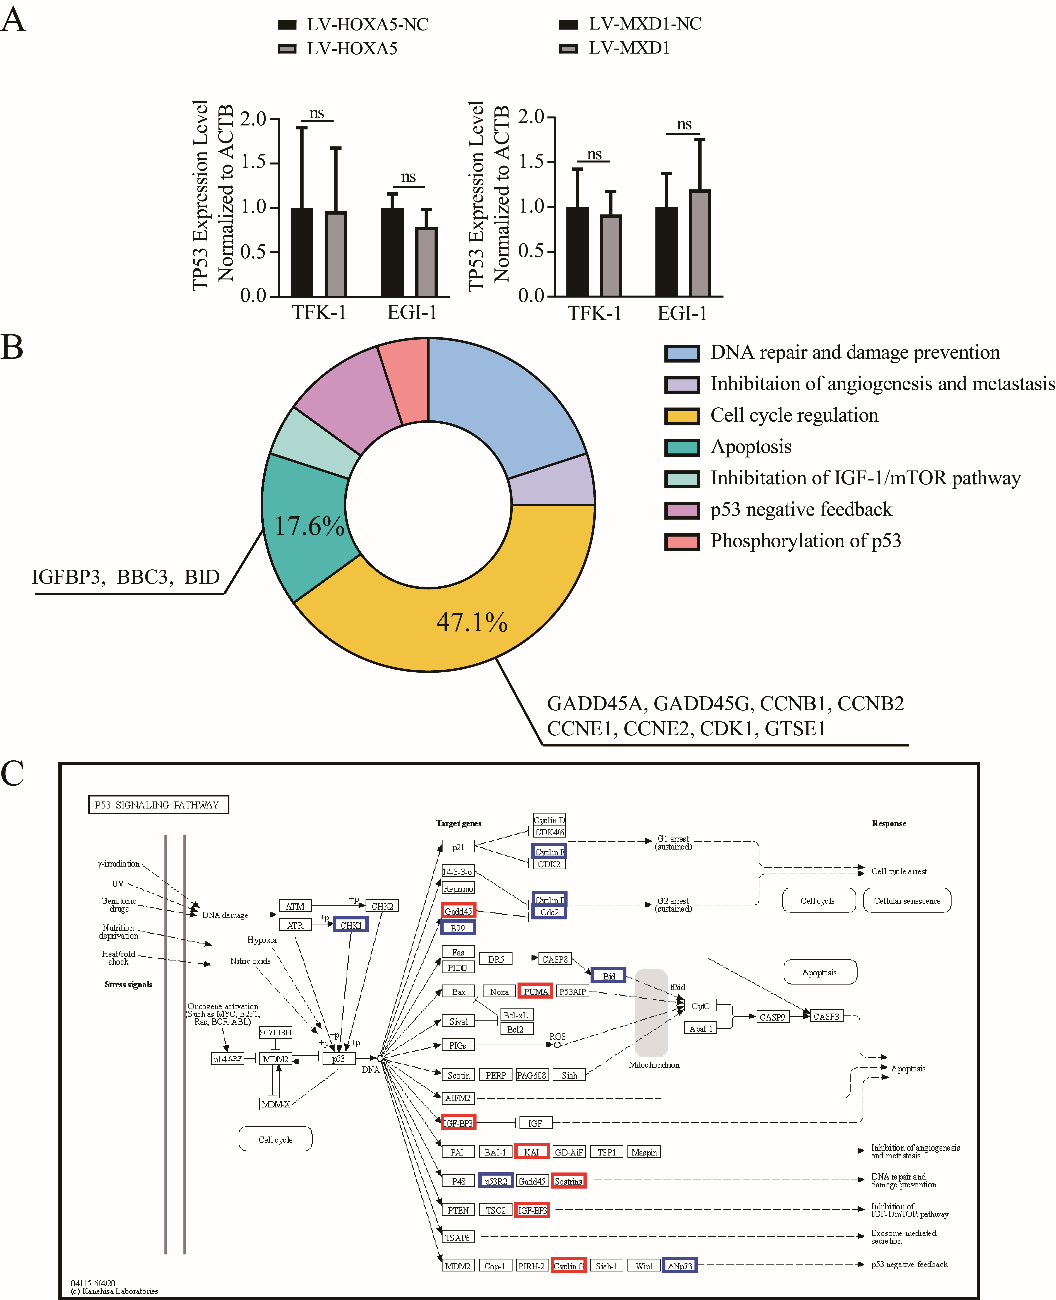

**Figure S8.** The CUT & Tag assay reveals the binding pattern of HOXA5 in the genome of ECCA cells. A. The distribution of peaks in the genome of HOXA5 expressed cells. B. The distribution of peaks around the TSS sites of different genes. C. A summary of the situations of the peaks in different regions. D. Calculation of the intersection between genes containing at least 1 peak and DEGs in RNA-seq. E. GO analysis of the genes in the intersection. The gradual changes from red to blue indicate in FDR from high to low. The sizes of bubbles represent the numbers of genes enriched in certain terms. F. A peak in the promoter region of the MXD1 gene.

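Peaks of the LV-HOXA5 list lay on every chromosome and on the mitochondrial genome. Chromosome 1 held the most, 713 of the 8043 peaks, followed by chromosome 5 with 567, chromosome 2 with 535 and chromosome 10 with 524. Relative to the number of protein-coding genes, chromosome Y had 141 peaks per 100 genes, chromosome 21 had 74.5, chromosome 10 had 71.4 and chromosome 5 had 62.7, whereas chromosome 1 had 34.6 and chromosome X had 20.8. Chromosome Y differed from the others in its local background, with a median of 44.5 fragments at its 89 peaks against 2.37 fragments on chromosome 1. In the LV-HOXA5-NC list, chromosome 10 held 69 of the 635 peaks, chromosome 1 held 65, chromosome Y held 43 and chromosome X held 3. The mitochondrial genome held 7 LV-HOXA5 peaks and 6 LV-HOXA5-NC peaks.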

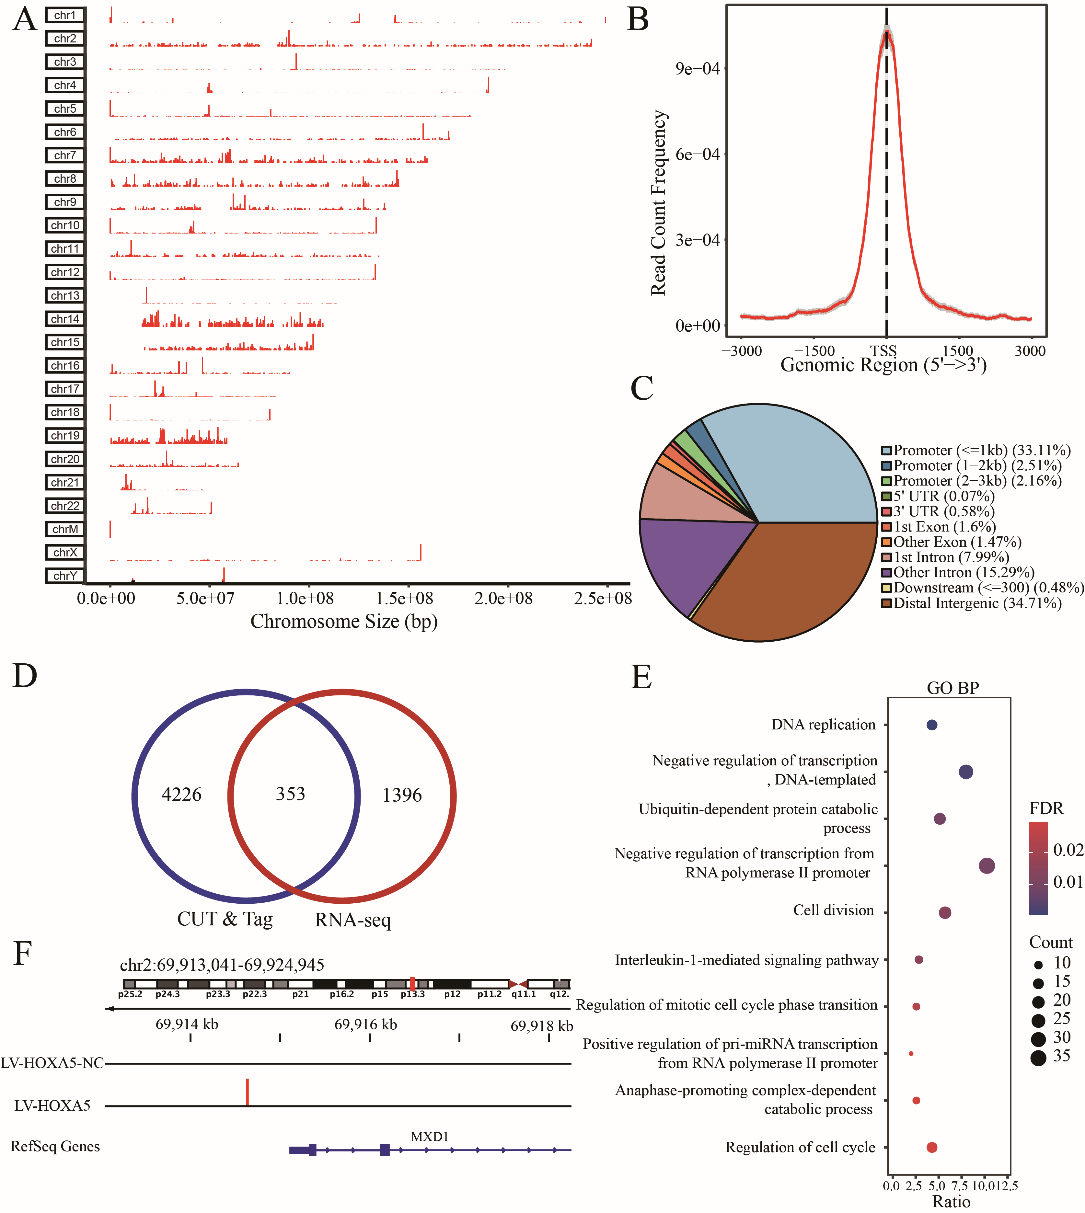

**Supplement:** Supplementary file 1 — Supplementary Figures_Sep16

# Supplementary material for: HOXA5 inhibits the proliferation of extrahepatic cholangiocarcinoma cells by enhancing MXD1 expression and activating the p53 pathway
**Source:** Cell Death Dis. 2022 Sep 27;13(9):829. doi: 10.1038/s41419-022-05279-6
**Supplement:** Supplementary file 9 — Western_Aug23

Figure 1

Figure 1H

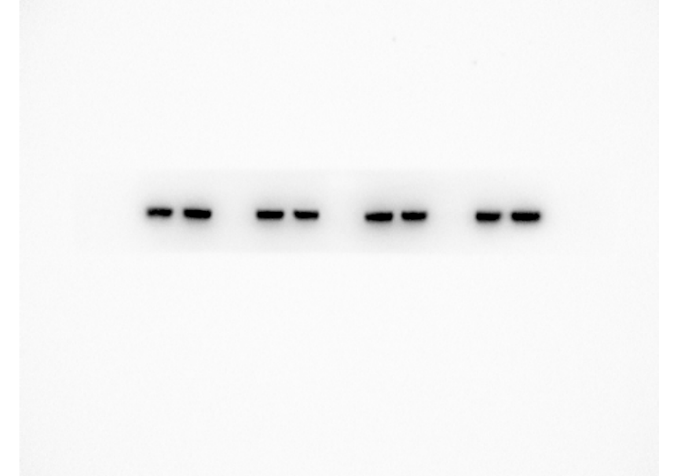

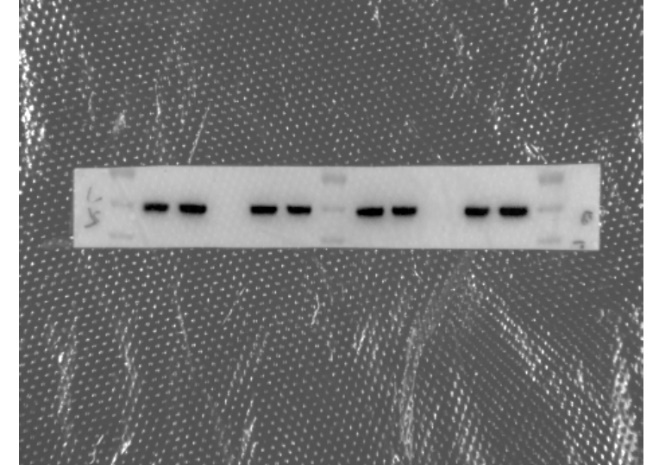
α-Tubulin

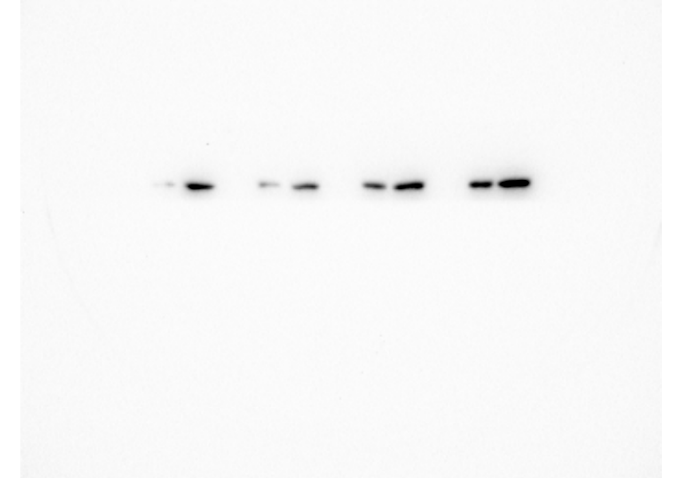

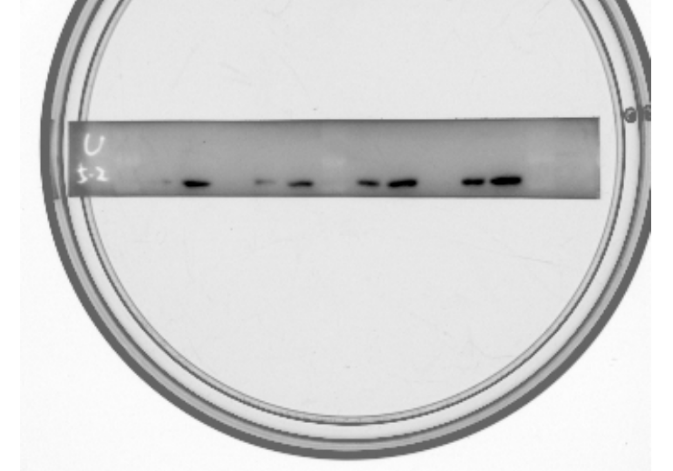
HOXA5

Figure 2

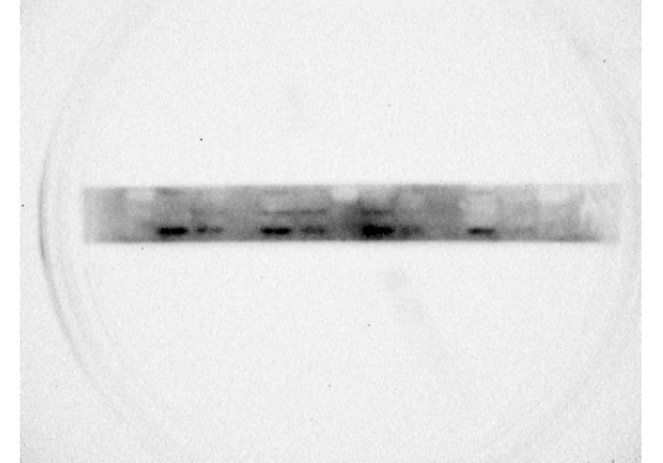
Figure 2F

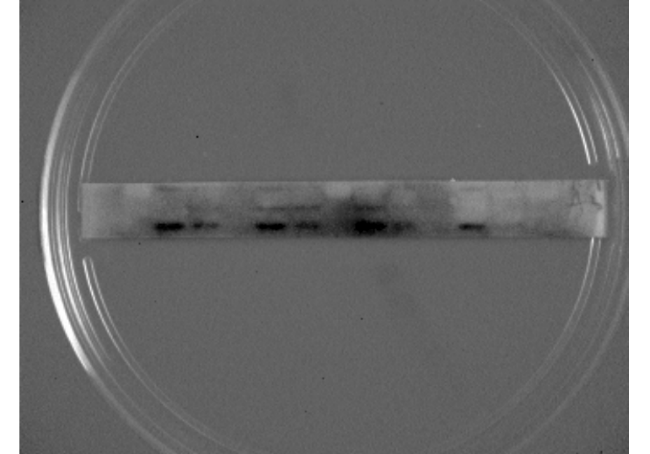
HOXA5 (1-3)

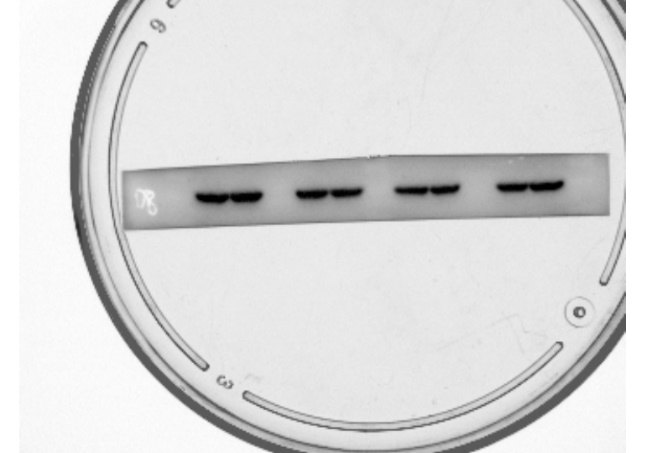

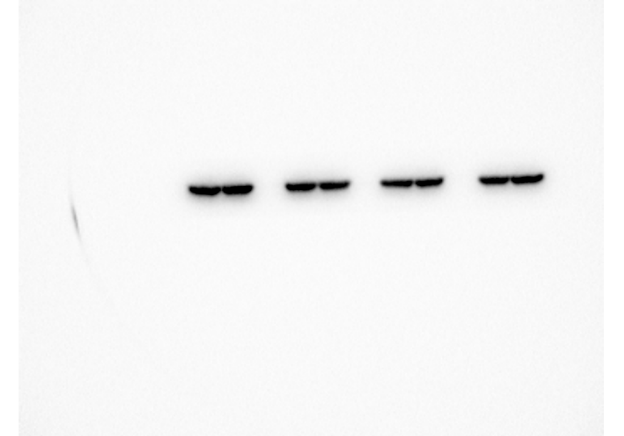
α-Tubulin (1-3)

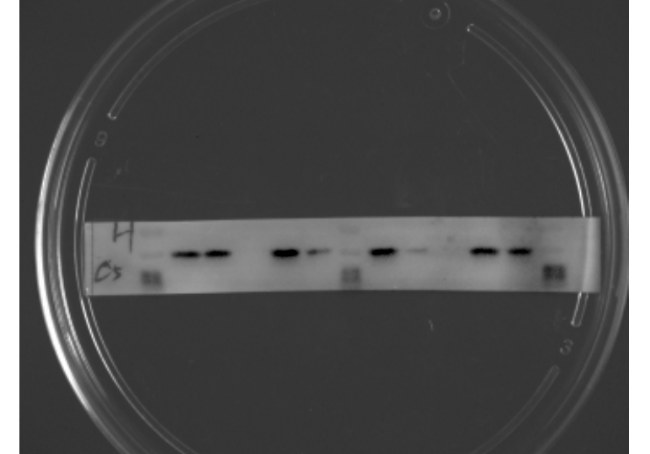

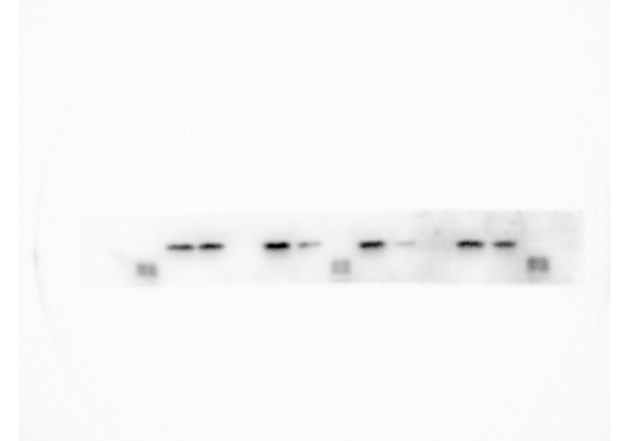
HOXA5 (4, 5, 11)

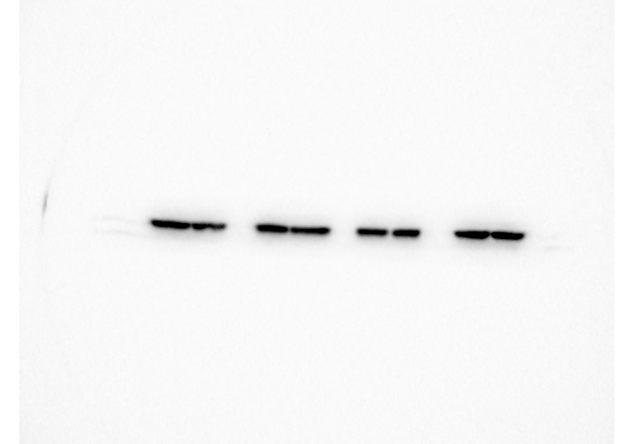

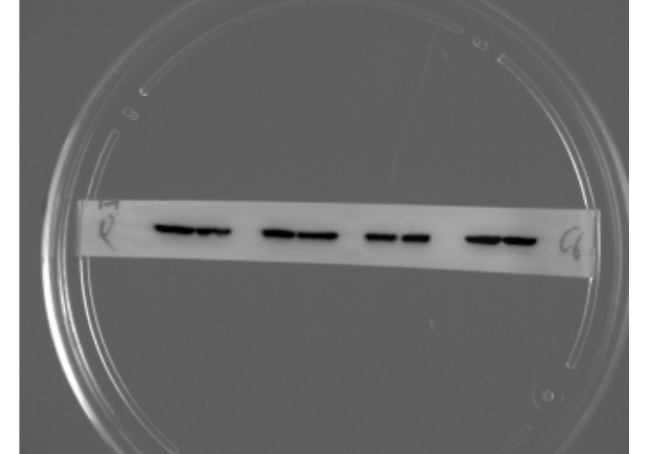
α-Tubulin (4, 5, 11)

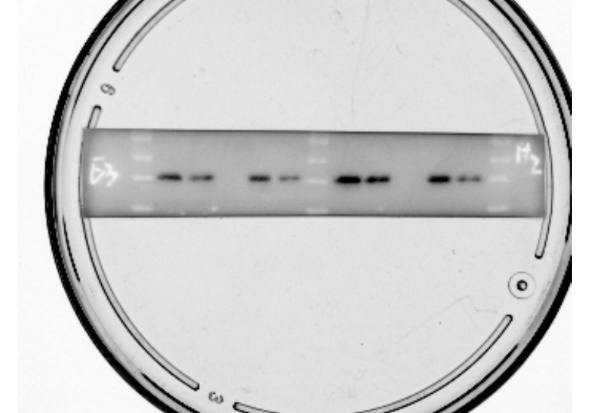

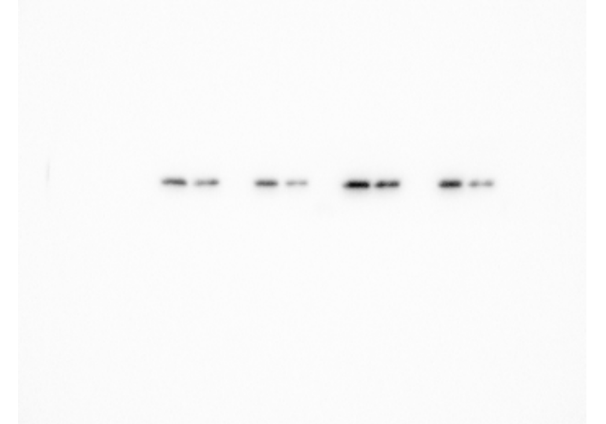
HOXA5 (6-8)

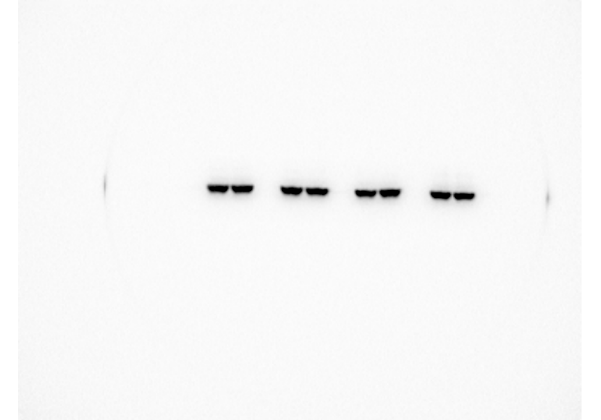

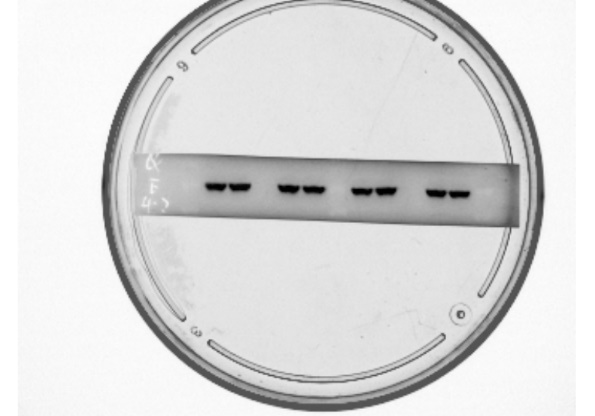

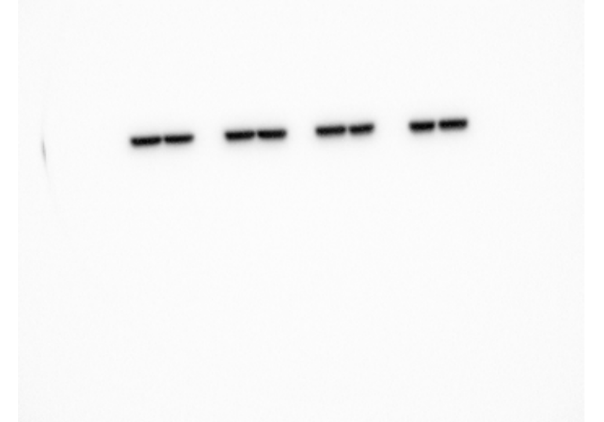

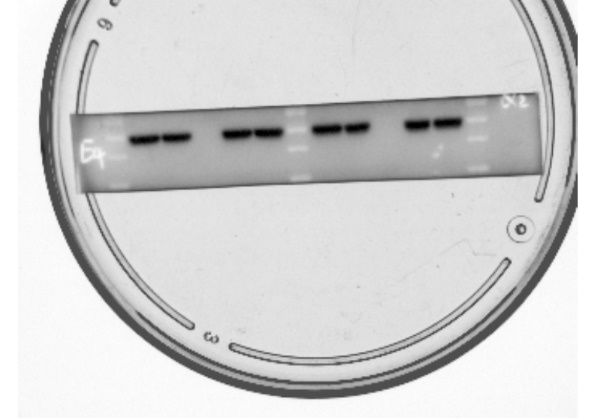
α-Tubulin

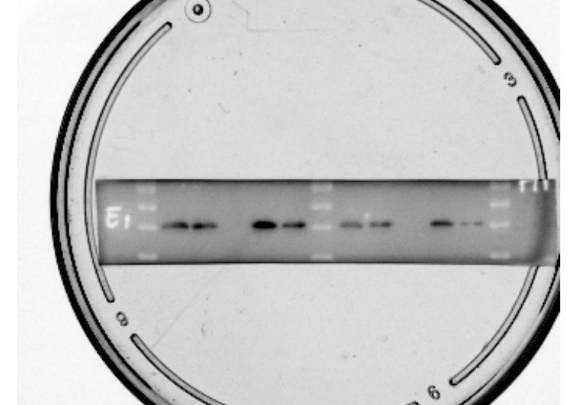
HOXA5 (9, 10, 12)

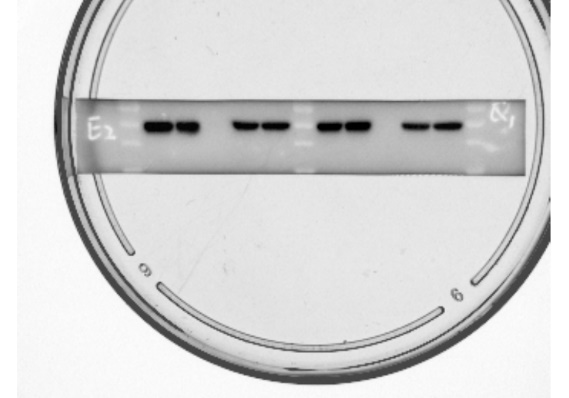
α
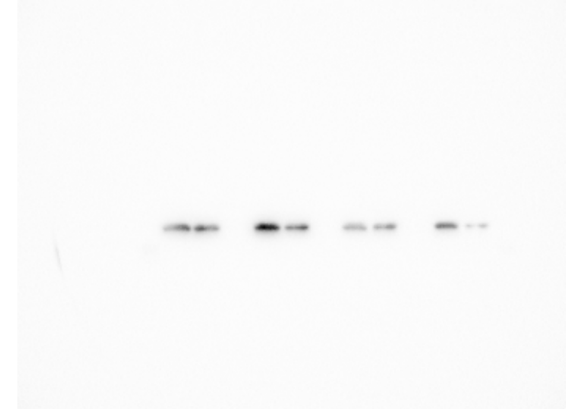
-Tubulin (9,10,12)

Figure
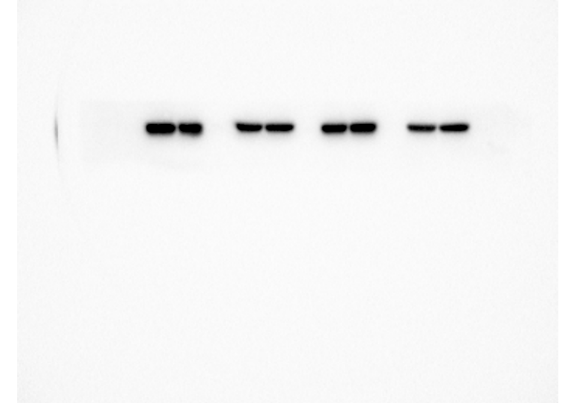
 3

Figure 3B

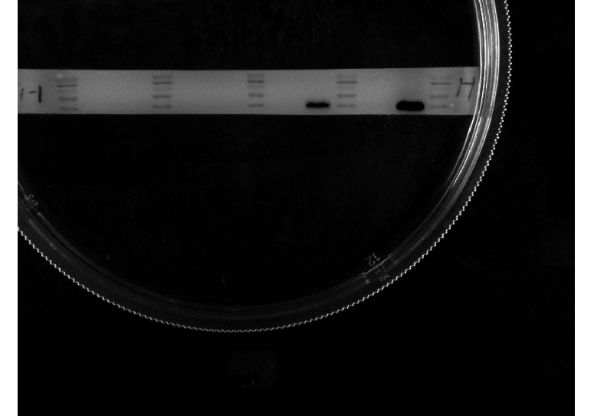

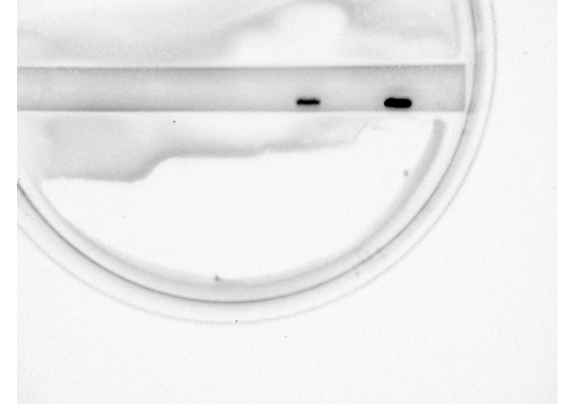
HOXA5 (TFK-1)

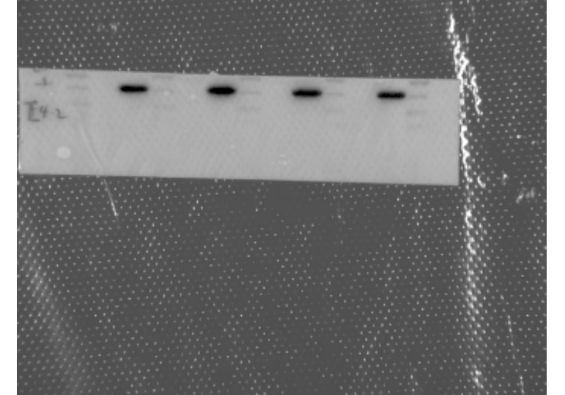

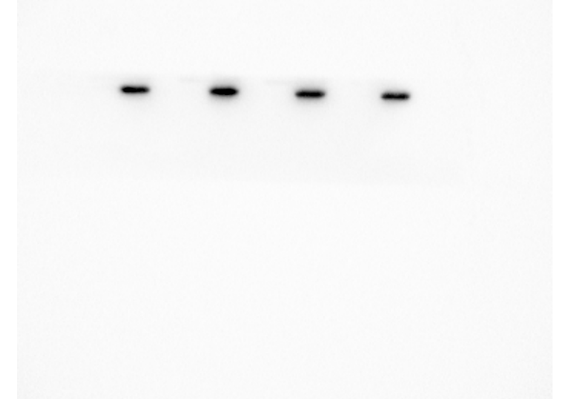
HOXA5 (EGI-1)

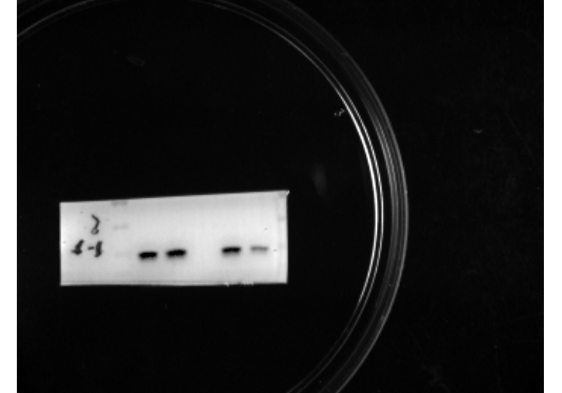
CDK2 (TFK-1)

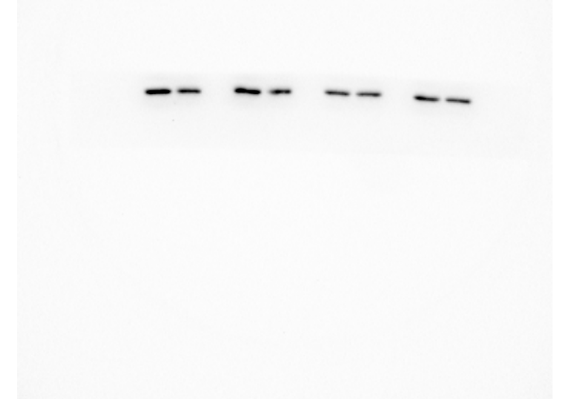

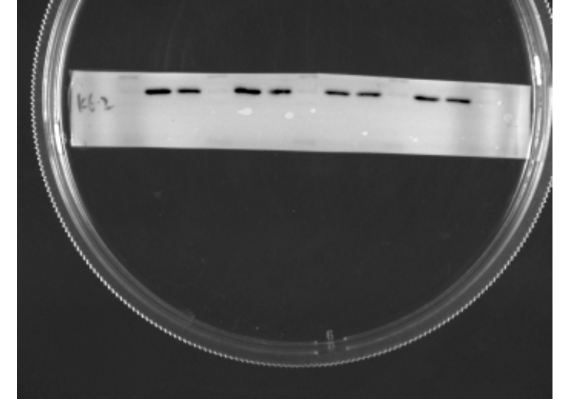

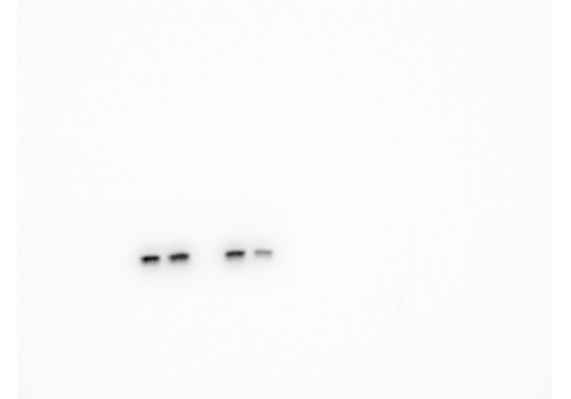
CDK2 (EGI-1)

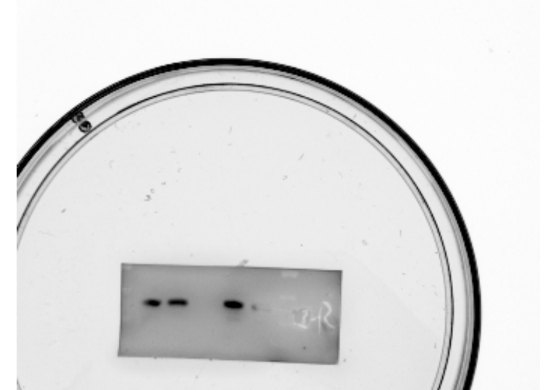

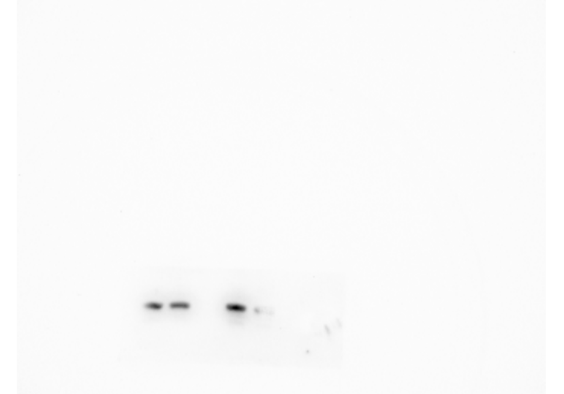
CDK4 (TFK-1)

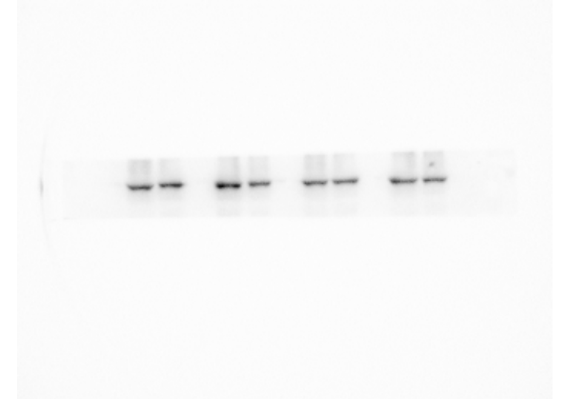

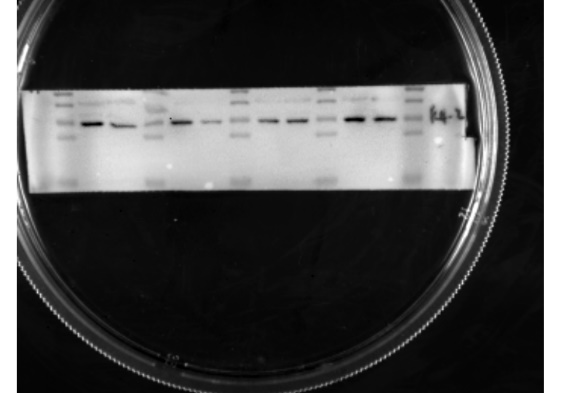
CDK4 (EGI-1)

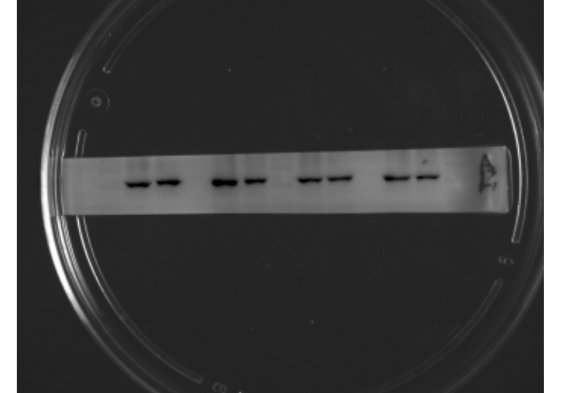

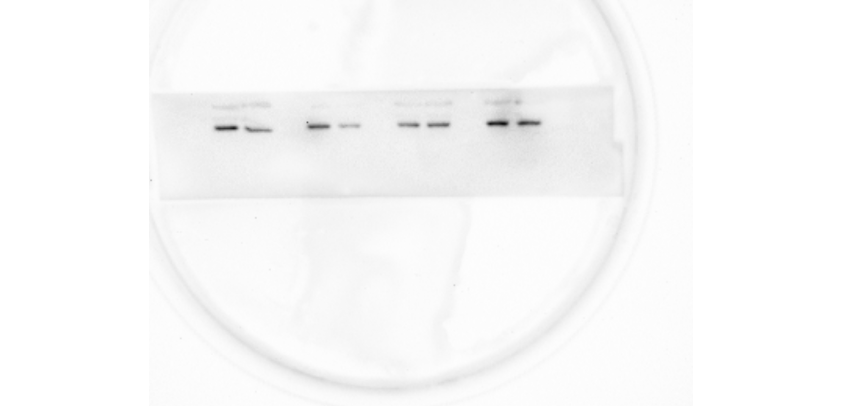
MCM6 (TFK-1)

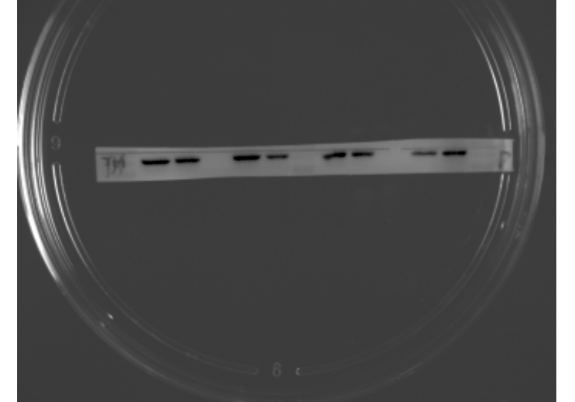

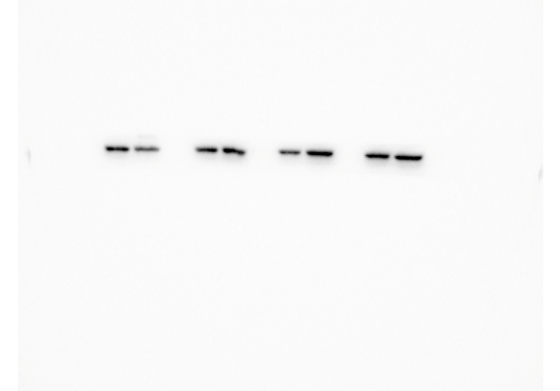
MCM6 (EGI-1)

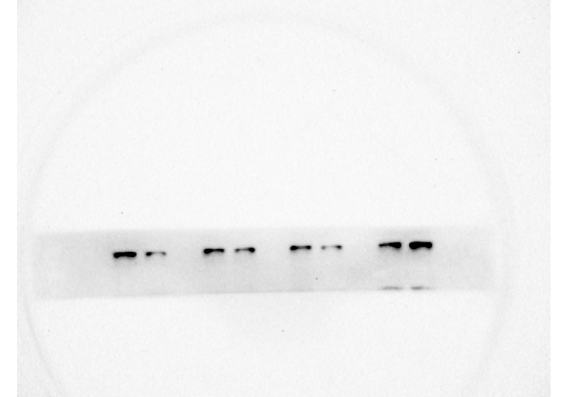

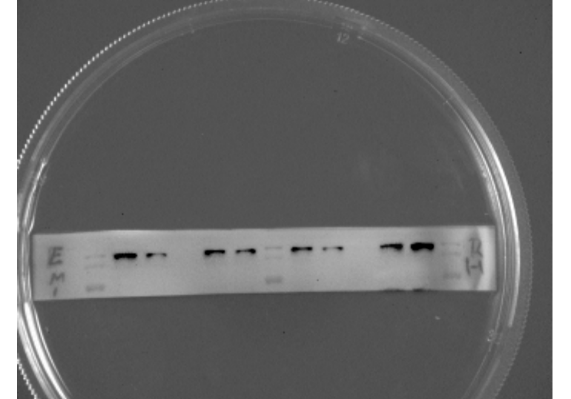
NASP (TFK-1)

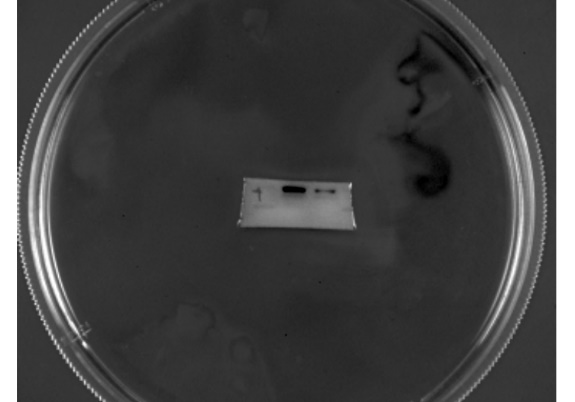

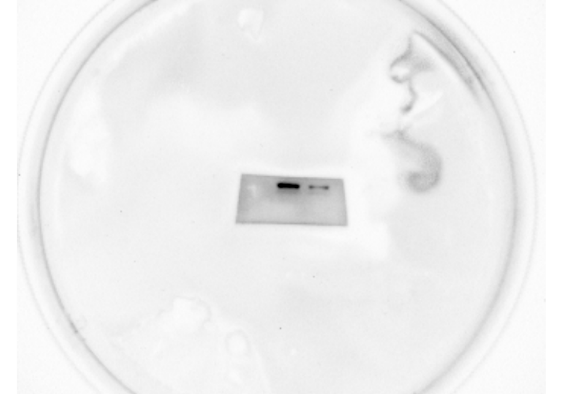
NASP (EGI-1)

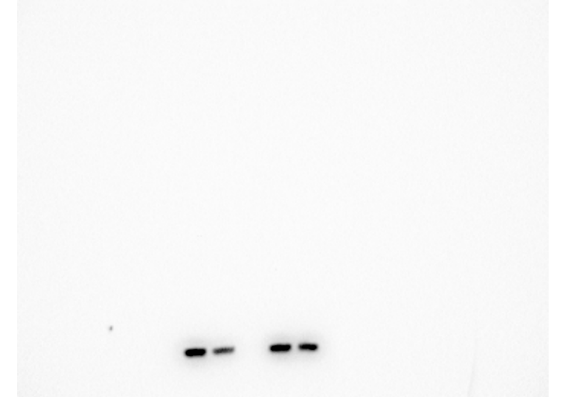

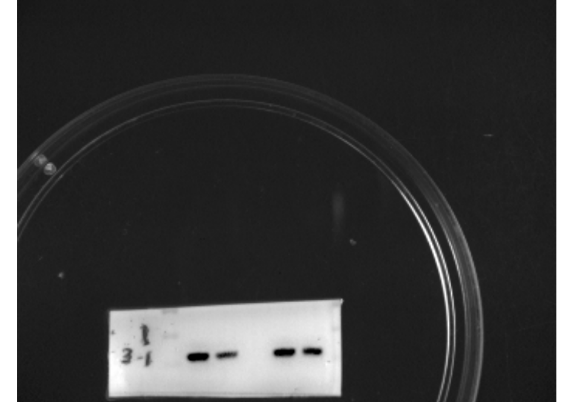
PCNA (TFK-1)

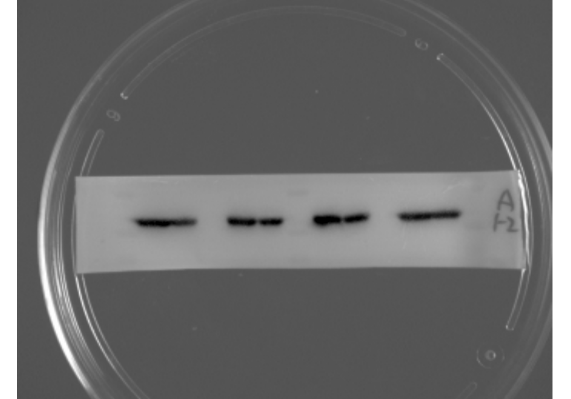

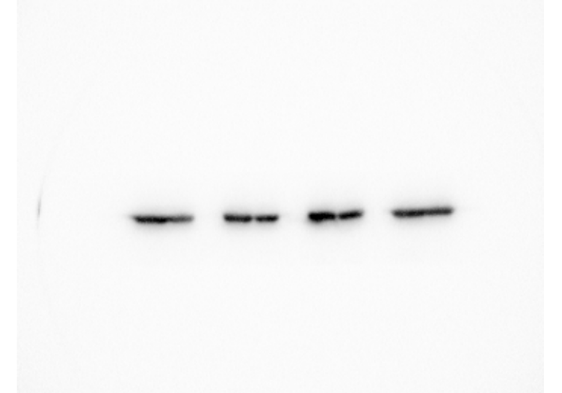
PCNA (EGI-1)

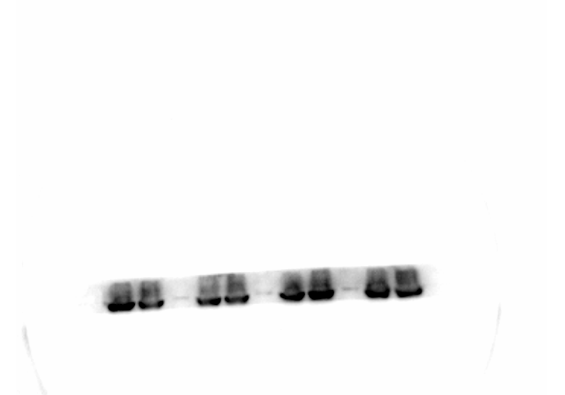

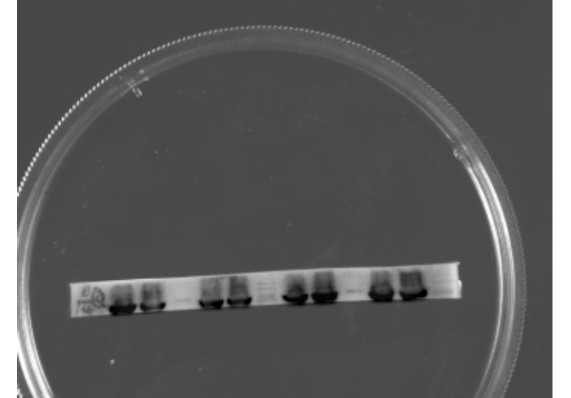
E-Cadherin (TFK-1)

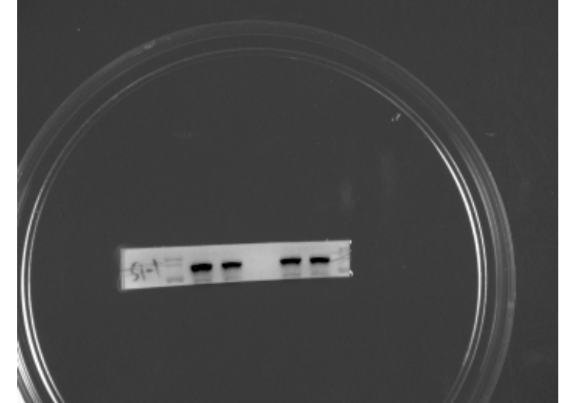
E-Cadherin (EGI-1)

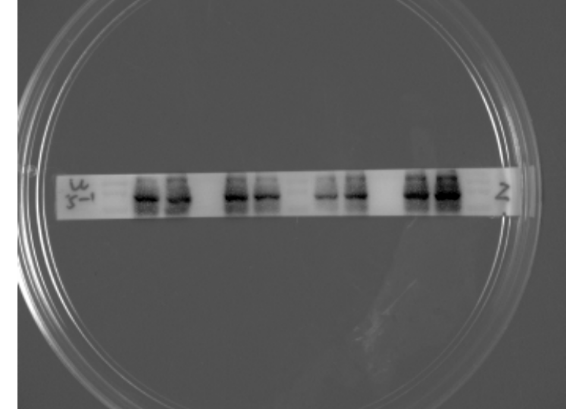

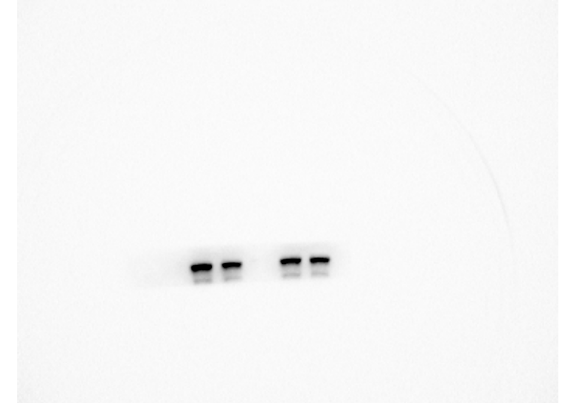
N-Cadherin (TFK-1, EGI-1)

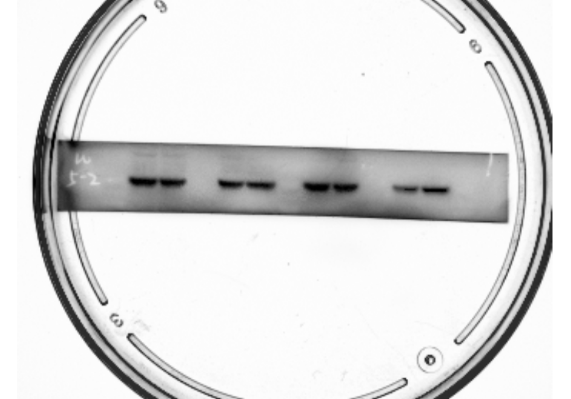

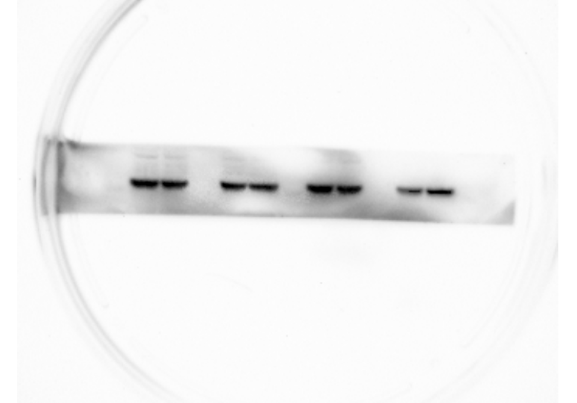

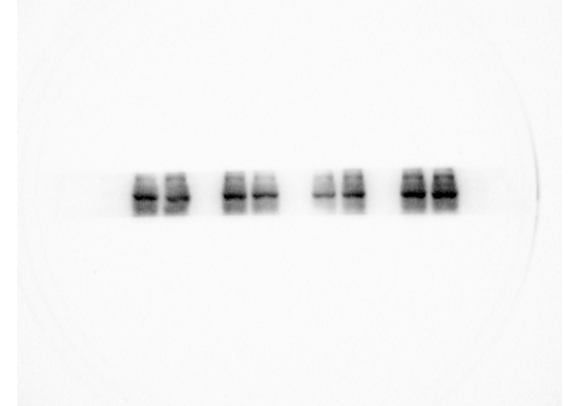
Vimentin (TFK-1, EGI-1)

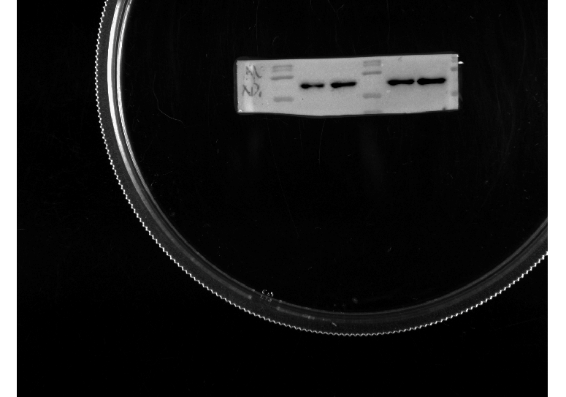

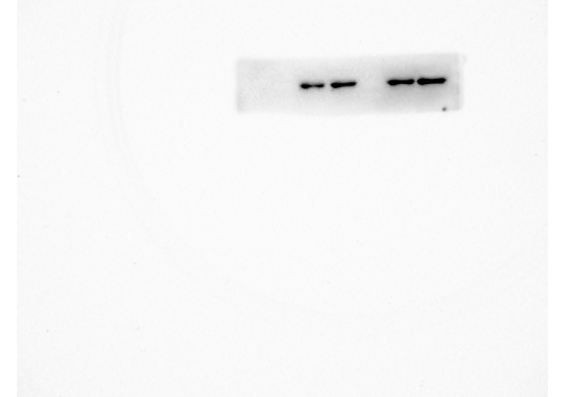
AIFM1 (TFK-1, EGI-1)

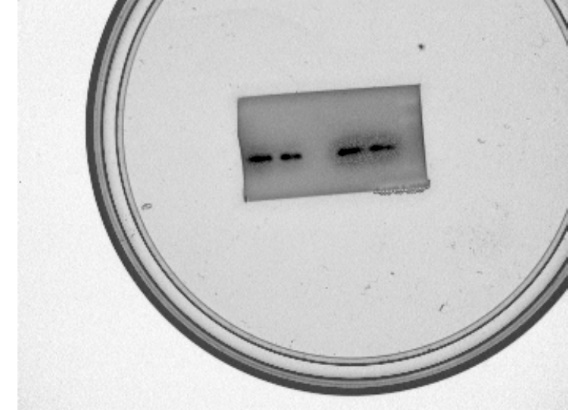
BCL-2 (TFK-1)

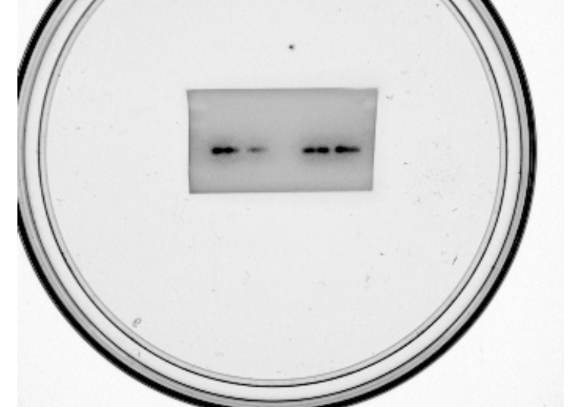
BCL-
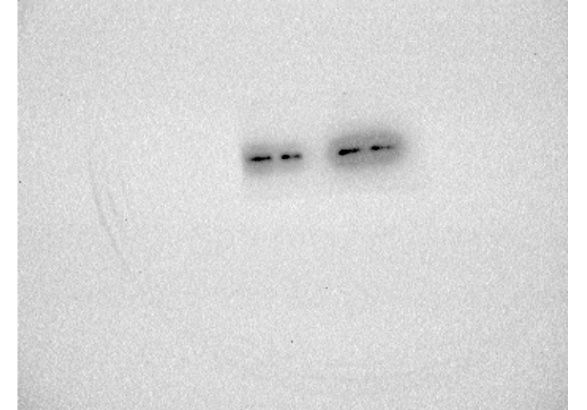
2 (EGI-1)

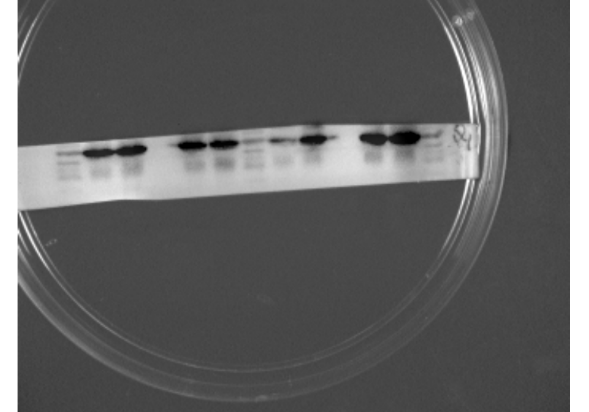

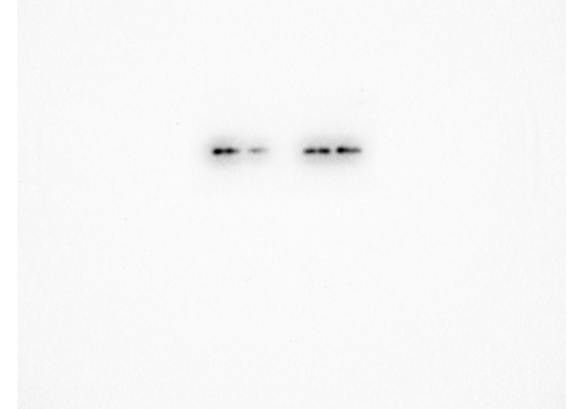
α-Tubulin (TFK-1, EGI-1)

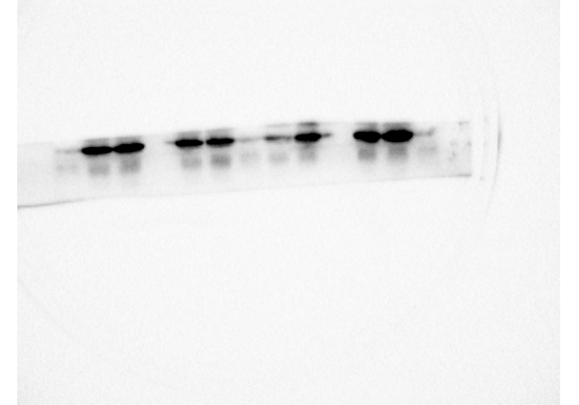

Figure 4

Figure 4J

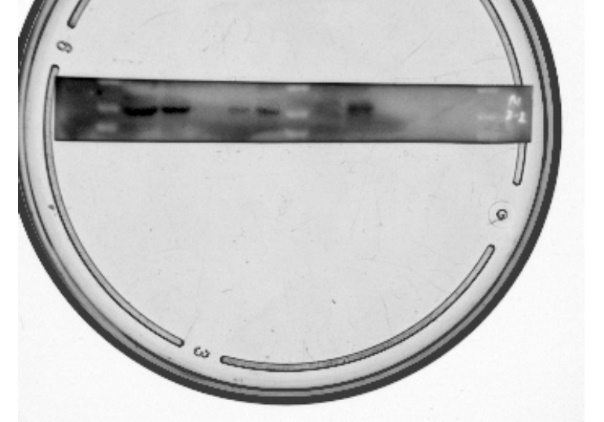
MXD1 (TFK-1, EGI-1)

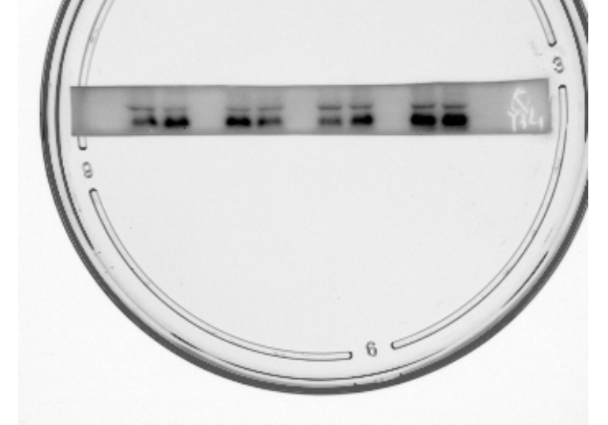

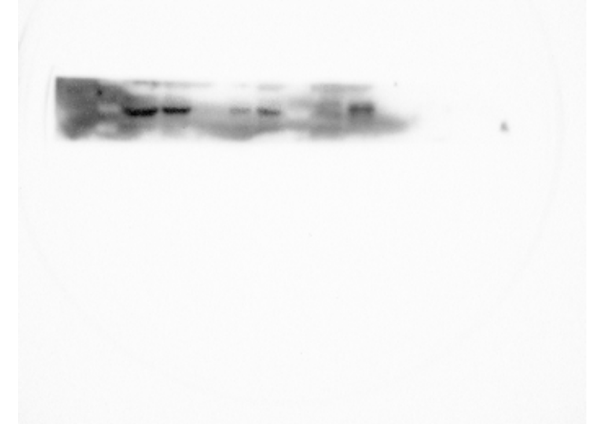
MYC (TFK-1)

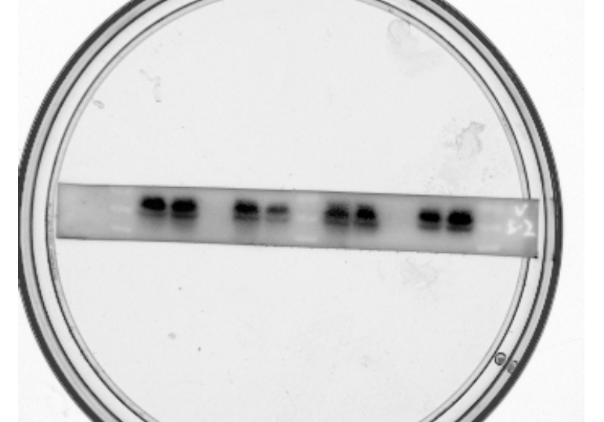

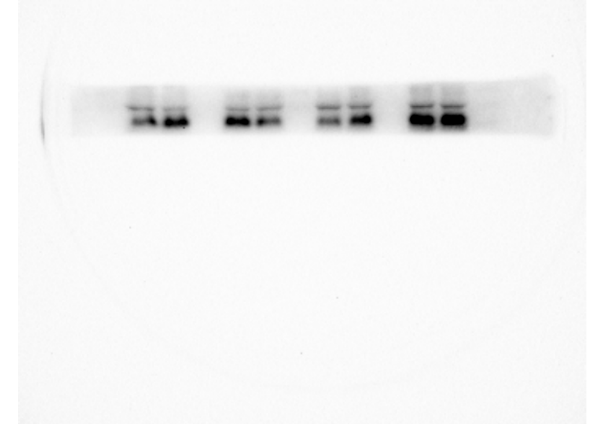
MYC (EGI-1)

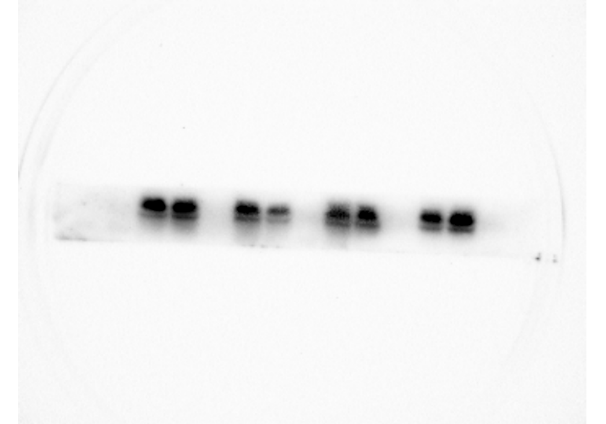

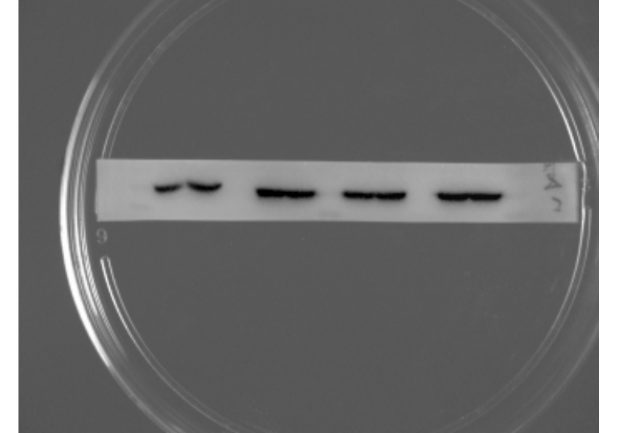
α-Tubulin (TFK-1, EGI-1)

Figure
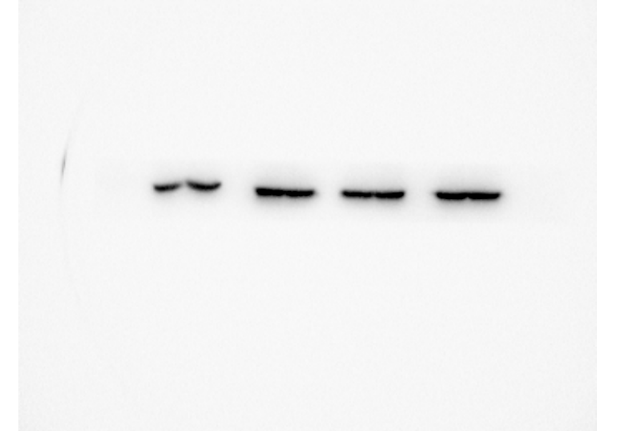
 5

Figure 5B

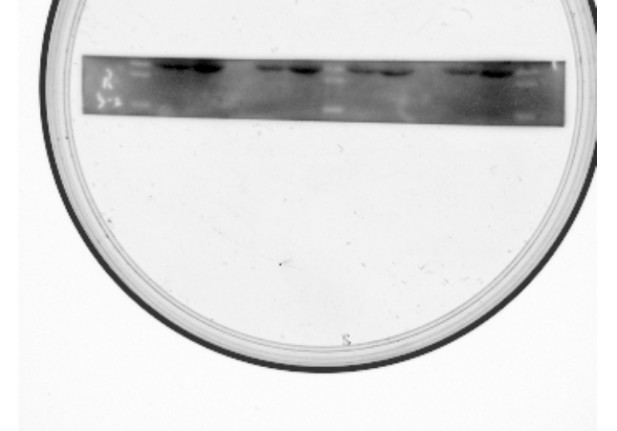
MXD1 (TFK-1, EGI-1)

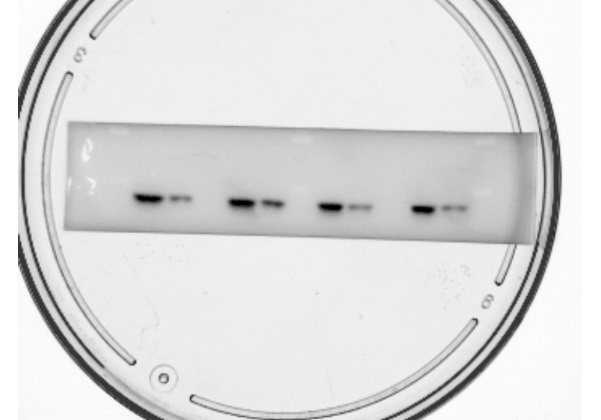

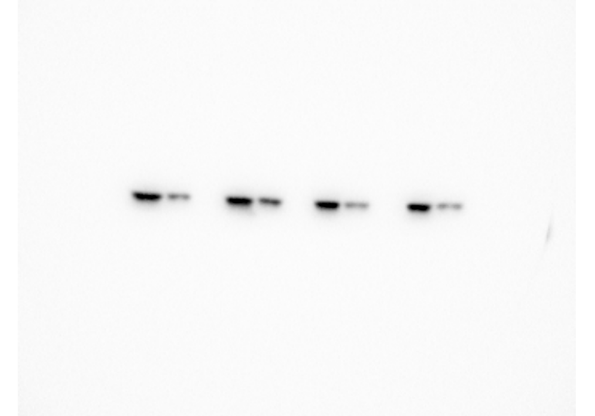

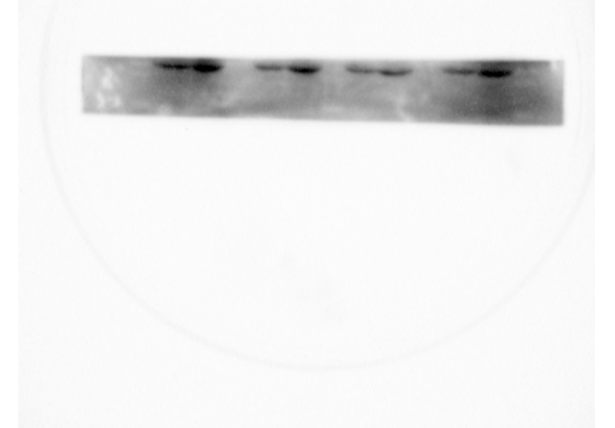
CDK2 (TFK-1, EGI-1)

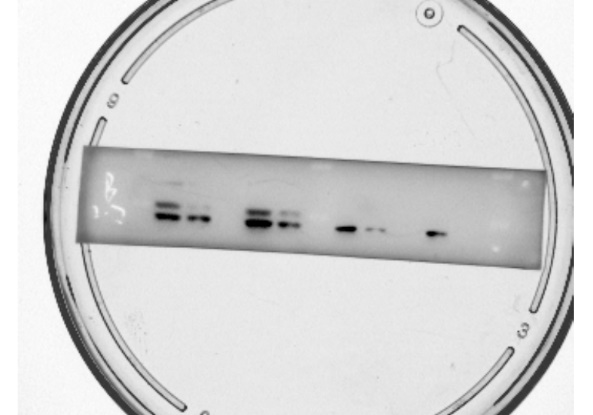

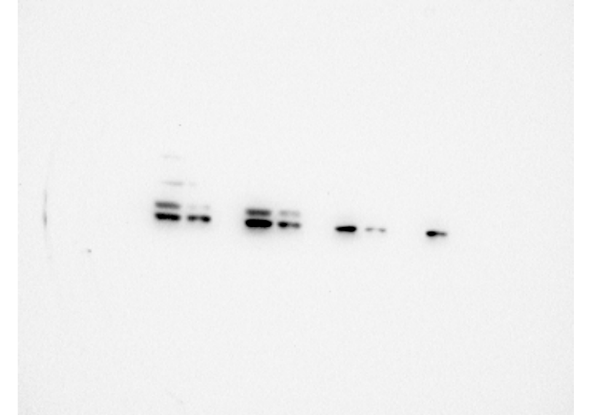
CDK4 (TFK-1, EGI-1)

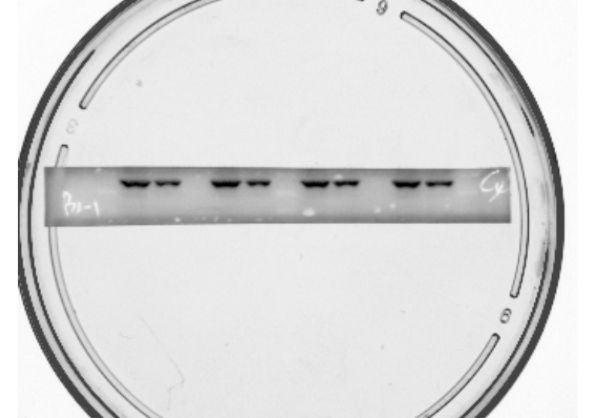
MCM6 (TFK-1, EGI-1)

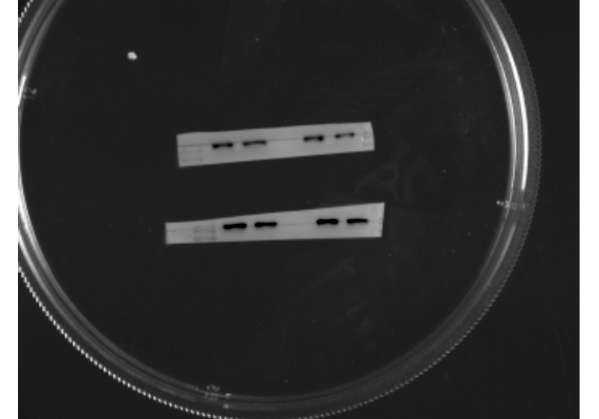

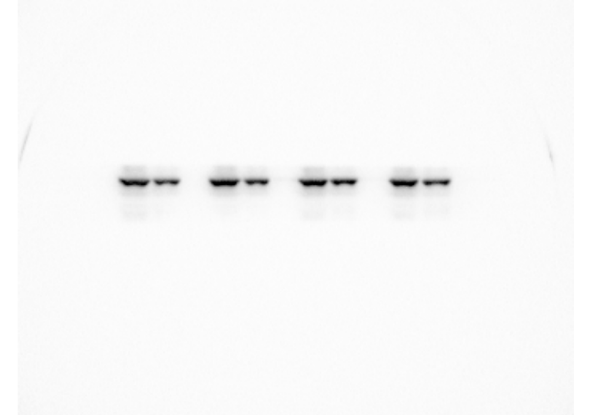
NASP (TFK-1, EGI-1)

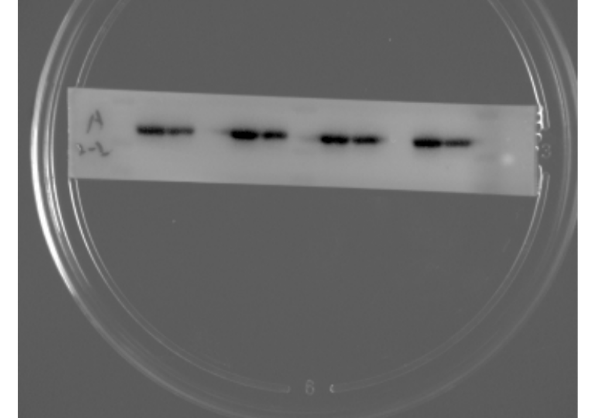

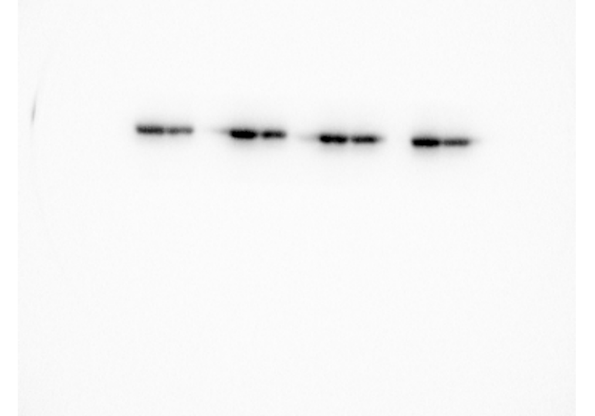
PCNA
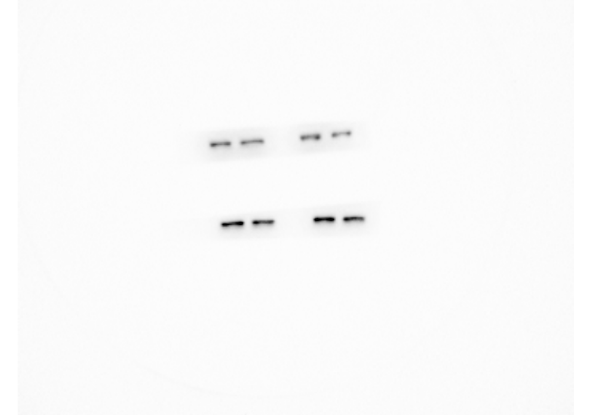
 (TFK-1, EGI-1)

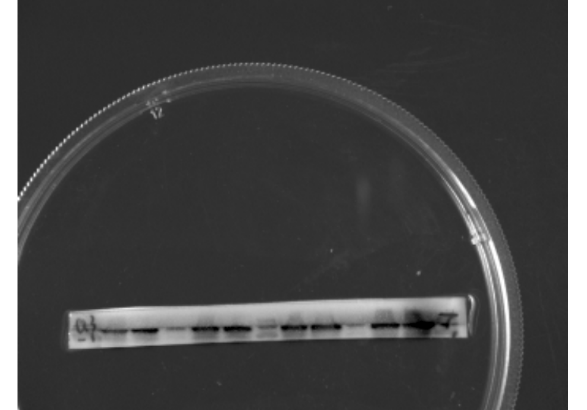
E-Cadherin (TFK-1)

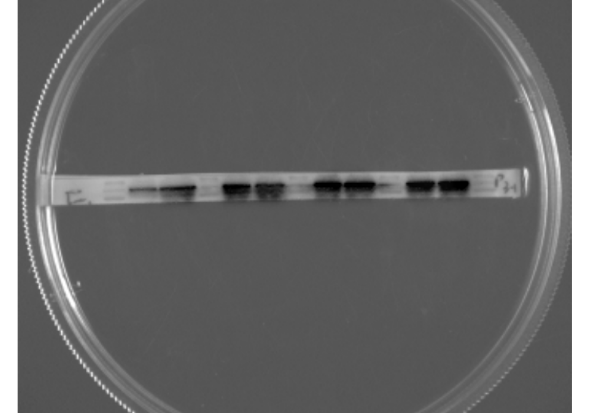

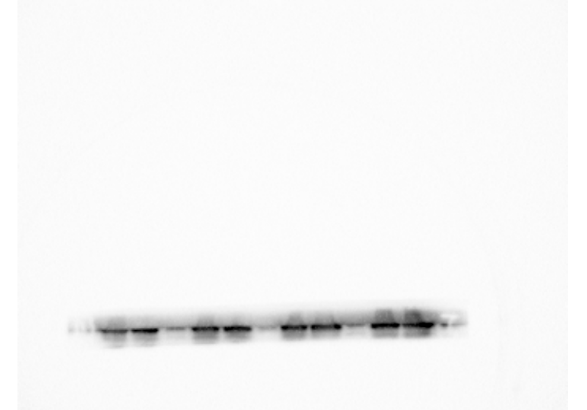
E-Cadherin (EGI-1)

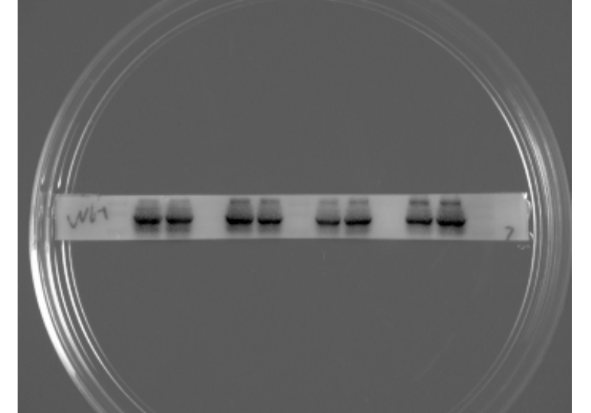

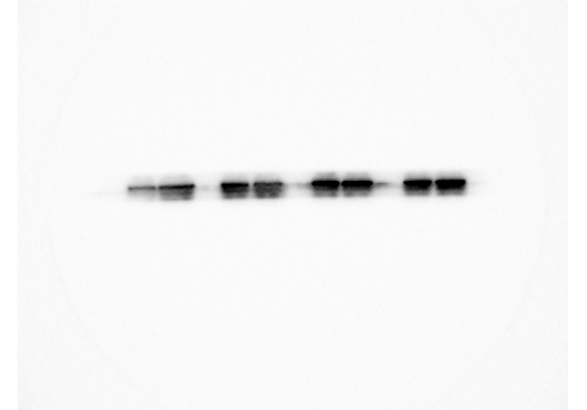
N-Cadherin (TFK-1)

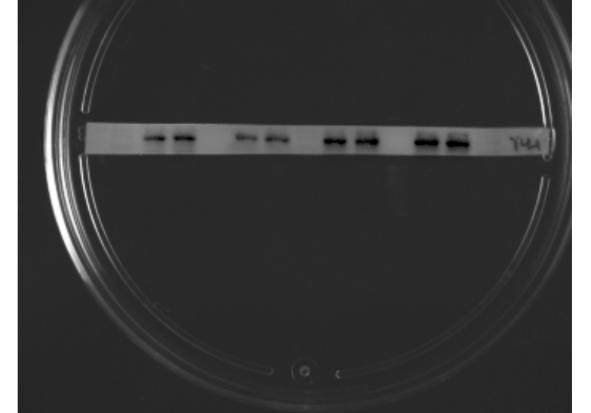

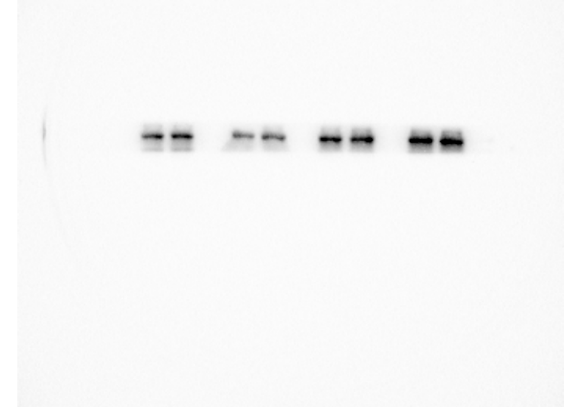

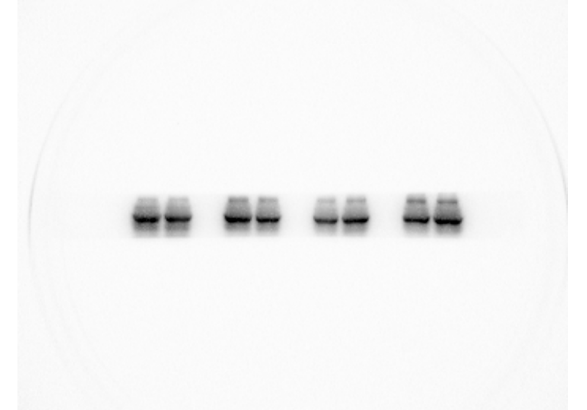
N-Cadherin (EGI-1)

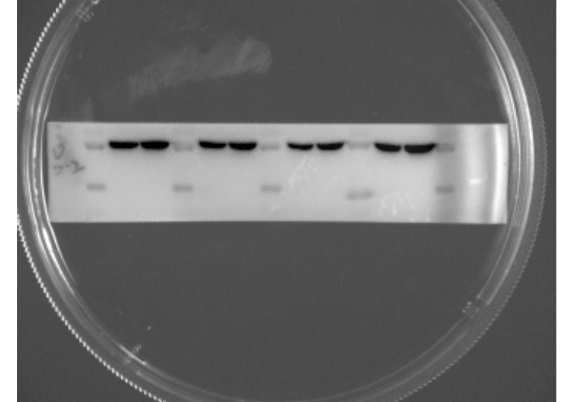
Vimentin (TFK-1, EGI-1)

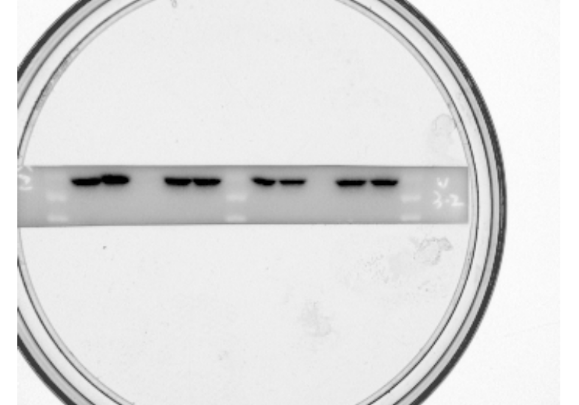

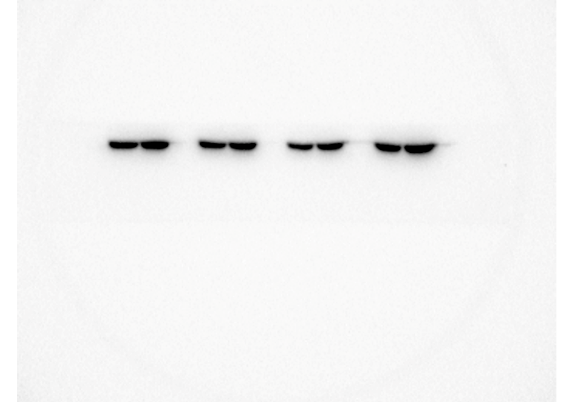
AIFM1 (TFK-1)

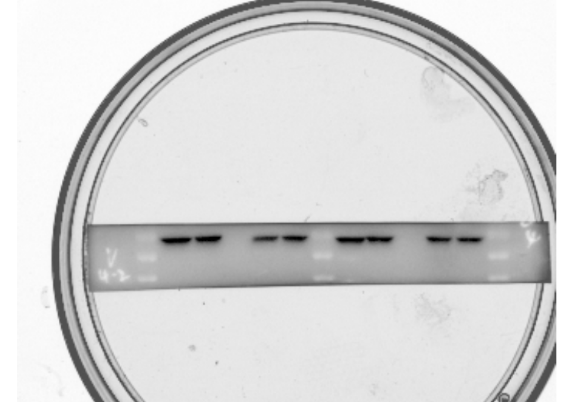

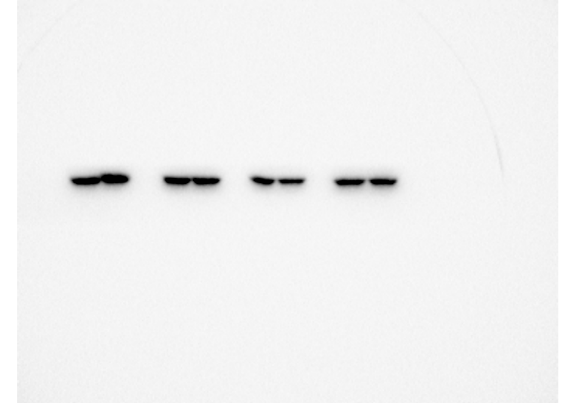
AIFM1 (EGI-1)

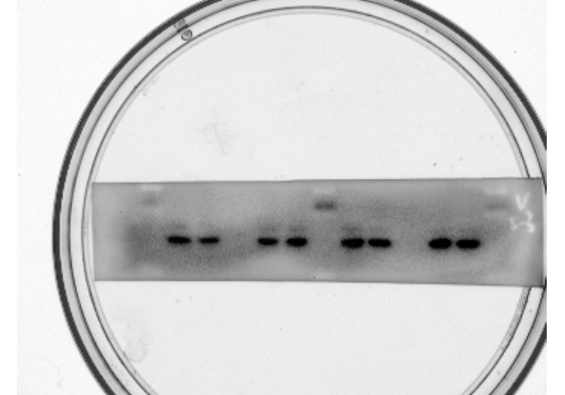

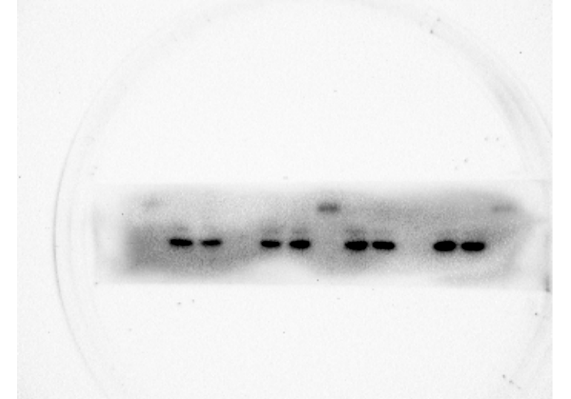

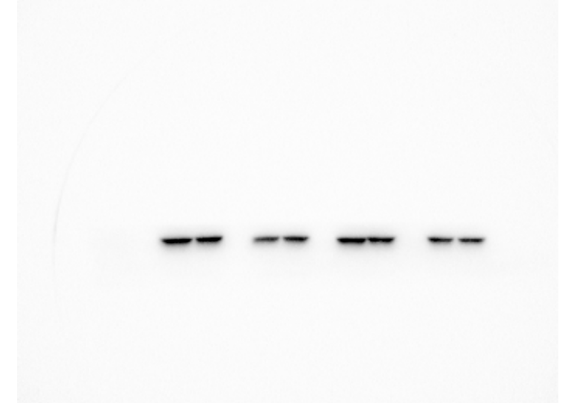
BCL-2 (TFK-1, EGI-1)

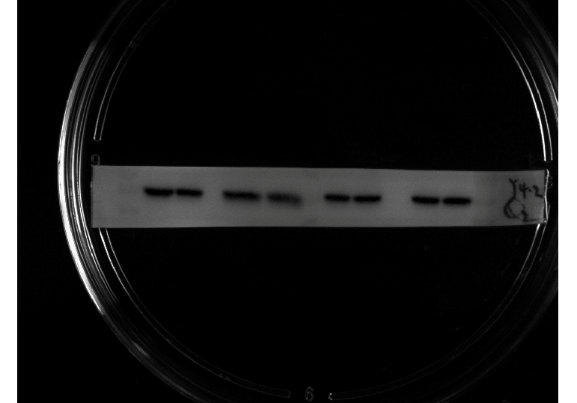
α-Tubulin (TFK-1, EGI-1)

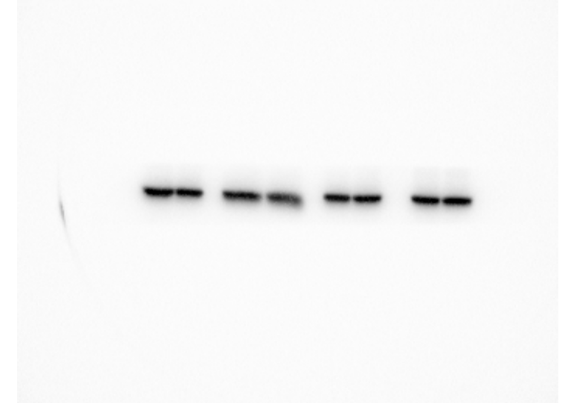

Figure 6

Figure 6B

HOXA5 (TFK-1, EGI-1)

MXD1 (TFK-1)

MXD1 (EGI-1)

CDK2 (TFK-1)

CDK2 (EGI-1)

CDK4 (TFK-1, EGI-1)

PCNA (TFK-1)

PCNA (EGI-1)

NASP (TFK-1)

NASP (EGI-1)

MCM6 (TFK-1)

MCM6 (EGI-1)

α-Tubulin (TFK-1)

α-Tubulin (EGI-1)

Figure 7

α-Tubulin (TFK-1, EGI-1)

p53 (TFK-1)

p53 (EGI-1)

Figure S5

HOXA5(TFK-1, EGI-1)

α-Tubulin (TFK-1, EGI-1)

# Supplementary material for: HOXA5 inhibits the proliferation of extrahepatic cholangiocarcinoma cells by enhancing MXD1 expression and activating the p53 pathway
**Source:** Cell Death Dis. 2022 Sep 27;13(9):829. doi: 10.1038/s41419-022-05279-6
**Supplement:** Supplementary file 10 — aj-checklist

Corresponding Author Name: Yongjun Chen  
Manuscript Number: CDDIS-22-1505

# Reporting Summary

*Springer Nature wishes to improve the reproducibility of the work that we publish. This checklist is used to ensure good reporting standards and to improve the reproducibility. Please respond completely to all questions relevant to your manuscript. For more information, please read the journal's Guide to Authors.*

☐ Check here to confirm that the following information is available in the Material & Methods section:

- **The exact sample size (*n*)** for each experimental group/condition, given as a number, not a range
- **A description of the sample collection** allowing the reader to understand whether the samples represent technical or biological replicates (including how many animals, litters, culture, etc.)
- **A statement of how many times the experiment shown was replicated in the laboratory**
- **Definitions of statistical methods and measures:** For small sample sizes ( $n < 5$ ) descriptive statistics are not appropriate, instead plot individual data points
  - Very common tests, such as *t*-test, simple  $\chi^2$  tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section
  - Are tests one-sided or two-sided?
  - Are there adjustments for multiple comparisons?
  - **Statistical test results**, e.g., *P* values
  - Definition of '**center values**' as **median or mean**;
  - Definition of **error bars** as **s.d. or s.e.m. or c.i.**

*Please ensure that the answers to the following questions are reported in the manuscript itself. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.*

## Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)

For animal studies, include a statement about sample size estimate even if no statistical methods were used.

2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)

3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)

For animal studies, include a statement about randomization even if no randomization was used.

## Reported in section/paragraph or page #

Page 12-13 Section "Xenograft models"

|                                                                                                                                                                                      |                                             |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------|
| 4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #) | Page 13 Section “Xenograft models”          |
| For animal studies, include a statement about blinding even if no blinding was done.                                                                                                 | Page 13 Section “Xenograft models”          |
| 5. For every figure, are statistical tests justified as appropriate?                                                                                                                 | Yes. Page 13 Section “Statistical analysis” |
| Do the data meet the assumptions of the tests (e.g., normal distribution)?                                                                                                           | Yes. Page 13 Section “Statistical analysis” |
| Is there an estimate of variation within each group of data?                                                                                                                         | Yes. Page 13 Section “Statistical analysis” |
| Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)                                                                 | Yes. Page 13 Section “Statistical analysis” |

### Reagents

|                                                                                                                                                      | Reported in section/paragraph or page #     |
|------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------|
| 6. Report the source of antibodies (vendor and catalog number)                                                                                       | Page 4-5 Section “Special antibodies”       |
| 7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination | Page 7 Section “Cell culture and treatment” |

### Animal Models

|                                                                                                                                                                                                                                  | Reported in section/paragraph or page #                                                            |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|
| 8. Report species, strain, sex and age of animals                                                                                                                                                                                | Page 12 Section “Xenograft models”                                                                 |
| 9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments.                                                               | Page 13 Section “Xenograft models”<br>Page 27 Section “Ethics approval and consent to participate” |
| 10. We recommend consulting the ARRIVE guidelines ( <a href="https://doi.org/10.1371/journal.pbio.1000412">PLoS Biol. 8(6), e1000412,2010</a> ) to ensure that other relevant aspects of animal studies are adequately reported. |                                                                                                    |

## Human subjects

|                                                                                                                                                                     | Reported in section/paragraph or page #                                                         |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------|
| 11. Identify the committee(s) approving the study protocol.                                                                                                         | Page 6 Section “Tissue samples”<br>Page 27 Section “Ethics approval and consent to participate” |
| 12. Include a statement confirming that informed consent was obtained from all subjects.                                                                            | Page 6 Section “Tissue samples”<br>Page 27 Section “Ethics approval and consent to participate” |
| 13. For publication of patient photos, include a statement confirming that consent to publish was obtained.                                                         | Not applicable. No photos were needed.                                                          |
| 14. Report the clinical trial registration number (at <a href="https://clinicaltrials.gov">ClinicalTrials.gov</a> or equivalent).                                   | Not applicable.                                                                                 |
| 15. For phase II and III randomized controlled trials, please refer to the <a href="#">CONSORT statement</a> and submit the CONSORT checklist with your submission. |                                                                                                 |
| 16. For tumor marker prognostic studies, we recommend that you follow the <a href="#">REMARK reporting guidelines</a> .                                             |                                                                                                 |

## Data deposition

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | Reported in section/paragraph or page #              |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------|
| 17. Provide accession codes for deposited data.<br>Data deposition in a public repository is mandatory for: <ol style="list-style-type: none"> <li>Protein, DNA and RNA sequences</li> <li>Macromolecular structures</li> <li>Crystallographic data for small molecules</li> <li>Microarray data</li> </ol>                                                                                                                                                             | Page 26 Section “Availability of Data and Materials” |
| Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as <a href="#">Figshare</a> and <a href="#">Dryad</a> . We encourage publication of Data Descriptors (see <a href="#">Scientific Data</a> ) to maximize data reuse. |                                                      |
| 18. If computer code was used to generate results that are central to the paper’s conclusions, include a statement in the Methods section under “ <b>Code availability</b> ” to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability.                                                                                                                                                       | Not applicable.                                      |

How the deposited data were processed for this re-analysis (not part of the article)

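CUT & Tag with an anti-Flag antibody was done in TFK-1 cells, a cell line of extrahepatic cholangiocarcinoma, in 2 conditions: cells expressing Flag-tagged HOXA5 (LV-HOXA5) and control cells (LV-HOXA5-NC). Each condition had 1 library, made from 1000000 cells, and the conditions were taken from the sample labels. With 1 library per condition, every difference between the lists describes these libraries and has no test between conditions.

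The authors removed duplicate fragments and called peaks with MACS 2.2.7.1 in each library on its own, with paired-end fragments, a q-value of 0.05, an effective genome size of 2.7e+09 bp and no control library. The deposited tables give, per peak, the position, the length, the pileup signal at the summit (fragments, not scaled for depth), the fold enrichment over the local background of the same library, and the −log10 p-value and q-value. The second deposited form of each list holds the same peaks with an integer score made from the −log10 q-value, which was used only to check that both forms agree in position, fold and q-value. The aligner and the genome build are not named in the paper's text or in the tables' headers. As the score, the pileup and the fold depend on depth, they were used to describe and rank peaks within a list.

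From these values, the local background of each peak was recovered as (pileup + 1) / fold − 1. The Poisson p-value computed from it lay within 0.01 of the deposited −log10 p-value for 8017 of the 8043 LV-HOXA5 peaks and 630 of the 635 LV-HOXA5-NC peaks. To ask what depth alone would do, the pileup and background of each LV-HOXA5 peak were scaled to the LV-HOXA5-NC total of 1948734 fragments, with the background not below the genome-wide level of that library (0.204 fragments). The probability that a Poisson draw reaches the lowest −log10 p-value of the LV-HOXA5-NC list was summed over peaks. Tested on simulated data without any difference between the libraries, this sum was 1401 for 12886 simulated peaks, of which 1219 were called, a ratio of 0.870. With 80% of the simulated sites absent from the control, 250 were called against a sum of 1420. The sum is therefore somewhat too high, as peaks chosen for a high pileup regress, and it does not model the minimum peak length.

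Peaks that shared at least 1 bp were counted as overlapping, and the level by chance was taken from moving the control peaks by 50 kb to either side. Peaks were compared with the starts and ends of 59792 genes of GRCh38.p14, of which 20056 are protein-coding. The build was settled from the data, since 34.9% of the LV-HOXA5 peaks lay within 1 kb of a gene end there and 9.56% and 9.46% after moves of 50 kb. The gene table was used without strand, exons or genome sequence. Gene ends therefore stand in for the transcription start sites that had been planned, 5'UTR, exon and intron classes were not computed, and the planned tests of the HOXA5 motif near summits were not run. Distances to sites A to D take +1 as the start of MXD1 in that table. Gene lists were read from Tables S3, S5 and S7, with 174, 157 and 111 different genes, all matched by symbol or synonym. Table S6 was not used here for a test because its gene lists are held only in part.

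Shares have exact 95% binomial intervals (Clopper-Pearson), and gene lists were compared with the other protein-coding genes by two-sided Fisher's exact tests at a threshold of 0.05. Intervals cover counting error only, and neither peaks nor genes are independent replicates. Genes named in the text are 27 genes that the paper's results name for effects of HOXA5 or MXD1 (1 further gene of the rule is not reported here), and the 5 LV-HOXA5 peaks of highest fold enrichment on chromosomes 1 to 22, X and Y without an overlapping control peak are given as well. This rule, the results and their alternatives were set before the data were examined. The alternatives were a q-value of 0.001 or less, a fold enrichment at or above the median of the list, chromosomes 1 to 22, X and Y only, LV-HOXA5 peaks without a control peak only, other definitions of overlap, protein-coding genes only, the summit in place of the edge, gene ends within 3 kb in place of the nearest gene, and ranking by −log10 q-value. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with Matplotlib 3.10.9. The RNA-seq, methylation, luciferase and ChIP experiments were not analysed here.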

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

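In this part, the tests of peaks with a −log10 q-value of 10 or more and of the pileup of shared peaks were set before their results were seen, and the other tests were chosen after the result was seen.

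The LV-HOXA5-NC library gave 635 peaks, which the paper does not report on. Of these, 449 (70.7%) overlapped an LV-HOXA5 peak, against 27 and 26 when moved by 50 kb. They lay elsewhere than most LV-HOXA5 peaks, with 26.5% of them over 500 kb from every gene, against 11.9% of the LV-HOXA5 peaks. Depth was weighed first, since the control library had 12.4% of the LV-HOXA5 fragments. If the control were a shallower draw of the same fragments, about 327 of the 2808 LV-HOXA5 peaks within 1 kb of a gene end should have been called in it, but 55 were. Among the 548 of these peaks with a −log10 q-value of 10 or more, 49 were called against 181 expected. In simulated libraries without a difference, the ratio of called to expected peaks was 0.870 for all peaks and 0.903 for those with a −log10 p-value of 14 or more, whereas here the ratios were 0.168 for all gene-end peaks and 0.271 for the strong ones. The longer minimum peak length of the control list does not account for the gap either, because among the 652 nuclear peaks of at least 566 bp within 1 kb of a gene end, 34 were called against 129.9 expected. If the library totals are a fair scale at gene ends, these numbers argue against depth and minimum length as the whole cause there. For the 955 LV-HOXA5 peaks over 500 kb from every gene, 153 were called against 217 expected (ratio 0.706). Among the 373 of these with a −log10 q-value of 10 or more, 114 were called against 170 expected (ratio 0.669). Both ratios lie below those of the simulated libraries. An effect of depth still cannot be told apart from other causes. The model runs high, minimum peak length was not examined for this class, and the library totals were not a fair scale at the strongest of these peaks. Of the 20 distant peaks whose scaled pileup was at least 2 times the control threshold, 16 were called. With the uncalled peaks at 0, the median ratio of the control pileup to the scaled LV-HOXA5 pileup was 2.67. A fair scale would give a ratio near 1. At these 20 peaks the totals thus understated the control signal. As the 20 were selected for a high pileup, how a fairer scale would change the number expected for all 955 is not shown. The expected numbers for gene ends use the total number of fragments too. Of the 12 peaks within 1 kb of a gene end that passed the same pileup limit, 10 were called. Their median ratio was 2.26 with the uncalled peaks at 0, and those called ran from 0.555 to 6.70. These peaks lie mostly at copies of mitochondrial DNA and of genes, so the fairness of the scale at ordinary gene ends was not tested. For the gene-end peaks, an unfair scale thus stays open. So do binding of Flag-HOXA5, which the control cells lack, and any difference in quality between 2 single libraries, which was not tested.

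Among the 100 LV-HOXA5 peaks of highest fold enrichment, 47 lay over 500 kb from every gene, against 11.9% of all LV-HOXA5 peaks, and 9 lay within 1 kb of a gene end. The paper reports peaks far from genes only as a share of all peaks. A candidate explanation is signal that arises without Flag-HOXA5, for example from repeated sequence that is collapsed in the reference. If so, most of the 47 should be in the LV-HOXA5-NC list, and 31 of them (66.0%) were. The outcome depended on the cut-off. Among the 20 peaks of highest fold enrichment, 3 of the 5 distant ones were in that list. Among the highest 500, 86 of the 230 distant ones (37.4%) were, which is not most of them. The number that the control's depth would allow was not computed for these 230. This lower share therefore does not argue against the explanation. Within the highest 100, sharing was not particular to the distant peaks, since 39 of the other 53 (73.6%) were also in the control list (two-sided Fisher's exact test, p = 0.513). From the scaled pileups, 42.0 of the 47 and 51.8 of the other 53 would be expected in the control list, so both classes fell short of the model. Whether signal without Flag-HOXA5 explains why so many of the strongest peaks are distant therefore cannot be told apart from other explanations: it was called at 31 of the 47 peaks and not at the other 16. Repeat content itself was not tested, and no biological explanation was tested. Of the 5 peaks of highest fold enrichment without a control peak, 4 lay on chromosome 17 and 1 on chromosome Y. The highest (chromosome 17, 22521339 to 22521592) had a 35.6-fold enrichment and lay 630 bp from MTCYBP13, a pseudogene of a mitochondrial gene. With 254 bp it was shorter than the 283 bp that a peak of the control list needed. Overall 1299 LV-HOXA5 peaks were shorter than that, and 13 of them overlapped a control peak.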

How the results depend on the processing

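Of the planned results, 15 were computed. Leaving aside the Table S5 test and the distance to site C, the value stayed within its 95% interval or, for numbers of peaks and genes, within 1.5 times the main number in 46 comparisons with an alternative, and in 27 it did not. The Table S5 result was judged by its test, which stayed below 0.05 although the share itself moved: Table S5 genes had an LV-HOXA5 peak more often than other protein-coding genes in every setting tried, with shares from 12.1% to 35.7% and two-sided Fisher's exact p-values from 0.000257 to 0.0289.

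Keeping the peaks with a fold enrichment at or above the median left fewer peaks by construction: 4022 in LV-HOXA5, 318 in LV-HOXA5-NC and 2941 nearest genes. In this setting 34.2% of the Table S7 genes had a peak, and 127 DEGs with a peak were expected by chance. The cause of its other changes was not tested: 40.6% of peaks within 3 kb of a gene end, 3.23% at 1 to 2 kb, 2.24% at 2 to 3 kb, 37.5% outside genes and over 3 kb from every gene end, 6.19% of LV-HOXA5 peaks overlapping a control peak and 78.3% of control peaks overlapping an LV-HOXA5 peak. With a q-value of 0.001 or less, 82.2% of the control peaks overlapped an LV-HOXA5 peak and 213 DEGs were expected by chance; the cause of the former was not tested.

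With protein-coding genes only, fewer gene ends remain, so that 26.3% of the LV-HOXA5 peaks lay within 1 kb of a gene end, 1.96% at 1 to 2 kb, 1.21% at 2 to 3 kb, 29.5% within 3 kb and 47.2% outside genes beyond 3 kb. Each peak then goes to a protein-coding gene, which raised the share of Table S7 genes with a peak to 84.7% and the DEGs expected by chance to 399. With gene ends within 3 kb of a peak in place of the nearest gene, 262 DEGs were expected. Measuring from the summit gave 33.7% within 1 kb of a gene end, as the summit lies farther from a gene end than the edge, and 509 bp in place of 405 bp from the MXD1 peak to site C, a distance that has no interval.

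Without the LV-HOXA5 peaks that overlap a control peak, 36.2% lay within 1 kb of a gene end, 43.2% within 3 kb and 30.6% outside genes beyond 3 kb, and the fold enrichment of the MXD1 peak was above that of 93.0% of peaks. Ranked by −log10 q-value, the MXD1 peak was above 89.2% of peaks. The cause of these changes was not tested beyond the removal of the shared peaks.

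The motif tests around summits, 3 results with 24 alternatives, were not run because they need genome sequence. No paired analysis was possible because each condition had 1 library. The depth of the control library limits what its list can show: with the library totals as the scale, a region with the density of the MXD1 peak would be called there with a probability of 36.2%.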

Differences from the paper's values

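Neither of the 2 numbers that the paper states for the same measure differed from the deposited list by more than 1.5 times. The list held 8043 LV-HOXA5 peaks against the paper's 7073, and these peaks lay nearest to 5782 genes against the paper's 4579. Of the alternatives set before the data were examined, a q-value of 0.001 or less gave 6761 peaks, the number closest to the paper's. Counting protein-coding genes only gave 4581 genes, the number closest to the paper's. Peaks with a fold enrichment at or above the median, 4022 peaks near 2941 genes, were the only setting more than 1.5 times away from the paper's numbers.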

Other observations

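In this part, the tests on Table S3 and on gene ends within 1 kb were set before their results were seen, and the test at the MXD1 peak was chosen after the result was seen.

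Genes of Table S5, the DEGs in enriched pathways of the paper's RNA-seq, had an end within 1 kb of an LV-HOXA5 peak in 33 of 157 cases (21.0%), against 13.0% of the other protein-coding genes (odds ratio 1.79, two-sided Fisher's exact test, p = 0.00570). Assignment of distant peaks to long or isolated genes is argued against as the whole cause, because the excess held with only the gene ends within 1 kb. Another hypothesis is that the peaks mark promoters that are active or unmethylated in TFK-1 cells, whether or not a gene responds to HOXA5. It predicts fewer peaks at genes hypermethylated in TFK-1 cells. Table S3 lists only those hypermethylated genes that fell in 10 enriched pathways, and the test does not extend to the others. Of its 174 genes, 11 (6.32%) had an end within 1 kb of a peak, against 13.1% of the other protein-coding genes (odds ratio 0.448, two-sided Fisher's exact test, p = 0.00630). Without the 9 genes that are also in Table S5, 9 of 165 genes (5.45%) did. The difference depends on closeness to the gene: with the nearest protein-coding gene, 24.1% of the Table S3 genes and 22.8% of the others had a peak (two-sided Fisher's exact test, p = 0.651). The values may therefore reflect open promoters as well as regulation by HOXA5. Neither the expression of these genes nor open chromatin was analysed here, and the lists differ in their pathways, so regulation by HOXA5 stays among the open explanations.

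The paper's 353 DEGs with a peak can be set beside the number expected if its 1749 DEGs had peaks as often as all protein-coding genes. That number was 249.8 with each peak given to the nearest gene of any kind and 399 with protein-coding genes only. The paper's overlap was thus 1.41 times or 0.884 times the expected number, on either side of 1, depending on how peaks are given to genes. It was 1.65 times with a q-value of 0.001 or less, and 2.77 times with a fold enrichment at or above the median. The 353 came from the paper's own 7073 peaks and 4579 genes, and the expected numbers from the deposited list of 8043 peaks. The ratios are therefore not like for like and show neither an excess nor a lack of DEGs with a peak. How the paper assigned genes to peaks was not used here.

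The absence of an LV-HOXA5-NC peak at the MXD1 promoter cannot be told apart from an effect of depth. At equal density of fragments, with the library totals as the scale, a peak there would be called in the control library with a probability of 36.2%. The class to which this peak belongs gives another value, chosen after it was seen: of the 2318 LV-HOXA5 peaks within 1 kb of a gene end with a local background under 3 times the genome-wide level, 11 were called in the control against 207 expected. If the library totals are a fair scale there, which was not tested, this argues against depth as the whole cause for the class. Even then, a class does not decide a single peak.

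The strongest LV-HOXA5 peaks within 1 kb of a gene end were mostly shared with the control. Of the 27 whose scaled pileup gave a probability of at least 90% of being called in LV-HOXA5-NC, 22 were called. Not called were the peaks nearest to RNU1-2, CNOT3, SLC2A8, MTATP8P1 and MTCYBP13. Those at MTATP8P1 (281 bp) and MTCYBP13 (254 bp) were shorter than the 283 bp that a control peak needed. The 27 were chosen after their values were seen. Those called include 4 peaks on the mitochondrial genome and peaks nearest to pseudogenes or copies of mitochondrial genes, such as MTND2P28 and MTRNR2L8. Copies of DUX4, such as DUX4L26, are among their nearest genes too. As these peaks were selected for a high probability of being called, their share in the control list does not extend to the other peaks at gene ends.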
